# Mosaic gastruloids reveal a temporal restriction for developmental cell competition

**DOI:** 10.1038/s41556-026-01923-x

**Published:** 2026-04-01

**Authors:** Joshua D. Frenster, Stephen Babin, Pablo Casani-Galdon, Joel B. Josende-Garcia, Pau Pascual-Mas, Gaëlle Robertson, Shlomit Edri, Alexandra E. Wehmeyer, Sebastian J. Arnold, Jordi Garcia Ojalvo, Alfonso Martinez Arias

**Keywords:** Embryonic stem cells, Cell growth, Gastrulation

## Abstract

Selective elimination of suboptimal cells is critical for the developmental integrity of early mammalian embryogenesis. Cell competition is a non-autonomous quality control in which ‘winner’ cells outcompete viable but suboptimal ‘loser’ cells based on fitness differences. Here we investigate cell competition dynamics using mosaic mouse gastruloids, a 3D embryonic stem cell-based model of gastrulation. Introducing just two *Trp53-*deficient supercompetitor cells suffices to impair growth in neighbouring wild-type cells through mitochondrial apoptosis. Competition is tightly restricted to a developmental transition stage between primed pluripotency and early gastrulation and involves gene regulatory networks of pluripotency exit. Heterochronic gastruloids from developmental stage-shifted cells, EpiGastruloids, and dynamic p53-degrons reveal that both winners and losers must reside within this permissive stage, during which acute relative p53 protein levels determine competitive outcomes. These findings advance our understanding of cell fitness evaluation and establish gastruloids as a powerful 3D model for investigating developmental stage-specific cell competition in mammalian embryogenesis.

## Abstract (web summary)

Frenster et al. utilize mosaic mouse gastruloids as a model of cell fitness and competition, identifying a temporal window between primed pluripotency and early gastrulation during which cell competition occurs in mammalian embryogenesis.

## Main

During mammalian development, a single totipotent zygote gives rise to the pluripotent cells of the blastocyst, which go on to form the epiblast and engage in the process of gastrulation. Gastrulation is a conserved developmental process in all animals that establishes the body plan^1^. In mammals, gastrulation concurs with rapid cell proliferation, which increases the number of epiblast cells ~100-fold within 36 h (refs. ^2,3^).

In the mouse embryo, gastrulation starts at about E6.0 and is accompanied by a wave of apoptosis that eliminates up to 35% of the cells in the epiblast^4–6^. While some of this reflects autonomous death of severely compromised cells, it is complemented by a non-autonomous mechanism that ensures that among the viable cells only the fittest prevail^7^. This has been suggested to reflect a process of cell competition in which cells compare their relative fitness. ‘Fitter’ cells are designated ‘winners’ and survive, while relatively less fit neighbours become ‘losers’ and are eliminated^8–10^.

Cell competition was first described in *Drosophila* mosaics^11^ where healthy wild-type (WT) cells undergo apoptosis when exposed to ‘supercompetitor’ cells overexpressing dMyc^12^. In mammalian development, loser cells can be defined by non-lethal defects such as low cMyc expression^7,13–15^, impaired Hippo^16^ or BMP signalling^6^, autophagy deficiencies^13^, mitochondrial defects^17^, aneuploidy^13^ or even species identity during interspecies chimerism^18^. Loser cell fate can lead to p53 protein stabilization causing apoptosis^6,15,19^. Due to its central role in fitness perception, loss of the tumour suppressor p53 results in the emergence of supercompetitor cells, which stand at the apex of cell competition and cause apoptosis in healthy neighbouring WT cells^20,21^. Relative differences in pluripotency have also been proposed to factor into cell competition^14^, as cells of more naive pluripotency outcompete less pluripotent cells after blastocyst co-injection^22^.

Here, we use mouse gastruloids, a three-dimensional (3D) stem cell-based in vitro model of perigastrulation^23–25^, to study cell competition during early mammalian development. This system mimics events in the early embryo and allows detailed testing of parameters that have been associated with this phenomenon. We find that cell competition is restricted to a narrow developmental window associated with the transition from formative pluripotency to gastrulation, during which acute p53 protein levels determine competitive outcomes. Exploiting the robustness and modularity of the gastruloids, we find that introducing a small number (~1% of initial population) of p53-knockout (p53KO) supercompetitor cells into WT gastruloids suffices to induce mitochondrial apoptosis in neighbouring cells. Our results define the physiological and temporal parameters of cell competition in embryos and establish gastruloids as a valuable system for studying this key developmental process.

## Results

### 2D cell competition occurs only at confluence during differentiation

To investigate cell competition in mammalian embryogenesis, we generated fluorescently labelled mouse embryonic stem (mES) cell clones that allow us to monitor interactions between winner and loser populations. An H2B–mCherry-labelled WT clone functions as the primary ‘cell under investigation’ (shown in green, ‘*WT–mCherry*’) and an H2B–emiRFP670-labelled WT sister clone as the competitive neighbourhood environment (magenta, ‘*WT–emiRFP*’) (Extended Data Fig. 1a). Building on previous observations^6,20^, we created a system of unequal competitive strength by mutating *Trp53* (p53KO, full loss of function) in the H2B–emiRFP670 clone, resulting in a supercompetitor subclone (Fig. 1a,b and Extended Data Fig. 1a–d) (magenta, ‘*p53KO–emiRFP*’).

**Fig. 1:**
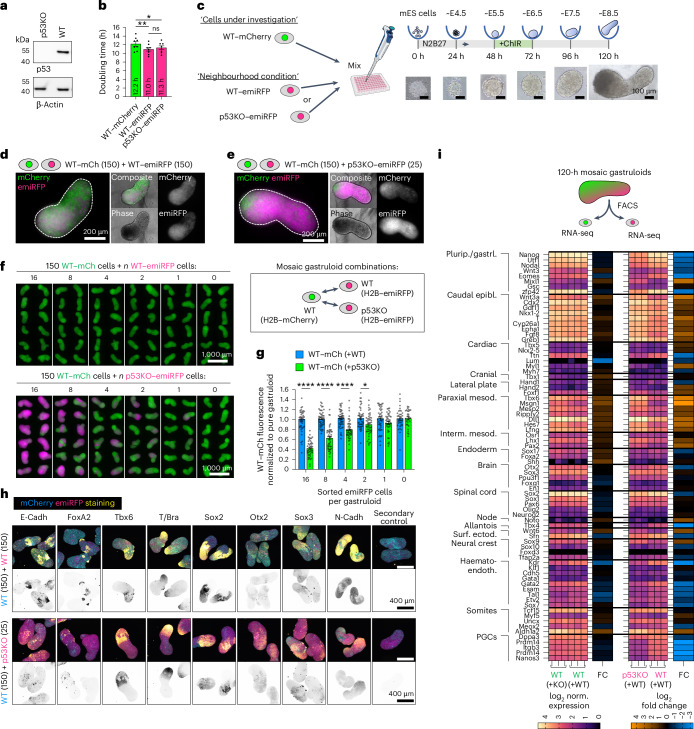
p53KO cells act as supercompetitors in mosaic 3D gastruloids. **a**, Western blot of p53KO–emiRFP and WT–emiRFP cells stained against p53 and β-actin (Extended Data Fig. 1d). **b**, Doubling times of clonal mES cell lines. *n* = 8 indep. experiments. Top to bottom: *P*_adj_ = 1 × 10^−2^ and *P*_adj_ = 3.5 × 10^−3^. **c**, Schematic protocol of mosaic gastruloid formation with representative brightfield images. Equivalent timepoints of mouse development annotated at the top. **d**,**e**, Representative widefield fluorescence micrographs of mosaic gastruloids from 150 WT–mCherry + 150 WT–emiRFP cells (**d**) or 150 WT–mCherry + 25 p53KO–emiRFP cells (**e**) at 120 h. **f**, Cell number titration of 0–16 WT–emiRFP (top) or p53KO–emiRFP (bottom) cells seeded in mosaic gastruloids with 150 WT–mCherry cells each. Representative widefield fluorescence micrograph montage of 120 h gastruloids depicted as overlay of mCherry and emiRFP channels (Supplementary Fig. 1). **g**, Quantified mCherry fluorescent intensity per gastruloid normalized to pure mCherry gastruloids (‘0’) as a proxy of WT–mCherry cell growth. *n* = 48 gastruloids per condition from 3 independent experiments. (left to right) *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ = 2.9 × 10^−2^. **h**, Fate marker staining of mosaic WT + WT and WT+p53KO gastruloids at 120 h depicted as maximum intensity projections. Inverted grey-scale marker staining below the composites. **i**, Heatmap of developmental lineage marker expression from bulk mRNA sequencing of sorted populations from mosaic 120 h gastruloids. Plurip./gastrl., pluripotency/gastrulation; epibl., epiblast; paraxial mesod., paraxial mesoderm; interm. mesod., intermediate mesoderm; surf. ectod., surface ectoderm; hemato-endoth., hemato-endothelial; PGCs, primordial germ cells. Heatmaps depict log_2_-normalized transcript levels and log_2_ fold change of WT–mCherry cells from WT + WT versus WT+p53KO gastruloids, and of p53KO–emiRFP versus WT–emiRFP cells from mosaic gastruloids. *n* = 3 independent experiments. All data presented as mean ± s.e.m. Statistical significance was determined using row-matched one-way ANOVA with Tukey’s post hoc test (**b**) or two-way ANOVA with Šidák’s post hoc test (**g**) and is depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Scale bars, 100 µm (**c**), 200 µm (**d** and **e**) and 400 µm (**h**). Source data

We first tested cell competition in two-dimensional (2D) coculture settings by mixing WT–mCherry with WT–emiRFP or p53KO–emiRFP cells. In pluripotent copassaging conditions, we observed a slow drift in favour of both emiRFP clones independent of their *Trp53* status (Extended Data Fig. 1e,f). Similar observations were made when naive pluripotent cocultures were grown to full confluence without passaging (Extended Data Fig. 1g–i). When allowing cells to exit naive pluripotency towards a primed state (EpiSC-like; N2B27 + AA + FGF) without passaging, the presence of p53KO cells impaired the growth of cocultured WT cells, resulting in their decline over time (Extended Data Fig. 1j), which confirmed previous studies on 2D supercompetition^6,20^. However, timing of this depended on initial seeding density. Competition became apparent only once the cells reached confluence, at which point daily medium changes became insufficient to sustain the large number of cells per well (Extended Data Fig. 1j–l). When the same 2D cocultures exiting naive pluripotency were passaged as EpiSC-like clumps every 72 h to avoid confluence, they did not compete despite growing as mixed mosaic colonies (Extended Data Fig. 1m,n). In contact-free transwell cocultures, WT–mCherry cells experienced no growth impairment from cocultured p53KO cells independent of their pluripotency status (Extended Data Fig. 1o).

These observations suggest that, in adherent 2D conditions, p53KO-mediated cell competition occurs only when non-naive cells reach full confluence, which hints towards resource or space limitation rather than the developmental competition mechanisms found in the embryo. We thus moved on to investigate cell competition in gastruloids, a 3D model of mammalian gastrulation that more closely resembles embryonic development^23–25^.

### p53KO cells act as supercompetitors in mosaic gastruloids

Gastruloids are formed by aggregating defined numbers of ES cells, which, over 5 days and with a Wnt signalling pulse (CHIR99021 at 48–72 h), develop into elongated and polarized structures that represent parts of the embryo at embryonic day (E)8.5^23–25^ (Fig. 1c and Extended Data Fig. 2a). Mixing 150 + 150 WT–mCherry and WT–emiRFP cells (WT + WT) during aggregation resulted in mosaic gastruloids composed of both clones with slight overrepresentation of WT–mCherry cells after 120 h (Fig. 1d). However, mixing 150 WT–mCherry with 25 p53KO–emiRFP cells (WT + p53KO), resulted in mosaic gastruloids mostly composed of p53KO cells (Fig. 1e). Using fluorescence-activated cell sorting (FACS) to titrate cell stoichiometries, we observed that as few as two p53KO–emiRFP starting cells per gastruloid are sufficient to measurably impair the growth of 150 co-aggregated WT cells (Fig. 1f,g and Supplementary Fig. 1). These data indicate that p53KO cells behave as supercompetitors in 3D gastruloids and that very few p53KO cells suffice to impair the growth or survival of neighbouring WT cells.

p53KO cells, whether in pure or mixed gastruloids, promoted multi-axis formation and led to larger overall aggregates. Furthermore, while WT + WT mosaic gastruloids grew to the average total size of their two monoclonal forms, WT + p53KO mosaic gastruloids grew to the same size as pure p53KO gastruloids despite eliminating most WT–mCherry cells and starting with only half the number of p53KO cells, suggesting compensatory growth during competitive interactions (Extended Data Fig. 2b–h).

*Trp53* and its homologues have been reported to be important for mesendoderm formation in mouse embryos^26^. Nonetheless, phenotypically normal triple-knockout embryos have been described at E11^27^, and p53-deficient extraembryonic cells can contribute to embryonic gut formation^28^. We thus set out to test whether germ layer specification was influenced by p53 deletion in our mosaic competitive conditions. While WT + WT gastruloids at 120 h form organized regions of all three germ layers, WT + p53KO gastruloids contain smaller disorganized centres of *FoxA2* expression, aligning with impaired endoderm formation (Fig. 1h and Extended Data Fig. 2i,j). By contrast, patterned *Tbx6* and *Tbxt* (*Brachyury*) expression (mesoderm) was not impaired in WT + p53KO gastruloids. Bulk transcriptomic analysis of FACS-isolated cells from mosaic 120 h gastruloids confirmed that p53KO cells were biased towards paraxial mesoderm and caudal epiblast formation, while showing impairments in haematoendothelial, primordial germ cell and, to a lesser extent, endodermal development (Fig. 1i and Extended Data Fig. 2k–n), and clustered towards more posterior E8.5 embryonic compartments than their WT counterparts (Extended Data Fig. 3a). 

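Bulk RNA sequencing covered 3 mES cell clones, WT–mCherry, WT–emiRFP and p53KO–emiRFP, and the 4 populations that FACS separated from mosaic gastruloids of these clones at 48, 72, 96, 120 and 144 h. In WT + WT gastruloids these were WT–mCherry and WT–emiRFP cells, and in WT + p53KO gastruloids WT–mCherry and p53KO–emiRFP cells. By the paper's methods, WT + WT gastruloids were seeded with 150 cells of each clone. WT + p53KO gastruloids were seeded with 150 WT–mCherry and 25 p53KO–emiRFP cells. Comparisons between these gastruloids therefore differ in the number of seeded cells as well as in genotype. Each of the 23 conditions had 3 replicates, which makes 69 libraries. The authors trimmed the reads, aligned them with STAR and counted the uniquely mapped reads of each gene. The deposited table holds these raw counts for 55367 gene symbols and sums to 3695039036 counts.

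The total counts of the 9 mES cell libraries ranged from 26722541 to 72981570 with a median of 53830359. Each sorted population had 15 libraries. Their totals were 46388381 to 66543495 for p53KO–emiRFP (median 50943515), 44049258 to 57893507 for WT–emiRFP (median 50850828), 49395157 to 64019780 for WT–mCherry beside p53KO cells (median 55942917) and 46254303 to 63367172 for WT–mCherry beside WT cells (median 54431987).

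The authors normalized the counts by median ratios with PyDESeq2. Here size factors of the same kind were computed over all 69 libraries, and normalized counts are counts divided by them. Populations of one time point were compared in one edgeR fit of its 12 libraries (9 at 0 h) with the quasi-likelihood test. The p values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Changes between consecutive time points were tested in one fit of all 69 libraries. Lists of genes were tested with limma's fry and adjusted over the lists tested together. Values of single groups are means ± SD of 3 replicates, and changes are log2 fold changes with standard errors.

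The paper states that the replicates come from separate experiments, and replicates of one number were taken as one experiment. This was examined across 14106 genes with a mean of at least 50 counts. The deviations of same-numbered libraries from their group means had correlations between 0.196 at 0 h and 0.421 at 120 h. These correlations are across genes, which are not independent replicates. A fit with the replicate number as a block is therefore given beside the fit without it. Other choices that could change the numbers are the scaling, the low-count filter, the libraries that share a fit, the test, a minimum fold change and each single replicate.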

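Trp53, the targeted gene, had 2484 ± 136 (SD, n = 3) normalized counts in p53KO–emiRFP mES cells and 25497 ± 1924 (SD, n = 3) in WT–emiRFP mES cells, and 23181 ± 2184 (SD, n = 3) in WT–mCherry mES cells. In gastruloids at 120 h it had 1891 ± 163 in p53KO–emiRFP cells and 17946 ± 1171 in WT–emiRFP cells (SD, n = 3 each), a log2 fold change of −3.25 (standard error 0.08, edgeR adjusted p = 7.4e-12, 5.2e-17 with the block). WT–mCherry cells at 120 h had 14765 ± 1254 beside p53KO cells and 17357 ± 925 beside WT cells (SD, n = 3 each). From 48 to 144 h the Trp53 counts of p53KO–emiRFP cells were on average between 8.33% and 11.4% of those of WT–emiRFP cells of the same replicate number.

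The 7 paraxial mesoderm markers of Fig. 1i were all higher in p53KO–emiRFP than in WT–emiRFP cells at 120 h, with a mean log2 fold change of 2.84 (limma fry adjusted p = 6.5e-07, 1.8e-05 with the block). The alternative that moved this mean most was the fit without replicate 1, which gave 3.07. Msgn1 had 1696 ± 88.6 normalized counts in p53KO–emiRFP cells and 66.1 ± 21.0 in WT–emiRFP cells (SD, n = 3 each), a log2 fold change of 4.69 (standard error 0.25, edgeR adjusted p = 3.6e-09, 7.4e-12 with the block). Tbx6 had 6125 ± 820.0 and 418 ± 55.7 (SD, n = 3 each), a log2 fold change of 3.88 (standard error 0.18, edgeR adjusted p = 1.0e-09). The 9 caudal epiblast markers were all higher as well, with a mean of 2.00 (limma fry adjusted p = 6.0e-07, 3.2e-06 with the block). Among them Wnt3a had 3630.5 ± 399 and 351 ± 32.9 normalized counts (SD, n = 3 each), a log2 fold change of 3.37 (standard error 0.17, edgeR adjusted p = 1.7e-09). Libraries of these groups with the same number correlated at 0.341 across genes.

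Of the 9 haematoendothelial markers, 8 were lower in p53KO–emiRFP cells, and the mean log2 fold change was −1.37 (limma fry adjusted p = 6.0e-06, 2.1e-06 with the block). Kdr had 165 ± 56.6 normalized counts in p53KO–emiRFP cells and 1308 ± 184 in WT–emiRFP cells (SD, n = 3 each), a log2 fold change of −2.98 (standard error 0.21, edgeR adjusted p = 5.7e-08). All 4 primordial germ cell markers were lower, with a mean of −2.58 (limma fry adjusted p = 2.2e-07, 2.1e-06 with the block). Prdm14 had 65.3 ± 10.2 and 709 ± 39.6 (SD, n = 3 each), a log2 fold change of −3.43 (standard error 0.11, edgeR adjusted p = 4.7e-11).

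The endoderm list had 2 genes with enough counts to be tested, Sox17 and Foxa2, and a mean of −0.74 (limma fry adjusted p = 0.18, 0.0020 with the block). Sox17 had 61.5 ± 20.6 normalized counts in p53KO–emiRFP cells and 147 ± 54.4 in WT–emiRFP cells (SD, n = 3 each). Its log2 fold change was −1.24 (standard error 0.40, edgeR adjusted p = 0.018, 1.1e-06 with the block), and without replicate 1 the edgeR adjusted p was 0.18. Foxa2 had 42.4 ± 19.5 and 50.5 ± 20.6 (SD, n = 3 each), a log2 fold change of −0.24 (standard error 0.46, edgeR adjusted p = 0.70).

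Of the 76 genes in Fig. 1i, 72 had enough counts to be tested at 120 h. Between p53KO–emiRFP and WT–emiRFP cells 54 of them differed after adjustment over all genes, and 56 after adjustment over these genes alone.

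**Figure D1:**
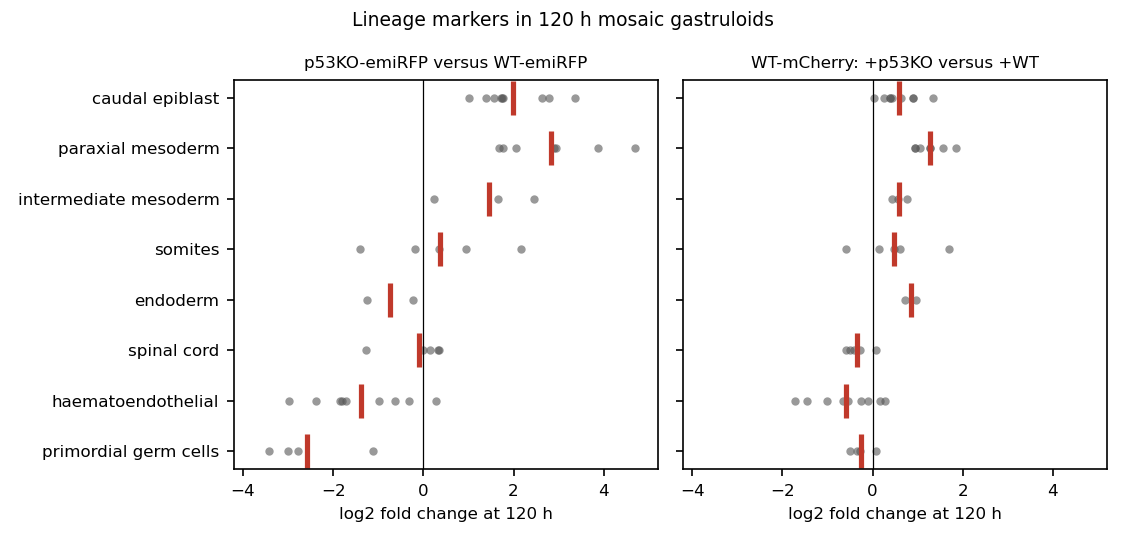
Log2 fold changes at 120 h of lineage markers of Fig. 1i, for p53KO–emiRFP against WT–emiRFP cells (left) and for WT–mCherry cells beside p53KO against beside WT cells (right). Each point is a gene and each bar the mean of its lineage, and the paraxial mesoderm markers have the means 2.84 and 1.27.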

At 120 h, WT–mCherry cells displayed only very slight differences in their lineage marker expression when together with p53KO cells instead of WT neighbours, suggesting a gentle non-autonomous influence on lineage choice but no lineage-specific elimination during competition (Fig. 1i). 

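In WT–mCherry cells at 120 h, 26 of the 72 tested lineage markers differed by neighbour after adjustment over all genes, and 34 after adjustment over the markers alone. The 7 paraxial mesoderm markers were all higher beside p53KO cells than beside WT cells, with a mean log2 fold change of 1.27 (limma fry adjusted p = 0.00063, 0.0015 with the block). RNA of emiRFP cells in these samples was estimated from H2bc21, in a test chosen after the result was seen, and its subtraction moved this mean most, to 0.92. Msgn1 had 503 ± 81.1 normalized counts beside p53KO cells and 139.7 ± 56.6 beside WT cells (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.22, edgeR adjusted p = 0.00054, 7.4e-06 with the block). Tbx6 had 2294 ± 615 and 778 ± 90.0 (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.16, edgeR adjusted p = 0.00030). The 9 caudal epiblast markers had a mean of 0.59 (limma fry adjusted p = 0.0023, 0.0044 with the block), and after the subtraction one of 0.27 (limma fry adjusted p = 0.53). With the RNA estimated from H2bc14 instead it was 0.49 (limma fry adjusted p = 0.014). Without replicate 3 the limma fry adjusted p of both lists was 0.064. Among the latter, Fgf8 had 2208 ± 499 and 1178 ± 145 (SD, n = 3 each).

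The 9 haematoendothelial markers had a mean log2 fold change of −0.59 (limma fry adjusted p = 0.0023, 0.00034 with the block), with 2 of them higher, and did not pass the threshold without replicate 1 or without replicate 3. Kdr had 223 ± 54.9 normalized counts beside p53KO cells and 733 ± 74.6 beside WT cells (SD, n = 3 each), a log2 fold change of −1.71 (standard error 0.20, edgeR adjusted p = 0.00048). The 4 primordial germ cell markers had a mean of −0.25 (limma fry adjusted p = 0.062, 0.049 with the block) and the 2 tested endoderm markers one of 0.84 (limma fry adjusted p = 0.15, 0.00034 with the block). Sox17 had 279 ± 93.2 and 144 ± 72.3 (SD, n = 3 each). The spinal cord markers had a mean of −0.34 (limma fry adjusted p = 0.00063, 0.00034 with the block). Same-numbered libraries of these groups correlated at 0.424 across genes.

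From the small size of these differences, the paper proposes a gentle non-autonomous influence of p53KO cells on lineage choice, without the elimination of any one lineage.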

Although almost no differentially expressed genes were detected in WT–mCherry cells from mosaic WT + WT or WT + p53KO gastruloids at 48–72 h after aggregation (Extended Data Fig. 3b), gene set enrichment analysis (GSEA) revealed a downregulation of growth- and proliferation-related pathways, followed by a later upregulation of the p53 pathway, indicating a transcriptional stress response to their p53KO neighbours (Extended Data Fig. 3c,d).

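Between WT–mCherry cells beside p53KO cells and beside WT cells, 13 of 17686 tested genes differed at 48 h, all of them lower beside p53KO cells. The numbers were 99 of 17714 at 72 h (41 higher and 58 lower), 720 of 18343 at 96 h (527 and 193), 1123 of 18860 at 120 h (646 and 477) and 4954 of 19431 at 144 h (1955 and 2999). With the replicate block the numbers were 869 at 48 h (220 higher and 649 lower), 402 at 72 h (205 and 197), 3830 at 96 h (2141 and 1689), 3826 at 120 h (1937 and 1889) and 7221 at 144 h (2923 and 4298). At 48 h this block was the alternative that moved the number most. Same-numbered libraries of these groups correlated across genes at 0.325 at 48 h, 0.339 at 72 h, 0.401 at 96 h and 0.403 at 144 h. A minimum absolute log2 fold change of 1 left 0, 5, 54, 213 and 718 genes, and at 48 h 1068 genes had an unadjusted p under 0.05.

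At 48 h Trh had a log2 fold change of −0.52 (standard error 0.05, edgeR adjusted p = 0.00041, 2.4e-13 with the block), Nanog one of −0.44 (standard error 0.04, edgeR adjusted p = 0.00041, 1.6e-10 with the block) and Esrrb one of −0.48 (standard error 0.06, edgeR adjusted p = 0.0047, 4.8e-08 with the block). None of these 3 passed the threshold without replicate 1 or without replicate 2. At 96 h Bhlhe41 changed by 1.59 (standard error 0.22, edgeR adjusted p = 0.0036, 9.9e-09 with the block) and Dkk4 by −1.14 (standard error 0.12, edgeR adjusted p = 0.0014, 1.0e-07 with the block). At 120 h Ptgds changed by 1.95 (standard error 0.29, edgeR adjusted p = 0.0018, 4.2e-06 with the block) and Lefty1 by −1.67 (standard error 0.12, edgeR adjusted p = 4.6e-05, 4.9e-09 with the block). Without replicate 1, Bhlhe41, Dkk4 and Ptgds did not pass the threshold, nor did Bhlhe41 without replicate 2. At 144 h Cer1 changed by 3.92 (standard error 0.43, edgeR adjusted p = 8.8e-05, 9.8e-06 with the block) and C1qtnf3 by −3.41 (standard error 0.45, edgeR adjusted p = 0.00024, 6.2e-08 with the block). H2bc14 and H2bc7 were also among the genes that rose most at 96 and 144 h. In mES cells these had 9940.5 ± 582 and 4837 ± 409 normalized counts in the WT–emiRFP clone, and 7.24 ± 1.01 and 15.4 ± 5.42 in the WT–mCherry clone (SD, n = 3 each). Their rise can therefore come from RNA of emiRFP cells in the sorted WT–mCherry samples. By H2bc14 the share of this RNA at 144 h was 9.37 ± 7.26% beside p53KO cells and 1.23 ± 1.01% beside WT cells (SD, n = 3 each). The values of the single genes named here hold this RNA.

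**Figure D2:**
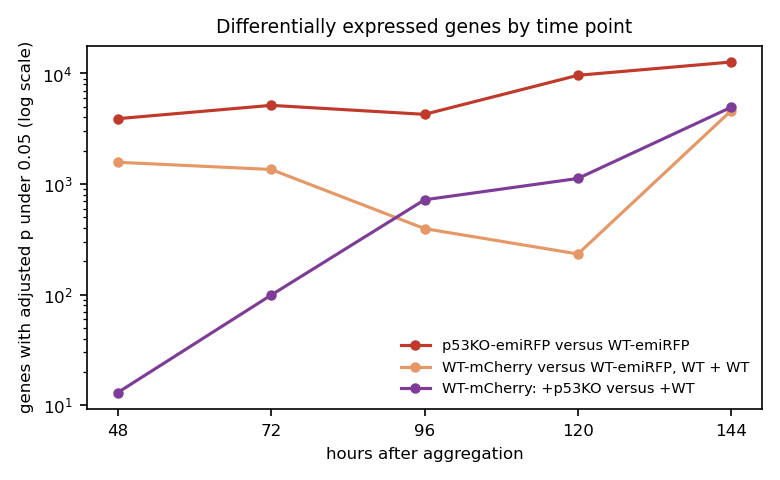
Number of genes with an edgeR adjusted p under 0.05 (log scale) against the time in hours, with a line each for WT–mCherry cells by neighbour, for p53KO–emiRFP against WT–emiRFP cells and for the WT clones of WT + WT gastruloids. The comparison by neighbour goes from 13 genes at 48 h to 4954 at 144 h.

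Between p53KO–emiRFP and WT–emiRFP cells 3899, 5147, 4267, 9626 and 12687 genes differed at the 5 successive time points, and 7262, 6900, 7078, 11646 and 13700 with the block. In these comparisons and the one at 0 h, 262 genes passed the threshold each time in one direction, and 247 of them were lower in p53KO–emiRFP cells. One of these, Eda2r, had a log2 fold change of −6.23 (standard error 0.15, edgeR adjusted p = 4.5e-14) at 48 h and of −5.46 (standard error 0.12, edgeR adjusted p = 1.3e-12) at 120 h. Between the WT clones of WT + WT gastruloids 1573, 1354, 395, 233 and 4620 genes differed, and 5102, 2865, 2929, 2040 and 6578 with the block.

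The gene set collection of the authors' GSEA was not used here. In its place stand 3 lists, written before the counts were read, of p53 targets, of ribosome biogenesis genes and Myc targets, and of cell cycle genes. In WT–mCherry cells beside p53KO cells the 60 cell cycle genes had mean log2 fold changes of −0.04 (limma fry adjusted p = 0.14, 0.026 with the block) at 48 h, −0.04 (limma fry adjusted p = 0.11, 0.12 with the block) at 72 h and −0.13 (limma fry adjusted p = 0.00040, 0.0015 with the block) at 96 h. At 120 h the mean was −0.08 (limma fry adjusted p = 0.0013, 0.00031 with the block) and at 144 h −0.11 (limma fry adjusted p = 0.0025, 0.0050 with the block). The 54 ribosome biogenesis genes and Myc targets had −0.02 (limma fry adjusted p = 0.51, 0.23 with the block) at 48 h, −0.04 (limma fry adjusted p = 0.30, 0.23 with the block) at 72 h and −0.09 (limma fry adjusted p = 0.0035, 0.0050 with the block) at 96 h. For this list it was −0.06 (limma fry adjusted p = 0.060, 0.032 with the block) at 120 h and −0.15 (limma fry adjusted p = 0.00036, 0.00059 with the block) at 144 h. Without replicate 1 neither the mean of the cell cycle genes at 144 h nor that of the other list at 96 h passed the threshold, and the latter did not pass it without replicate 2 either.

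The 40 p53 targets had a mean of 0.03 (limma fry adjusted p = 0.42, 0.23 with the block) at 48 h, 0.04 (limma fry adjusted p = 0.30, 0.25 with the block) at 72 h and 0.21 (limma fry adjusted p = 0.00053, 0.00080 with the block) at 96 h. This became 0.24 (limma fry adjusted p = 0.0040, 0.0032 with the block) at 120 h and 0.36 (limma fry adjusted p = 1.7e-05, 1.4e-05 with the block) at 144 h. Of these genes, 24, 25, 31, 36 and 37 were higher beside p53KO cells at the successive time points. Without replicate 1 the mean at 120 h was 0.19, with a limma fry adjusted p of 0.11. Subtraction of emiRFP RNA estimated from H2bc21, chosen after the result was seen, moved it most, to 0.37. In p53KO–emiRFP against WT–emiRFP cells the p53 targets had means of −2.10 (limma fry adjusted p = 5.1e-12, 1.2e-09 with the block) at 72 h and −1.39 (limma fry adjusted p = 1.0e-10, 2.3e-09 with the block) at 144 h.

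From its gene set results, the paper reports that WT–mCherry cells first lower growth and proliferation pathways and later raise the p53 pathway. It reads this as a sign of a transcriptional stress response to p53KO neighbours.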

### Cell competition results in stagnation of loser cell numbers after 48 h

Gastruloids are spatially organized 3D structures. However, using confocal microscopy and 3D segmentation in WT + WT and WT + p53KO mosaics, we observed that cells remained evenly distributed without clustering, independently of their origin (Fig. 2a–e). Development in gastruloids follows the same temporal pattern as in embryos^25^, thereby offering a model to interrogate the temporal dynamics between competing clones. Although epifluorescence microscopy and quantitative single-gastruloid flow cytometry confirmed that population proportions in WT + WT mosaic gastruloids (50% + 50%) remain largely stable, the proportions in WT + p53KO mosaic gastruloids (86% + 14%) change rapidly between 48 h and 96 h, with p53KO cells becoming the dominant population (Fig. 2f–i and Extended Data Fig. 4a,b). Flow cytometry revealed that at 72–96 h around 70% of H2B–emiRFP cells had phagocytosed fluorescent material from neighbouring H2B–mCherry cells (Fig. 2j,k). However, p53KO status did not affect this percentage, suggesting that phagocytosis serves as a debris clearance mechanism rather than an active competition mechanism (Fig. 2l). Absolute fluorescent cell counts per gastruloid revealed that WT–mCherry cell numbers stagnate after 48 h when in mosaic gastruloids with p53KO cells, but not with other WT cells (Fig. 2m,n and Extended Data Fig. 4c–f). Together, these results suggest that the same WT–mCherry population that codevelops with WT cells without hindrance, becomes impaired in growth and/or viability when exposed to p53KO supercompetitor cells. Mouse gastruloids at 48 h, 72 h and 96 h correspond to the embryonic epiblast around E5.5, E6.5 and E7.5 (±0.5), respectively. This suggests that the timing of cell competition in gastruloids corresponds to the perigastrulation apoptosis peak in mouse embryos^4^.

**Fig. 2:**
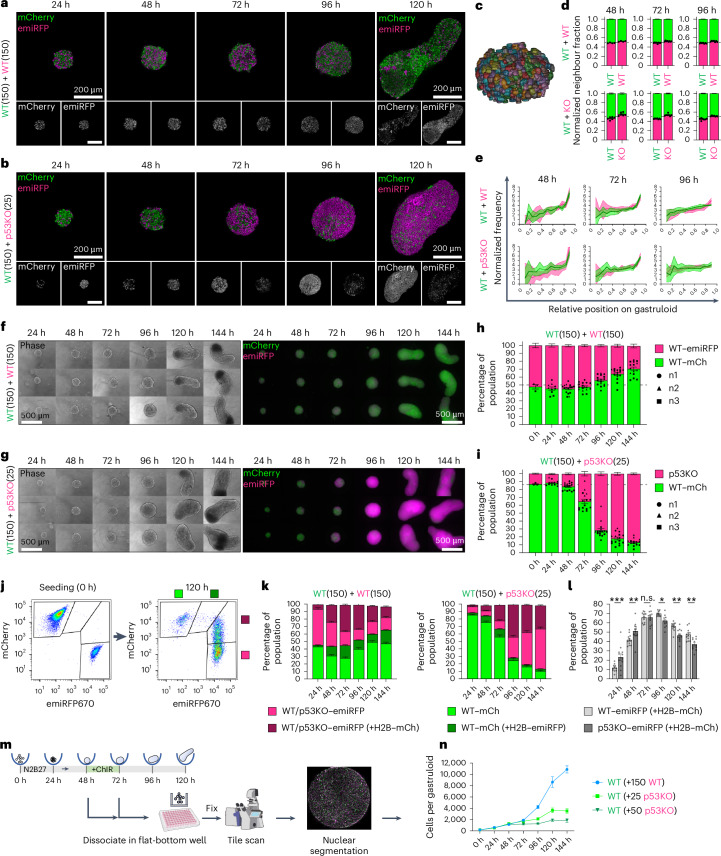
Cell competition stalls expansion of loser cells after 48 h without spatial segregation. **a**,**b**, Representative confocal cross-sections of mosaic WT–mCherry + WT–emiRFP (**a**) and WT–mCherry + p53KO–emiRFP (**b**) gastruloids at 24–120 h after aggregation. **c**, Example rendering of 3D segmented nuclei in 48-h gastruloid. (Supplementary Fig. 3) **d**, A 3D neighbourhood analysis of segmented mosaic gastruloids. Normalized percentage of mCherry (green) or emiRFP (magenta) neighbours among the nearest 20 nuclei centred around each WT–mCherry, WT–emiRFP or p53KO–emiRFP nucleus. Mean of all nuclei from *n* = 4 (WT + WT_48h) or *n* = 8 (others) gastruloids per condition. **e**, Centre-to-edge population distribution in 3D segmented mosaic gastruloids. Normalized number of mCherry or emiRFP nuclei within an expanding shell from centre (left) to edge (right). Mean of *n* = 4 (WT + WT_48h) or *n* = 8 (others) gastruloids per condition with s.e.m. ribbons. **f**,**g**, Phase contrast and widefield fluorescent micrographs of representative mosaic WT + WT (**f**) and WT + p53KO (**g**) gastruloids in 24-h intervals. **h**,**i**, Single-gastruloid flow cytometry-derived population composition of mosaic WT + WT (**h**) or WT + p53KO gastruloids (**i**). *n* = 12 (24 h) or *n* = 16 gastruloids (48–144 h) from 4 independent experiments, (0 h) *n* = 3. Individual data points from independent experiments n1, n2 and n3 are marked by round, triangular and square shapes, respectively. **j**–**l**, Flow cytometric analysis of neighbour phagocytosis, showing 0-h and 120-h examples and gating strategy (**j**). Dark colours indicate cells containing fluorescent material from neighbours (**k**). WT–emiRFP versus p53KO–emiRFP uptake of WT–mCherry debris (**l**) analysed using two-way ANOVA with Šidák’s post-hoc test (left to right): *P*_adj_ = 5 × 10^−4^, *P*_adj_ = 6.6 × 10^−3^, *P*_adj_ = 2.5 × 10^−2^, *P*_adj_ = 4.4 × 10^−3^, *P*_adj_ = 1.3 × 10^−3^. Depicted as *P < 0.05, **P < 0.01, ***P < 0.001; n.s., not significant. In **k** and **l**, *n* = 12 gastruloids from 3 independent experiments per timepoint. **m**, Experimental workflow for quantifying absolute cell numbers per fluorescent population per gastruloid. **n**, Growth curves of WT–mCherry cells in mosaic gastruloids with 150 WT–emiRFP (blue), 25 p53KO–emiRFP (light green) or 50 p53KO–emiRFP (dark green) cells. *n* = 12 gastruloids from 3 independent experiments per datapoint. All data presented as mean ± s.e.m. Scale bars, 200 µm (**a** and **b**) and 500 µm (**f** and **g**). Source data

### Cell competition is mediated by mitochondrial apoptosis

After observing that WT–mCherry cells exhibit near-exponential growth in WT + WT mosaic gastruloids, but stagnate after 48 h in the presence of p53KO cells, we investigated whether this was caused by altered proliferation, or apoptosis. Surprisingly, WT–mCherry cells displayed only a small non-significant reduction in the percentage of mitotic phospho-Histone 3 (pH3)-positive cells (Fig. 3a,b and Extended Data Fig. 5a,b) and did not have any significant alterations to their cell cycle profile as measured by 5-ethynyl-2′-deoxyuridine (EdU)/Hoechst staining, independent of whether they were in mosaics with other WT or p53KO cells (Fig. 3c,d and Extended Data Fig. 3c–e). p53KO cells contained comparable percentages of pH3-positive cells but spent less time in G1/0 than their WT counterparts (Extended Data Fig. 3b,c). When investigating apoptosis in 72-h mosaic gastruloids, we found elevated percentages of Annexin-V-positive, as well as cleaved caspase 3-positive apoptotic WT–mCherry cells specifically when together with p53KO neighbours (Fig. 3e,f and Extended Data Fig. 3f–h). In addition, WT–mCherry cells with p53KO neighbours displayed elevated p53 protein levels, as determined by both image analysis and flow cytometry (Fig. 3g–k and Extended Data Fig. 5h–l). Besides elevated mean p53 levels, we detected increased fractions of cells with extreme p53 levels (>4.5× interquartile range) (Fig. 3j). Together, these results suggest that p53KO supercompetitors do not markedly impair their neighbours’ proliferation but instead cause elevated p53 protein levels and apoptosis.

**Fig. 3:**
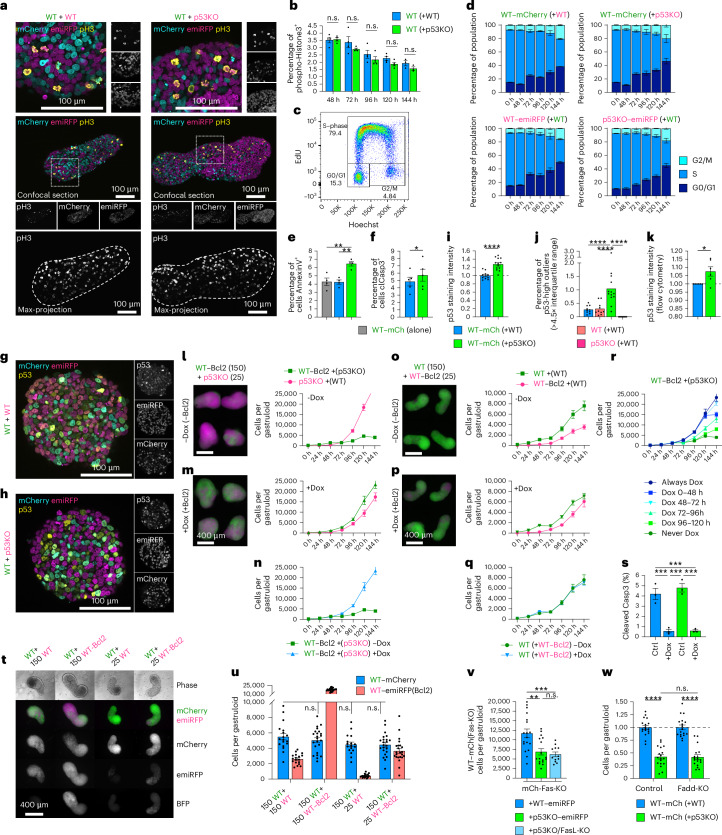
Cell competition in gastruloids occurs through mitochondrial apoptosis without altering cell cycle progression. **a**, Representative confocal micrographs of phospho-histone3 (pH3) immunostained gastruloids at 120 h, with the corresponding pH3 maximum-intensity projection shown below. **b**, Flow cytometric quantification of pH3-positive WT–mCherry cells in WT + WT or WT + p53KO gastruloids. **c**,**d**, Representative example (**c**) and quantification (**d**) of EdU/Hoechst cell cycle profiling in mosaic gastruloids. **e**,**f**, Percentage of Annexin-V (**e**) and clCaspase-3-positive (**f**) WT–mCherry cells in 72-h mosaic gastruloids. In **e**, top to bottom: *P*_adj_ = 3.8 × 10^−3^, *P*_adj_ = 3.3 × 10^−3^. In **f**: *P* = 3.2 × 10^−2^. **g**,**h**, Representative p53 immunostaining at 72 h (Supplementary Fig. 2). **i**–**k**, p53 levels (**i**) and frequency of p53-extreme high (**j**) WT–mCherry cells in 72-h mosaic gastruloids measured by image analysis and flow cytometry (**k**). In **i**: *P* < 1 × 10^−4^. In **j**, left to right: *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^. In **k**, *P* = 2.3 × 10^−2^. **l**–**n**, Representative 120-h gastruloids containing p53KO–emiRFP and WT–mCherry(inducible-Bcl2) cells without (**l**) or with (**m**) doxycycline with quantified growth curves. WT–mCherry(inducible-Bcl2) curves with and without doxycycline (**n**). **o**–**q**, As **l**–**n**, but from WT–mCherry and WT–emiRFP-Bcl2 mosaics. **r**, Temporally controlled *Bcl2* overexpression in WT–mCherry(inducible-Bcl2) cells in WT + p53KO gastruloids. **s**, Flow cytometry of clCaspase-3-positive WT–mCherry(inducible-Bcl2) cells in 72-h mosaic gastruloids. Top, left to right: *P*_adj_ = 5 × 10^−4^, *P*_adj_ = 4 × 10^−4^, *P*_adj_ = 2 × 10^−4^, *P*_adj_ = 2 × 10^−4^. **t**,**u**, Representative micrographs (**t**) and cell counts (**u**) of 120-h gastruloids containing WT–mCherry and WT–emiRFP(±inducible-Bcl2) cells. **v**, Quantified mCherry–Fas-knockout cells at 120 h in mosaic gastruloids with WT–emiRFP, p53KO–emiRFP, or p53KO–FasLKO–emiRFP cells. Top to bottom: *P*_adj_ = 9 × 10^−4^, *P*_adj_ = 1.2 × 10^−3^. **w**, Normalized WT–mCherry cell counts in 120-h gastruloids with p53KO–emiRFP cells ±Fadd knockout. Left to right: *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^. All data presented as mean ± s.e.m. For pooled analyses: *n* = 3 (**s**), *n* = 4 (**b**, **d** and **e**), *n* = 5 (**f**), *n* = 6 (**k**) independent experiments. For per-gastruloid analyses: n = 9 (**l**–**n** and **r**), *n* = 12 (**v**), *n* = 13 (**i** and **j**), *n* = 17 (**u**), *n* = 18 (**w**) from 3 (**i**, **j**, **l**–**n**, **r**, **v** and **w**) or 4 (**u**) independent experiments each. Statistical analysis by two-way ANOVA with Šidák’s post-hoc test (**b**, **s**, **u** and **w**), one-way ANOVA with Tukey’s post-hoc test (**e**, **j** and **v**) or paired (**f**) or unpaired two-tailed *t*-test (**i** and **k**), depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Scale bars, 100 µm (**a** and **b**) and 400 µm (**l**, **m**, **o**, **p** and **t**). Source data

To test directly whether inhibition of mitochondria-mediated apoptosis rescued cell competition in gastruloids as had been described in 2D settings^20^, we generated a WT–mCherry subclone with doxycycline-inducible expression of *Bcl2*, a dominant inhibitor downstream of p53, Puma and Noxa^29^. Upon doxycycline administration and *Bcl2* expression, this WT–mCherry–Bcl2 clone remained cleaved caspase 3 negative and unaffected by p53KO neighbour cells (Fig. 3l–n,s and Extended Data Fig. 6a–f). Interestingly, the p53KO cell numbers increased less in the absence of WT cell apoptosis, supporting the notion of compensatory growth during competition. p53KO cells are intrinsically resistant to stress-induced apoptosis. It was thus paramount to test whether apoptosis resistance in one population was sufficient to recapitulate the competition phenotype. We therefore generated a doxycycline-inducible WT–emiRFP–Bcl2 clone. Surprisingly, WT–mCherry cells in mosaic WT + WT–Bcl2 gastruloids were entirely unaffected by the apoptosis resistance of neighbouring WT–emiRFP cells (Fig. 3o–q). Even altering seeding numbers and Bcl2 status, spanning 400–17,000 emiRFP neighbours per mosaic gastruloid at 120 h, did not affect the WT–mCherry cells (Fig. 3t,u). This indicates that WT–mCherry cells are unresponsive to the quantity and apoptosis resistance of their neighbours, and that p53KO-mediated cell competition pressure reflects a separate property of p53KO cells upstream of, or independent from, their own apoptosis resistance.

Using inducible Bcl2 expression of WT–mCherry–Bcl2 cells in WT + p53KO mosaics (Extended Data Fig. 6g), we demonstrated that continuous expression of *Bcl2*, or pulse induction of *Bcl2* expression after 48 h of gastruloid formation, resulted in identical growth curves (Fig. 3r). This indicates that the transition stage from naive to primed pluripotency (0–48 h), is irrelevant to cell competition. Induction of *Bcl2* after 72 h rescued cell competition partially, but induction of *Bcl2* after 96 h did not, further supporting that cell competition is restricted to the developmental stages modelled in 48–96-h gastruloids, corresponding to the E5.5–E7.5 mouse epiblast.

Apoptosis can be initiated by intrinsic stress responses or extrinsic cell death signals, and involvement of both mechanisms in cell competition has been reported in different settings^7,30^. 

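Fas and Fasl, the genes of the Fas receptor and its ligand, had few counts, so their values carry large relative errors. At 72 h Fas had 55.0 ± 7.64 normalized counts in WT–emiRFP cells, 54.8 ± 16.7 in WT–mCherry cells beside WT cells and 75.9 ± 16.1 in WT–mCherry cells beside p53KO cells (SD, n = 3 each). At 96 h these values were 46.9 ± 4.97, 45.4 ± 8.57 and 70.6 ± 10.9 (SD, n = 3 each). The mean of the WT populations rose from 48 to 72 h by a log2 fold change of 1.89 (standard error 0.17, edgeR adjusted p = 2.1e-14, 4.0e-15 with the block). Leaving out replicate 3 moved this change most, to 2.00. In p53KO–emiRFP cells Fas had 1.75 ± 2.06 normalized counts at 48 h, 8.52 ± 0.590 at 72 h and 10.1 ± 0.750 at 96 h (SD, n = 3 each). Its log2 fold change against WT–emiRFP cells at 72 h was −2.67 (standard error 0.30, edgeR adjusted p = 1.1e-05, 6.5e-06 with the block).

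In WT–mCherry cells at 120 h, Fas had 54.5 ± 12.2 normalized counts beside p53KO cells and 26.5 ± 3.61 beside WT cells (SD, n = 3 each). This log2 fold change of 1.05 (standard error 0.24, edgeR adjusted p = 0.022, 0.0047 with the block) did not pass the threshold in any of the 3 fits that left out a replicate.

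Fasl had 19.2 ± 4.18 normalized counts at 96 h in WT–emiRFP cells, 25.4 ± 6.77 and 25.4 ± 3.36 in WT–mCherry cells beside WT and p53KO cells, and 29.4 ± 9.56 in p53KO–emiRFP cells (SD, n = 3 each). In the WT populations it rose from 72 to 96 h by a log2 fold change of 1.91 (standard error 0.22, edgeR adjusted p = 8.2e-11, 7.0e-11 with the block). Between p53KO–emiRFP and WT–emiRFP cells at 96 h the log2 fold change was 0.58 (standard error 0.28, edgeR adjusted p = 0.16, 0.085 with the block), and p53KO–emiRFP was higher in 3 of 3 same-numbered pairs. Fadd, the gene of the receptor's adaptor protein, had 544 ± 32.0 normalized counts in WT–emiRFP cells and 592 ± 34.1 in p53KO–emiRFP cells at 96 h (SD, n = 3 each).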

In the extrinsic apoptosis pathway, Fas receptor (*Fas*) expression peaks at 72 h but is absent in p53KO cells, and Fas ligand (*Fasl*) expression peaks at 96 h, being highest in p53KO cells (Extended Data Fig. 6h). However, neither knockout of *Fasl* in p53KO cells, nor knockout of *Fas* in WT–mCherry cells, the combination of both, or knockout of the critical downstream adaptor Fas associated death domain (*Fadd*)^31^ prevented cell competition (Fig. 3v,w and Extended Data Fig. 6i,j). These results strongly support that cell competition in gastruloids is mediated by intrinsic (mitochondrial) apoptosis. Together, these results suggest that p53KO cells only marginally affect the proliferation of neighbouring WT cells, but instead induce elevated p53 protein levels followed by mitochondrial apoptosis, the inhibition of which abolishes cell competition.

### Influence of physiological, metabolic and signalling parameters on cell competition

To understand how cell competition is communicated, we first tested whether it was perceived over long-range, by coculturing multiple gastruloids in adjacent microwells with shared medium. Monoclonal WT–mCherry gastruloids grew unhindered, independent of whether surrounded by six WT–emiRFP, p53KO–emiRFP or mosaic WT + p53KO gastruloids from 48 to 120 h (Fig. 4a,b), suggesting that cell competition signals are either acting through direct contact or were not sufficiently concentrated in this setting.

**Fig. 4:**
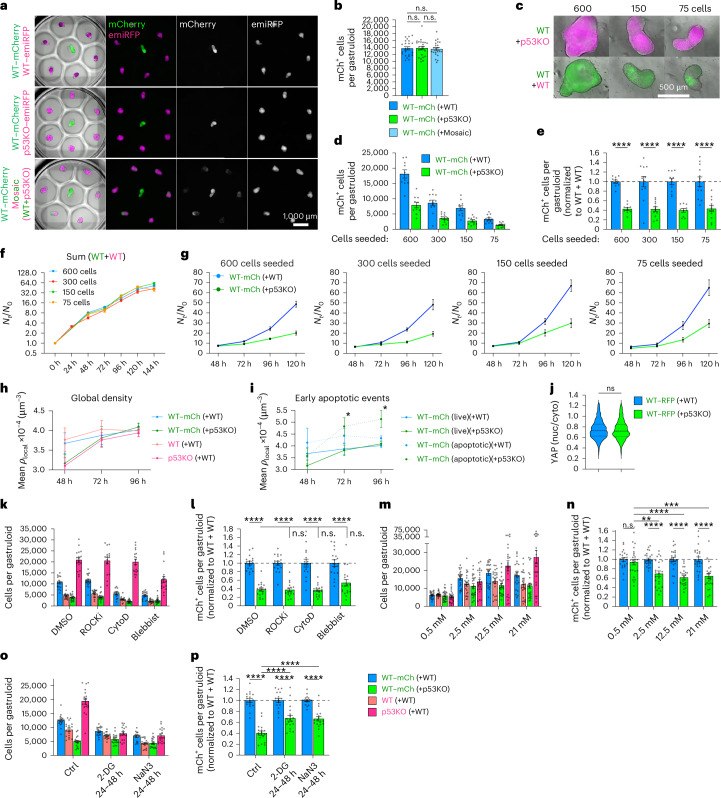
Cell competition acts over short ranges and is not influenced by gastruloid size, glucose availability or cytoskeletal perturbations. **a**,**b**, Representative micrographs (**a**) and WT–mCherry cell counts (**b**) from contact-free microcavity cocultures. **c**, Representative 120-h gastruloids seeded from 600, 150 or 75 total cells. **d**,**e**, Absolute (**d**) and normalized (**e**) WT–mCherry cell counts in mosaic 120-h WT + WT (blue) or WT + p53KO (green) gastruloids. All *P* values annotated as ‘****’ signify *P*_adj_ < 1 × 10^−4^. **f**, Sum growth curves all cells in WT + WT gastruloids normalized to initial seeding numbers (*N*_t_/*N*_0_). **g**, Normalized WT–mCherry growth curves in WT + WT (blue) and WT + p53KO (green) mosaic gastruloids from varying seeding numbers. **h**,**i**, Mean local density of closest 20 nuclei surrounding viable (**h**) and apoptotic (**i**) nuclei in mosaic gastruloids. Left to right: *P*_adj_ = 3.6 × 10^−2^, *P*_adj_ = 3.4 × 10^−2^. **j**, Nuclear-to-cytosolic ratio of YAP staining intensity in WT cells from 72 h WT + WT or WT + p53KO gastruloids. **k**,**l**, Absolute (**k**) and normalized (**l**) cell counts from mosaic 120-h gastruloids treated with cytoskeletal and mechanoperception inhibitors (48–96 h). In **l**, all *P* values annotated as ‘****’ signify *P*_adj_ < 1 × 10^−4^. **m**,**n**, Absolute (**m**) and normalized (**n**) cell counts from mosaic 120-h gastruloids grown in pyruvate-poor, glucose-limited medium. In **n**, top to bottom, left to right: *P*_adj_ = 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ = 2.2 × 10^−3^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ < 1 × 10^−4^. **o**,**p**, Absolute (**o**) and normalized (**p**) cell counts from mosaic 120-h gastruloids treated with glycolysis or oxidative phosphorylation inhibitors (24–48 h). In **p**, all *P* values annotated as ‘****’ signify *P*_adj_ < 1 × 10^−4^. For per-gastruloid analyses: *n* = 4 (**h-i_48h**), *n* = 8 (**h-i_72–96h**), *n* = 12 (**d**–**g**), *n* = 18 (**k**, **l**, **o** and **p**), *n* = 22 (**b**), *n* = 24 (**m** and **n**), from 3 (**b**, **d**–**g**, **k**, **l**, **o** and **p**) or 4 (**m** and **n**) independent experiments. *n* = 984 and *n* = 1,819 nuclei from 3 and 4 gastruloids (**j**). All data presented as mean ± s.e.m. Statistical analysis by two-way ANOVA with Šidák’s post-hoc test (**e**, **h**, **i**, **l**, **n** and **p**), one-way ANOVA with Tukey’s post-hoc test (**b**) or two-sided unpaired *t*-test (**j**) and is depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Scale bars, 1,000 µm (**a**) and 500 µm (**c**). Source data

Following this, we conducted 3D segmentation and neighbourhood analysis of cleaved caspase 3-stained apoptotic events in mosaic gastruloids and found that apoptotic WT–mCherry cells were surrounded by more p53KO cells than were viable cells at 72–96 h (Extended Data Fig. 7a–c). Furthermore, cells initiating apoptosis were biased towards central regions of gastruloids (Extended Data Fig. 7d,e), which might resemble increased resource scarcity and compressed mechanical environments. To alter the gastruloid core size, we seeded mosaic gastruloids with 200%, 50% or 25% of the normal starting cell number (600, 150 and 75 cells). Developmental processes in gastruloids scale with size within certain limits^32,33^, and we found that the gastruloid size and absolute cell numbers scaled linearly with the number of initially seeded cells (Fig. 4c–f and Extended Data Fig. 7f,g). However, the relative effect size of cell competition exerted by p53KO cells as measured by the ratio of WT–mCherry cells in WT + WT versus WT + p53KO mosaics, was unaffected by the eightfold difference in gastruloid size (Fig. 4e). Similarly, the temporal kinetics of competition were unaffected by gastruloid size (Fig. 4g). This confirmed that, different from 2D systems, the onset of cell competition is determined by a developmental stage rather than a cell number threshold.

Mechanical cell crowding and YAP play important roles in 2D epithelial cell competition and *Drosophila*^16,19,34^. We thus investigated the local cell densities around apoptotic events by 3D image segmentation. WT + p53KO mosaic gastruloids start at lower cell densities but increase their density to match that of WT + WT gastruloids at 96 h after aggregation (Fig. 4h). Early apoptotic WT–mCherry cells in WT + p53KO gastruloids are surrounded by higher cell densities than viable cells in the same gastruloid or cells in WT + WT gastruloids (Fig. 4i and Extended Data Fig. 7h,i). However, we detected no differences in the nuclear-to-cytosolic YAP ratio in WT–mCherry cells at 72 h independent of their neighbours’ p53 status (Fig. 4j and Extended Data Fig. 7j,k). Furthermore, treatment with Rho-associated kinase inhibitors (ROCKi, Y-27632), cytochalasin D or blebbistatin at the highest sublethal concentrations did not significantly alter competition (Fig. 4k,l and Extended Data Fig. 7l,m).

Loss of the tumour suppressor p53 has been linked to higher metabolic activity and a shift towards glycolysis (Warburg effect)^35,36^. To test the influence of glucose availability on cell competition, we generated gastruloids in a pyruvate-poor N2B27 medium with varying glucose concentrations (Fig. 4m,n and Extended Data Fig. 7n,o). While the competition effect size in this home-made medium was less pronounced than in commercial medium, lowering glucose concentrations eightfold from 21 mM to 2.5 mM did not affect cell competition (Fig. 4n), despite lower proliferation of p53KO cells. In this range, cell competition was thus also independent of the p53KO cell growth rate. Lowering glucose levels further to 0.5 mM appeared to abolish cell competition, but might be caused by the p53KO cells’ higher sensitivity to glucose limitation compared with WT cells (Fig. 4m and Extended Data Fig. 7o). Interestingly, cell competition effect size was similarly decreased when inhibiting glycolysis (6 mM 2-deoxy-glucose) or oxidative phosphorylation (1 mM NaN_3_) in mosaic gastruloids from 24 to 48 h, suggesting a general sensitivity to metabolic perturbation in p53KO cells rather than a glycolysis-specific effect (Fig. 4o,p).

Together, these data suggest that cell competition in this system acts at short range, correlates with denser p53KO-rich neighbourhoods towards the gastruloid centre, is independent of gastruloid size and cannot be explained by YAP/mechanical signalling or glucose limitation.

### Wnt and BMP signals protect from cell competition

Defects or local mismatches in BMP and Wnt signalling activity can create loser cell identities^6,12,13^, and treatment of pluripotent stem cells with anteriorizing and posteriorizing signals can influence their developmental fidelity^37^. We thus tested whether modulating developmental signalling pathway activities, and thereby the developmental context, would influence cell competition in mosaic gastruloids. Wnt agonism through ChIR treatment, as done in default gastruloids, surprisingly suppressed cell competition when compared with Wnt inhibition (Fig. 5a and Extended Data Fig. 8a,b). Similarly, BMP4 treatment lowered the amount of cell competition compared with BMP inhibition by LDN193189 treatment (Fig. 5b). By contrast, modulation of Activin-A/Nodal/TGFb signalling by Activin A or SB431542 treatment as well as ERK signalling activation or inhibition by FGF2 or PD0325901 did not influence cell competition (Fig. 5c,d). When comparing all signalling modulations side by side, we found that ChIR treatment was the most protective, while absence of any treatment (dimethyl sulfoxide (DMSO) control) permitted some of the most pronounced competition (Fig. 5e–g). This absence of ChIR treatment did, however, result in poorly organized gastruloids that lacked *Tbx6* expression and showed elevated levels of *Sox2*, *Otx2* and *Sox3*, indicating lack or delay of paraxial mesoderm development, and in the p53KO gastruloids a tendency towards more neuronal tissues (Extended Data Fig. 8c,d). Together, we observed that Wnt and BMP agonism, but not ERK and Nodal modulation, prevent cell competition, while the absence of posteriorizing signals is permissive for more extensive cell competition.

**Fig. 5:**
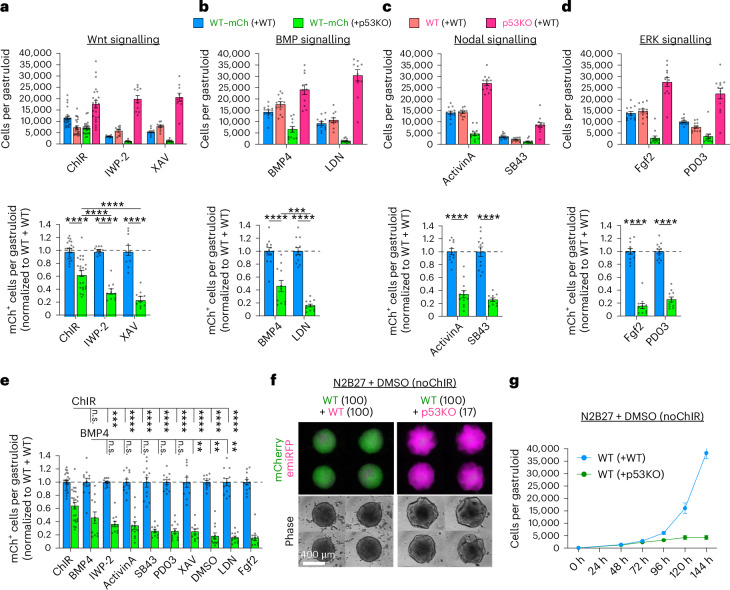
Wnt and BMP signalling, but not ERK or Nodal signalling, protect from cell competition. **a**–**d**, Absolute (top) and normalized (bottom) cell counts in 120-h mosaic WT + WT and WT + p53KO gastruloids treated with 3 µM ChIR (48–72 h), 1 μM IWP-2 (48–120 h) or 1 μM XAV-939 (48–120 h) (**a**), 1 ng ml^−1^ BMP4 (48–120 h) or 100 nM LDN193189 (48–120 h) (**b**), 100 ng ml^−1^ Activin A (48–72 h) or 10 µM SB431542 (48–120 h) (**c**), 12.5 ng ml^−1^ FGF2 (48–120 h) or 1 µM PDO325901 (48–120 h) (**d**). Statistics displayed only for normalized cell competition effect size. All *P* values annotated as ‘****’ signify *P*_adj _< 1 × 10^−4^. ‘***’ signifies *P*_adj_ = 9 × 10^−4^. **e**, Comparative overview of normalized WT–mCherry cell counts in all developmental signal perturbations and DMSO control treatment. Only statistical comparisons among the WT–mCherry(+p53KO) counts (effect size of competition) are depicted. All *P* values annotated as ‘****’ signify *P*_adj_ < 1 × 10^−4^. ChIR versus IWP-2 *P*_adj_ = 8 × 10^−4^, BMP4 versus DMSO *P*_adj_ = 7.4 × 10^−3^, BMP4 versus LDN *P*_adj_ = 1.9 × 10^−3^, BMP4 versus Fgf2 *P*_adj_ = 2.3 × 10^−3^. In **a**–**e**, *n* = 24 (ChIR) or *n* = 12 (all other treatments) gastruloids from 6 (ChIR) or 3 (all others) independent experiments. **f**, Representative micrographs of 120-h mosaic WT + WT (left) and WT + p53KO (right) gastruloids grown without ChIR treatment. Scale bar, 400 µm. **g**, Absolute WT–mCherry growth curves in mosaic WT + WT or WT + p53KO gastruloids without ChIR treatment (DMSO control). *n* = 9 gastruloids per datapoint from 3 independent experiments. All data presented as mean ± s.e.m. Statistical analysis by two-way ANOVA with Šidák’s post-hoc test, depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Source data

### Cell competition is differentiation stage specific

At 48 h after aggregation, gastruloids have exited naive pluripotency and entered a formative-like state (Fig. 6a,b). 

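From 0 to 48 h Klf4 changed in the mean of the WT populations by a log2 fold change of −6.02 (standard error 0.13, edgeR adjusted p = 5.3e-43, 1.1e-47 with the block), Esrrb by −4.05 (standard error 0.06, edgeR adjusted p = 2.5e-50) and Nanog by −3.48 (standard error 0.06, edgeR adjusted p = 2.5e-48). Leaving out replicate 1 moved the change of Klf4 most, to −5.97. Klf4 went from 11005 ± 469.6 to 146 ± 8.58 normalized counts in WT–emiRFP cells and from 8684 ± 263 to 163 ± 6.72 in p53KO–emiRFP cells (SD, n = 3 each). Pou5f1 changed by −0.08 (standard error 0.08, edgeR adjusted p = 0.35).

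Over the same interval Fgf5 rose by 5.90 (standard error 0.18, edgeR adjusted p = 9.9e-36), Otx2 by 3.67 (standard error 0.13, edgeR adjusted p = 5.5e-33) and Dnmt3b by 3.45 (standard error 0.06, edgeR adjusted p = 7.8e-46). Fgf5 went from 51.1 ± 14.2 to 4233 ± 243 normalized counts in WT–emiRFP cells and from 111 ± 22.6 to 3615 ± 122 in p53KO–emiRFP cells (SD, n = 3 each). From 48 to 72 h Brachyury (T) rose by 9.70 (standard error 0.16, edgeR adjusted p = 3.6e-47) and Nanog by 1.71 (standard error 0.05, edgeR adjusted p = 2.5e-35), while Otx2 changed by −2.54 (standard error 0.10, edgeR adjusted p = 6.3e-30). For the 28 genes that the paper follows over time, 140 pairs of a gene and an interval between time points were tested in WT cells, and 110 passed the threshold.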

The standard gastruloid protocol calls for a ChIR (CHIR99021) treatment (Wnt agonism) at 48–72 h after aggregation (Fig. 1c), which coincides with the onset of cell competition and gastrulation. Recent work demonstrated that this Wnt signalling pulse not only drives primitive streak development but also accelerates its temporal progression^38^. Flow cytometry analysis of the pluripotency surface markers SSEA-1 and Pecam1 supports this observation (Fig. 6c,d and Extended Data Fig. 9a,b), suggesting that omission of ChIR treatment may prolong the cell-competition-permissive stage in gastruloids (Fig. 5e–g). Flow cytometry also revealed higher SSEA-1 and Pecam1 levels in p53KO cells compared with WT cells, which could indicate a delay in the exit of pluripotency (Fig. 6c and Extended Data Fig. 9b). At the whole-transcriptome level, all populations from mosaic gastruloids follow similar temporal trajectories, as estimated by their Euclidean distances to timed embryonic transcriptomes (Fig. 6e), while principal component analysis clustered all clones closely together until 72 h, after which p53KO cells diverge (Fig. 6f). 

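A principal component analysis of the 2000 most variable genes over all 69 libraries gave a first component with 45.0% of the variance and a second with 27.7%. In the plane of these components, the mean of p53KO–emiRFP lay 8.28 from that of WT–emiRFP at 0 h, 5.22 at 48 h, 6.23 at 72 h, 17.6 at 96 h, 47.3 at 120 h and 59.5 at 144 h. The WT clones of WT + WT gastruloids lay 11.5, 9.40, 3.31, 4.18 and 14.3 apart from 48 to 144 h. WT–mCherry cells beside p53KO cells lay 3.91, 2.57, 3.27, 8.64 and 3.20 from those beside WT cells. The spread of replicates was between 1.31 and 2.86. Distances in this plane were computed after the plot had been seen.

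Over the first 10 components, the distance of p53KO–emiRFP from WT–emiRFP cells was 6.70 times the spread of replicates at 0 h, and 11.1, 9.40, 8.08, 13.1 and 14.1 times from 48 to 144 h. The ratios were 8.17, 4.52, 3.01, 3.12 and 4.45 for the WT clones and 1.97, 1.19, 2.07, 3.36 and 4.24 for WT–mCherry cells by neighbour. Leaving out replicate 3 moved the ratio of p53KO–emiRFP at 48 h most, to 21.1. EpiLC samples were not used here.

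**Figure D3:**
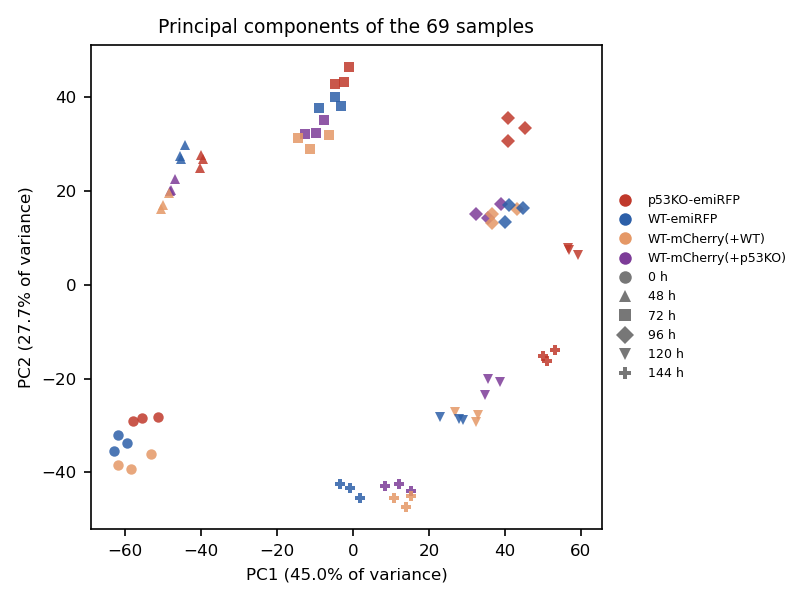
First against second principal component of the 69 libraries, with 45.0% and 27.7% of the variance. Each point is a library, with a colour for each population and a shape for each time point, and the p53KO–emiRFP libraries of 120 and 144 h lie apart from the WT libraries of those times.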

To test whether a developmental delay in p53KO cells could be related to their competitive advantage, we created heterochronic mosaic gastruloids by first generating pure mCherry or emiRFP gastruloids, dissociating them at different times and reaggregating them as mosaics centred around the 48-h timepoint of WT–mCherry cells (Fig. 6g). Introducing WT–emiRFP cells from 24-h gastruloids into WT–mCherry 48-h gastruloids did not impair their growth, but rather supported it, indicating that a relative difference in pluripotency/developmental stage between two WT clones does not cause cell competition (Fig. 6h,i). Reintroducing p53KO cells from 72-h gastruloids into 48-h WT gastruloids caused almost identical cell competition pressure on the WT cells as reintroducing homochronic 48-h p53KO cells (Fig. 6j). By expanding our panel of heterochronic shifts, we observed that 96-h p53KO cells no longer exert competition pressure on neighbouring 48-h WT–mCherry cells, and that temporally shifted 72-h WT–mCherry cells no longer receive competition stress from 48-h p53KO cells (Fig. 6k–m and Extended Data Fig. 9c–h). Taken together, relative differences of pluripotency are neither necessary nor sufficient to cause cell competition. Furthermore, cell competition is only executed or communicated when both competing populations reside within a developmental stage permissive for cell competition, which is centred around 72 h, and can be shortened or prolonged by Wnt agonism in gastruloids.

**Fig. 6:**
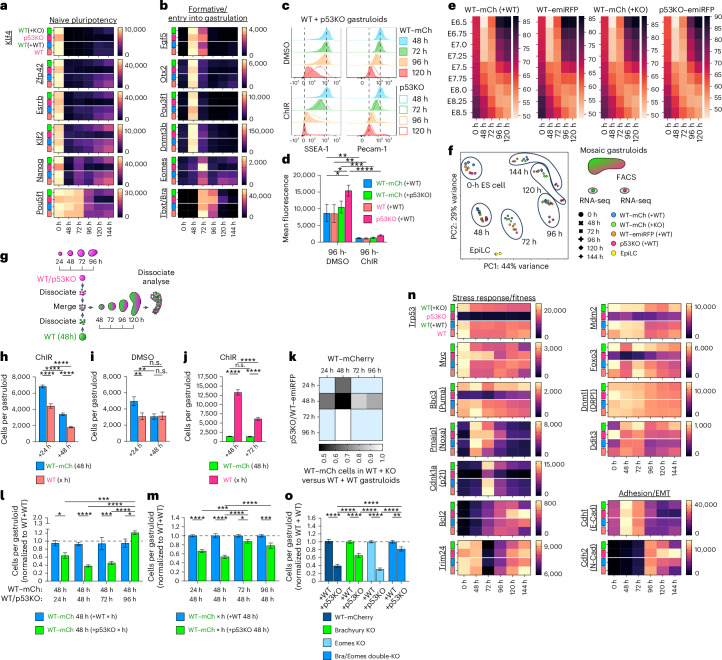
Cell competition occurs exclusively between primed pluripotency and gastrulation onset. **a**,**b**, Gene expression dynamics of markers of naive pluripotency (**a**), formative pluripotency (**b**) or entry into gastrulation (**b**) in FACS-isolated cells from mosaic gastruloids. **c**, Flow cytometry detecting surface SSEA-1 and Pecam1 in WT–mCherry (filled) and p53KO–emiRFP (open lines) cells from ChIR- or DMSO-treated mosaic gastruloids at 48–120 h. **d**, Median SSEA-1 surface expression at 96 h. Top to bottom, left to right: *P*_adj_ = 2.5 × 10^−3^, *P*_adj_ = 2.5 × 10^−3^, *P*_adj_ = 4 × 10^−4^, *P*_adj_ = 2.3 × 10^−2^, *P*_adj_ < 1 × 10^−4^, *P*_adj_ = 2.7 × 10^−2^. **e**, Euclidean distance between transcriptomes of cells from mosaic gastruloids and timed embryonic references. Brighter colour indicates shorter distance. **f**, Principal component analysis of FACS-separated mosaic gastruloids at 48–144 h, mES cells before aggregation, and EpiLCs. **g**, Schematic of heterochronic mosaic gastruloid formation. **h**–**j**, Cell counts from 120-h heterochronic mosaic gastruloids reaggregated from 48-h WT–mCherry cells with WT–emiRFP (**h** and **i**) or p53KO–emiRFP (**j**) cells from indicated timepoints. In **h** and **j**, all annotated *P* values annotated as ‘****’ signify *P*_adj _< 1 × 10^−4^. In **i**, top to bottom: *P*_adj_ = 5.1 × 10^−3^, *P*_adj_ = 5.6 × 10^−3^. **k**–**m**, Summary heatmap (**k**) and normalized counts (**l** and **m**) from 120-h heterochronic mosaic gastruloids. Darker shading indicates stronger competition measured by the ratio of WT–mCherry cells in WT + KO to WT + WT gastruloids. Light-blue conditions not tested. Conducted in home-made N2B27 medium. All *P* values top to bottom and left to right, omitting ‘****’, which signifies *P*_adj_ < 1 × 10^−4^ (**k**), *P*_adj_ = 1 × 10^−4^, *P*_adj_ = 1.1 × 10^−2^, *P*_adj _= 1 × 10^−4^, *P*_adj _= 3.6 × 10^−2^. In **m**, *P*_adj_ = 6 × 10^−4^, *P*_adj_ = 3.5 × 10^−2^, *P*_adj_ = 6 × 10^−4^. **n**, Gene expression dynamics of fitness, stress response and epithelial-to-mesenchymal transition (EMT) (as **a** and **b**). **o**, Normalized cell counts of WT, BraKO, EomesKO and Bra/Eomes dKO cells in gastruloids with WT or p53KO neighbours. All *P* values annotated as ‘****’ signify *P*_adj_ < 1 × 10^−4^; ***P_adj _= 2.4 × 10^−3^. For pooled experiments: *n* = 3 (**a**, **e** and **n**), *n* = 4 (**c** and **d**) independent experiments. For per-gastruloid quantifications: *n* = 12 (**h**–**j** and **l** + KO), *n* = 16 (**l** + WT), *n* = 22 (**o**_EomesKO), *n* = 24 (**m**), *n* = 28 (**o**_BraKO), *n* = 33 (**o**_dKO), *n* = 44 (**o**_WT-mCh) gastruloids from 3 (**h**–**j**) or 4(**k**–**m**) or 6 (**o**) independent experiments. All data presented as mean ± s.e.m. Statistical analysis by two-way ANOVA with Šidák’s post-hoc test and is depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Source data

To interrogate the temporal regulation of competition, we transcriptionally profiled stress and apoptosis regulators across time. Consistent with previous work^39^, mosaic gastruloids demonstrate DRP1 (*Dnm1l*) downregulation and pro-apoptotic Puma (*Bbc3*) upregulation during primed pluripotency^15^ (Fig. 6n). 

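Dnm1l had 11438 ± 1822 normalized counts in WT–emiRFP mES cells, 11243 ± 466 in WT–emiRFP cells at 48 h, 10413 ± 1246 at 72 h and 9557 ± 501 at 96 h (SD, n = 3 each). In the mean of the WT populations its log2 fold changes were −0.01 (standard error 0.06, edgeR adjusted p = 0.89, 0.89 with the block) from 0 to 48 h, −0.08 (standard error 0.05, edgeR adjusted p = 0.19, 0.074 with the block) from 48 to 72 h and −0.16 (standard error 0.05, edgeR adjusted p = 0.0063, 0.00045 with the block) from 72 to 96 h. Leaving out replicate 1 moved the first of these most, to −0.11. Its direction reversed with TMM normalization, to 0.03, and without replicate 2 or replicate 3, to 0.04 in each case. The change from 72 to 96 h did not pass the threshold without replicate 2 or without replicate 3.

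Bbc3 had 2074 ± 353 normalized counts in WT–emiRFP mES cells, 2586 ± 116 in WT–emiRFP cells at 48 h and 1941 ± 280.2 at 72 h (SD, n = 3 each). Its log2 fold changes in the WT populations were 0.24 (standard error 0.10, edgeR adjusted p = 0.025, 0.012 with the block) from 0 to 48 h and −0.44 (standard error 0.09, edgeR adjusted p = 1.1e-05, 2.3e-06 with the block) from 48 to 72 h. The rise to 48 h did not pass the threshold without replicate 2 or without replicate 3. In p53KO–emiRFP cells Bbc3 had 445 ± 69.3 normalized counts at 0 h, 473 ± 56.8 at 48 h, 338 ± 28.2 at 72 h and 656 ± 43.4 at 96 h (SD, n = 3 each). Its log2 fold change in these cells was 0.95 (standard error 0.17, edgeR adjusted p = 2.8e-06) from 72 to 96 h and 0.09 (standard error 0.17, edgeR adjusted p = 0.66) from 0 to 48 h, and the latter became −0.12 without replicate 2.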

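Pmaip1 rose from 0 to 48 h by a log2 fold change of 2.91 (standard error 0.08, edgeR adjusted p = 3.1e-38, 4.9e-39 with the block) in the mean of the WT populations and of 3.67 (standard error 0.12, edgeR adjusted p = 4.4e-33, 9.1e-34 with the block) in p53KO–emiRFP cells. It went from 725 ± 171 to 6585 ± 232 normalized counts in WT–emiRFP cells and from 579 ± 122 to 7366 ± 259 in p53KO–emiRFP cells (SD, n = 3 each). At 96 h it had 1718 ± 100.1 in WT–emiRFP cells and 4381 ± 290.5 in p53KO–emiRFP cells (SD, n = 3 each). Leaving out replicate 3 moved the rise in p53KO–emiRFP cells most, to 3.82.

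Cdkn1a changed from 0 to 48 h by 0.42 (standard error 0.08, edgeR adjusted p = 1.8e-06) in the WT populations and by −2.12 (standard error 0.17, edgeR adjusted p = 1.7e-16) in p53KO–emiRFP cells. From 48 to 72 h it rose by 2.69 (standard error 0.07, edgeR adjusted p = 9.1e-39) in the WT populations and by 6.11 (standard error 0.16, edgeR adjusted p = 3.5e-37) in p53KO–emiRFP cells. At 72 h it had 15930 ± 847 normalized counts in WT–emiRFP cells and 6135 ± 335 in p53KO–emiRFP cells, and at 96 h 5971 ± 245 and 2182 ± 326 (SD, n = 3 each).

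Bcl2 had 30.8 ± 4.93 normalized counts in WT–emiRFP cells at 0 h, 115 ± 3.28 at 48 h, 321 ± 38.1 at 72 h, 463 ± 43.1 at 96 h and 433 ± 72.6 at 120 h (SD, n = 3 each). Its log2 fold changes in the WT populations were 1.81 (standard error 0.16, edgeR adjusted p = 5.3e-15) from 0 to 48 h, 1.45 (standard error 0.11, edgeR adjusted p = 3.1e-18) from 48 to 72 h and 0.68 (standard error 0.09, edgeR adjusted p = 6.7e-09) from 72 to 96 h. In p53KO–emiRFP cells it had 446 ± 48.0 at 96 h, 735 ± 89.1 at 120 h and 830.4 ± 39.7 at 144 h (SD, n = 3 each).

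From 72 to 96 h Cdh1 changed by −1.14 (standard error 0.06, edgeR adjusted p = 2.0e-25) and Cdh2 by 2.89 (standard error 0.09, edgeR adjusted p = 9.7e-34) in the WT populations. Cdh1 went from 34871 ± 459.8 to 13337 ± 1079 normalized counts in WT–emiRFP cells, and Cdh2 from 1607 ± 253 to 11118 ± 456 (SD, n = 3 each).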

We also observe an even more acute early upregulation of pro-apoptotic Noxa (*Pmaip1*) at 48 h (Fig. 6n), unexpectedly even in p53KO cells, followed by p21 (*Cdkn1a*) at 72 h, marking the temporal centre of cell competition, and lastly anti-apoptotic *Bcl2* upregulation from 96 h onwards, coinciding with gastrulation and an E-to-N-Cadherin switch. The 72-h centre of cell competition also aligns with sharp downregulation of *Trim24*, an epigenetic repressor of p53 targets^40^. This suggests a temporally regulated transcription programme preparing the stress response machinery at primed pluripotency, releasing it at the onset of gastrulation and restraining it by mid-gastrulation.

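Trim24 had 8872 ± 232 normalized counts in WT–emiRFP cells at 48 h, 5838 ± 76.2 at 72 h and 7554 ± 227 at 96 h (SD, n = 3 each). The log2 fold change from 48 to 72 h was −0.60 (standard error 0.03, edgeR adjusted p = 9.6e-25, 4.2e-28 with the block) in the mean of the WT populations and −0.58 (standard error 0.05, edgeR adjusted p = 7.1e-14, 1.4e-16 with the block) in p53KO–emiRFP cells, where it went from 9092 ± 222 to 6068 ± 191 normalized counts (SD, n = 3 each). From 72 to 96 h Trim24 rose by 0.26 (standard error 0.03, edgeR adjusted p = 7.7e-11) in the WT populations.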

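Mdm2 had 9984 ± 426 normalized counts in WT–emiRFP cells at 48 h, 9635 ± 405 at 72 h and 6677 ± 465 at 96 h, and 4187 ± 71.1, 2594 ± 96.3 and 2628 ± 85.1 in p53KO–emiRFP cells (SD, n = 3 each). In p53KO–emiRFP cells its log2 fold change from 48 to 72 h was −0.69 (standard error 0.08, edgeR adjusted p = 1.5e-10, 2.3e-11 with the block). Foxo3 had 4213 ± 339, 6696 ± 670.2 and 5405 ± 296 at these time points in WT–emiRFP cells, and 719.6 ± 78.5, 1023 ± 72.1 and 1819 ± 99.8 in p53KO–emiRFP cells (SD, n = 3 each). Ddit3 had 846 ± 82.3, 754 ± 54.3 and 462 ± 24.8 in WT–emiRFP cells (SD, n = 3 each).

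**Figure D4:**
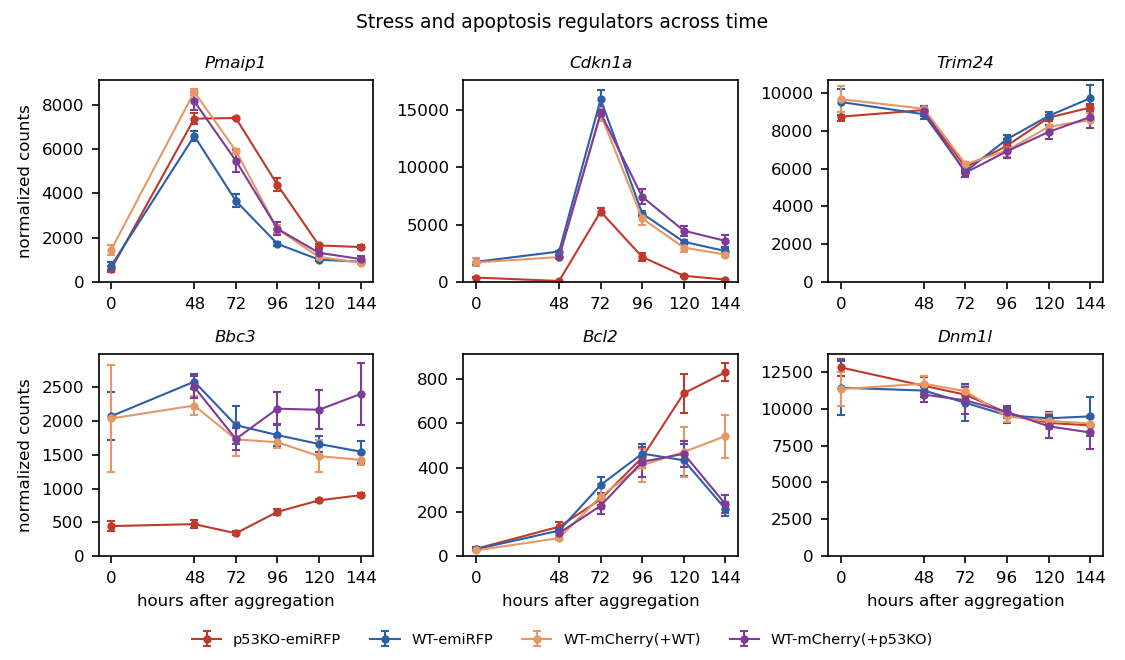
Normalized counts of Pmaip1, Cdkn1a, Trim24, Bbc3, Bcl2 and Dnm1l against the time in hours, with a line for each population. Points are means of 3 replicates and bars their SD, and in WT–emiRFP cells Cdkn1a reaches 15930 at 72 h.

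From the order of these changes, the paper proposes a transcription programme in time. The stress machinery would be prepared at primed pluripotency, released at the onset of gastrulation and restrained by mid-gastrulation.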

The transcription factors Brachyury and Eomesodermin are key regulators governing the transition from primed pluripotency to gastrulation in the posterior and anterior primitive streak respectively^41,42^. We tested whether their deletion interrupted the cell competition machinery. When exposed to p53KO cells in mosaic gastruloids, Brachyury-knockout (BraKO) but not Eomesodermin-knockout (EomesKO) cells responded less than WT control cells (Fig. 6o). Brachyury/Eomesodermin double-knockout (dKO) cells were almost entirely insensitive to neighbouring supercompetitor cells (Fig. 6o). dKO cells lose the ability to specify mesendodermal fates and remain in primed pluripotency until neuroectodermal differentiation^41,42^. Despite low Myc levels, dKO cells did not express Puma, Noxa or p21 at 72 h of gastruloid formation, but instead express high levels of Bcl2 (Extended Data Fig. 9i). Together, these findings suggest either that the cell competition and stress machinery at the onset of gastrulation depends on Brachyury’s transcriptional programme, or that the combined absence of Brachyury and Eomesodermin causes cells to bypass the developmental window permissive for cell competition.

The need for competing cells to be in this permissive stage is reinforced by the observation that p53KO and WT cells do not compete when they grow in naive pluripotent 3D aggregates, or in EpiGastruloids, a 3D developmental model resembling posterior development of a slightly later stage than classical gastruloids (Fig. 7 and Extended Data Fig. 10).

**Fig. 7:**
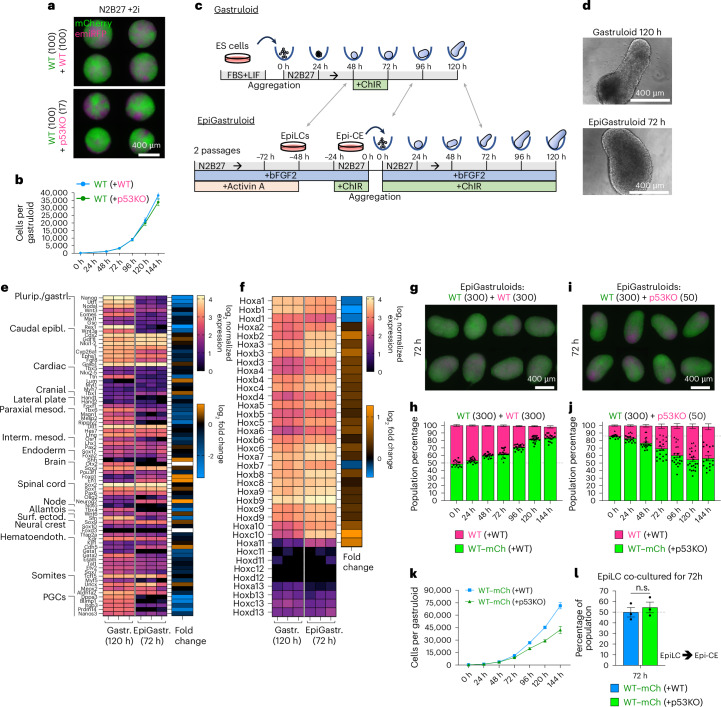
3D aggregates outside of the permissive developmental stage do not undergo cell competition. **a**, Representative widefield micrographs of pluripotent mosaic 3D aggregates at 120 h after aggregation. **b**, WT–mCherry cell growth curves in mosaic pluripotent aggregates with WT–emiRFP or p53KO–emiRFP neighbours. *n* = 12 gastruloids per timepoint from 3 independent experiments **c**,**d**, Schematic of mouse gastruloid and EpiGastruloid formation protocols (**c**) and representative micrographs at 120 h (**d**). Grey arrows mark tentative developmental stage equivalence. **e**,**f**, Developmental lineage marker (**e**) and Hox gene (**f**) expression profiles from bulk transcripts of 120-h WT mouse gastruloids and 72-h WT mouse EpiGastruloids. *n* = 3 independent experiments. log_2_ fold change depicted in adjacent blue–orange heatmaps. **g**–**j**, Fluorescent widefield micrographs (72 h) (**g** and **i**) and flow cytometric quantification of population composition (**h** and **j**) of WT + WT (**g** and **h**) and WT + p53KO (**i** and **j**) EpiGastruloids. *n* = 13–20 EpiGastruloids per timepoint from 4 independent experiments. **k**, Absolute growth curves of WT–mCherry cells in mosaic EpiGastruloids seeded together with 300 WT–emiRFP (blue), or 50 p53KO–emiRFP (green) cells. *n* = 17 gastruloids per datapoint from 3 independent experiments. **l**, Percentage of WT–mCherry cells after cotransitioning from EpiLC to EpiCE together with WT–emiRFP (blue) or p53KO–emiRFP (green) cells. *n* = 3 independent experiments. All values depicted as mean ± s.e.m. Scale bars, 400 µm. Source data

### Dynamic and reversible p53 protein levels at the onset of gastrulation elicit cell competition

Having identified a developmental window for cell competition, we tested whether fitness sensing through p53 protein levels was truly a dynamic and acute process. For this, we developed a p53-degron that allows rapid temporal control over p53 protein levels by degron induction via 5-phenyl-indole-3-acetic acid (5-Ph-IAA) addition (Methods; Fig. 8a–f). By initiating the p53 degradation at different times in WT + Degron mosaic gastruloid formation, we observed that no additional cell competition is gained when degrading p53 earlier than 48 h, and no competition was observed when p53 protein was degraded starting at 96 h (Fig. 8g). Using the reversible nature of this system and confocal image analysis, we confirmed that degron induction resulted in degradation of p53 protein even in deep layers of gastruloids, which could be fully restored after 5-Ph-IAA washout (Fig. 8h,i and Supplementary Fig. 2). Dynamic reduction in p53 protein in OsTIR–p53-degron cells was followed by an increase of p53 levels in neighbouring WT–mCherry cells. We tested different times and durations of p53 degradation in mosaic gastruloids and observed that reduction of p53 protein levels for 24 h from 48 to 72 h or 72 to 96 h both caused cell competition against neighbouring WT cells, but that a 48–96-h pulse resulted in the maximal response (Fig. 8j,k). These results demonstrate that the acute and dynamic p53 protein levels during the onset of gastrulation determine cell competition outcomes.

**Fig. 8:**
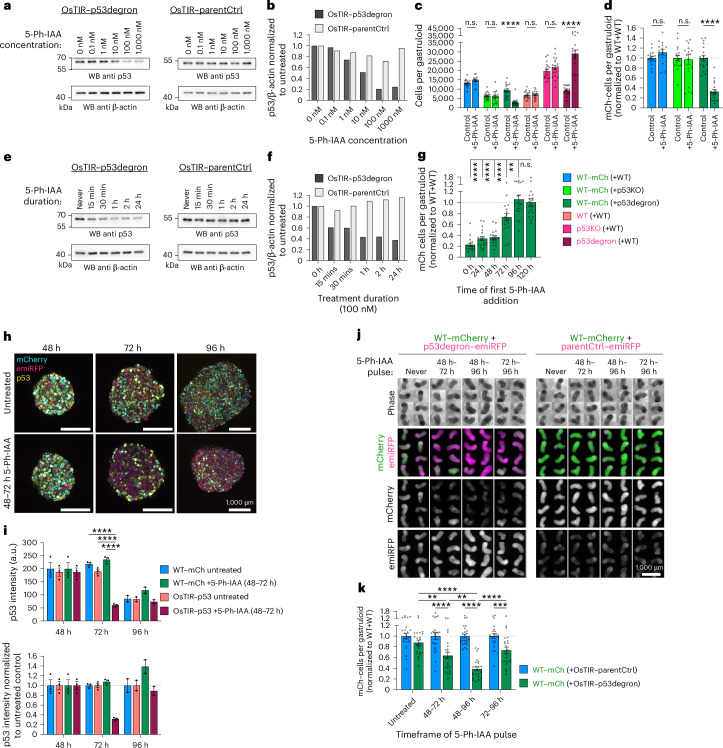
Transient reduction of p53 protein at the onset of gastrulation acutely causes supercompetition. **a**,**b**, Western blot (WB) confirmation of 5-Ph-IAA dose-dependent p53 degradation in OsTIR1-based p53-degron or OsTIR control clone (**a**), and densitometric ratio (**b**) of p53 and β-actin loading control. **c**,**d**, Absolute (**c**) and normalized (**d**) cell counts in 120-h mosaic WT + WT, WT + p53KO or WT + p53degron gastruloids treated with 1,000 nM 5-Ph-IAA, or DMSO control. ‘****’ signifies *P*_adj_ < 1 × 10^−4^. **e**,**f**, Western blot analysis of p53 degradation time course after 100 nM 5-Ph-IAA treatment in p53-degron or OsTIR control clone (**e**), and densitometric ratio (**f**) of p53 and β-actin loading control. **g**, WT–mCherry cell counts in 120-h mosaic WT + p53degron gastruloids with varying starting times of 5-Ph-IAA treatment normalized to untreated (120 h) control. Statistical comparison of all conditions to untreated ‘120 h’ reference. ‘****’ signifies *P*_adj_ < 1 × 10^−4^, **P_adj_ = 3.6 × 10^−3^. **h**, Representative *Z*-slices of confocal stacks of p53-immunostained WT + p53degron gastruloids at indicated times with or without 48–72 h 100 nM 5-Ph-IAA treatment. **i**, Image analysis-based quantification of p53 levels in mosaic degron gastruloids (as **h**). Each datapoint represents the depth-corrected mean intensity of all cells within one gastruloid. *n* = 3 (48–72 h) or *n* = 2 (96 h) gastruloids per condition and timepoint. P53 intensities normalized to untreated gastruloids below. ‘****’ signifies *P*_adj _< 1 × 10^−4^. **j**, Short-term reversible p53 degradation in WT–mCherry +OsTIR–p53degron or +OsTIR–parentCtrl mosaic gastruloids. Time annotations indicate addition and washout of 100 nM 5-Ph-IAA. **k**, Normalized WT–mCherry cell counts from 120-h mosaic gastruloids with short-term degron induction as depicted in **j**. ‘****’ signifies *P*_adj_ < 1 × 10^−4^. Left to right: *P*_adj_ = 5.8 × 10^−3^, *P*_adj_ = 3.9 × 10^−3^, *P*_adj_ = 3 × 10^−4^. All data presented as mean ± s.e.m. *n* = 18 (**c**, **d** and **g**) or *n* = 24 (**k**) gastruloids from 3 (**c**, **d** and **g**) or 4 (**k**) independent experiments. Data in **j** are representative of four independent experiments. Statistical analysis by two-way ANOVA with Šidák’s post-hoc test (**c**, **d**, **i** and **k**) or one-way ANOVA with Dunnet’s post-hoc test (**g**) depicted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant. Scale bars denote 1,000 µm. Source data

## Discussion

We establish mouse gastruloids as a 3D model system to study mammalian developmental cell competition. We find that competition is restricted to a narrow window at the onset of gastrulation (48–96 h in gastruloids, equivalent to E5.5–E7.5 mice), and heterochronic mosaic gastruloids reveal that both winner and loser cells outside this permissive stage are unable to participate in cell competition. Transient and reversible reductions of p53 protein are sufficient to generate supercompetitor states, providing an experimental validation that acute relative p53 protein levels at gastrulation onset determine competitive outcomes. Together, our findings suggest a stage-gated fitness checkpoint as cells prepare for gastrulation. This may be connected with transcriptional programmes that prime the stress response machinery and depend on Brachyury and/or Eomesodermin.

The gastruloid system allows tight control over the starting cell population and revealed that seeding as few as two p53KO cells per mosaic gastruloid (1.3%) is sufficient to measurably impair growth of neighbouring WT cells (Fig. 1f,g), and that 25 p53KO cells robustly outcompete 150 WT cells without exception. These observations demonstrate an extensive effect size of cell competition in our 3D gastruloid system and validate it as a highly suitable model to study this phenomenon. We show that the winner cell status of p53KO supercompetitor cells is not simply a result of their apoptosis resistance (Fig. 3t,u), and that loser cells respond to fitter cells by stabilizing p53 protein (Fig. 3g–k), which results in their apoptosis^6,19^ (Fig. 3e,f). This positions p53 as a fitness-defining factor upstream, and simultaneously a response factor downstream of cell competition.

The interactions between WT and p53KO supercompetitor cells go beyond a one-sided growth impairment. While compensatory growth in response to apoptosis had been suggested in some settings^7,43^ but argued against in others^20^, mosaic gastruloids do reveal compensatory growth of p53KO cells that depends on neighbour cell apoptosis (Extended Data Figs. 2f and 6e). This suggests two-way communication between competing cells, although phagocytic uptake of apoptotic debris and nutrient recycling may also play a role. In mosaics, p53KO cells exert a very mild cell fate bias towards paraxial mesoderm, intermediate mesoderm and caudal epiblast onto neighbouring cells (Fig. 1h,i), but without fully impairing specific lineages. This suggests that, despite the large effect size of loser cell elimination, cell competition is largely phenotypically silent.

It has been proposed that relative pluripotency levels determine winner or loser status during cell competition^14,22^, with Myc expression levels as the functional link^14^. We confirm that Myc expression is progressively downregulated during differentiation, and that p53KO cells maintain prolonged Myc expression. However, by creating heterochronic mosaic gastruloids, which contain different genotypes and developmental stages, we find that relative shifts in pluripotency are neither necessary nor sufficient to convey competitive advantages, an experiment uniquely possible due to the modular nature of gastruloids.

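Myc had 3478 ± 119 normalized counts in WT–emiRFP mES cells, 2028 ± 152 in WT–emiRFP cells at 48 h, 2018 ± 158 at 72 h, 2537 ± 186 at 96 h, 2283 ± 166 at 120 h and 1481 ± 150.2 at 144 h (SD, n = 3 each). In the mean of the WT populations its log2 fold change was −0.74 (standard error 0.06, edgeR adjusted p = 3.5e-16, 1.9e-16 with the block) from 0 to 48 h and −0.52 (standard error 0.06, edgeR adjusted p = 1.3e-11, 6.9e-12 with the block) from 120 to 144 h. WT–mCherry cells at 144 h had 2402 ± 299.8 normalized counts beside WT cells and 1306 ± 188 beside p53KO cells (SD, n = 3 each), a log2 fold change of −0.88 (standard error 0.11, edgeR adjusted p = 0.00021).

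In p53KO–emiRFP cells Myc had 3486 ± 111 normalized counts at 0 h, 3338 ± 244 at 48 h, 3204 ± 145 at 72 h, 1772 ± 43.4 at 96 h, 2298 ± 130.0 at 120 h and 2467 ± 168 at 144 h (SD, n = 3 each). Its log2 fold change from 72 to 96 h in these cells was −0.85 (standard error 0.10, edgeR adjusted p = 7.1e-11). From 0 to 48 h it was −0.06 (standard error 0.10, edgeR adjusted p = 0.59), and this became 0.02 without replicate 1. Against WT–emiRFP cells the log2 fold changes were 0.72 (standard error 0.08, edgeR adjusted p = 8.2e-06) at 48 h, 0.67 (standard error 0.09, edgeR adjusted p = 5.5e-05) at 72 h, −0.52 (standard error 0.07, edgeR adjusted p = 5.9e-05) at 96 h and 0.74 (standard error 0.11, edgeR adjusted p = 5.1e-05) at 144 h. At 120 h the value was 0.01 (standard error 0.09, edgeR adjusted p = 0.94), and its sign turned with TMM normalization and without replicate 1 or replicate 2.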

We tested the influence of morphogen signalling on cell competition and observe that Wnt and BMP signalling agonism reduces cell competition, while Nodal and ERK modulation does not influence this process. This draws intriguing parallels to recent work linking posteriorizing signals Wnt and BMP to lower and anteriorizing signals to higher amounts of chromosome missegregation and replication stress in pluripotent stem cells^37^. This raises the possibility that these pathways may modulate DNA replication stress and cell competition in a coordinated manner, focusing quality control towards more error-prone cell populations. The correlation between cell competition and anteriorizing/posteriorizing signals also raises the question whether cell competition displays local differences along the anteroposterior axis in the epiblast.

Transcriptomic analysis in mosaic gastruloids draws a timeline in which cells start expressing an apoptotic stress response machinery during primed pluripotency. This response programme is disrupted by the deletion of Brachyury and Eomesodermin, two transcription factors that govern the transition from primed pluripotency to gastrulation^41,42^. Together, this may describe a mechanism that temporally limits cell competition to pre- or early-gastrulation stages, when lost cells can be replaced without compromising specific cell lineages.

In summary, gastruloids provide a robust 3D platform to study cell competition, overcoming limitations of 2D models while enabling precise spatiotemporal analysis and perturbation. Leveraging their modularity, we reveal the temporal and mechanistic regulation of cell competition and create a foundation for future investigation into embryonic quality control.

## Methods

### Ethics

All experiments were performed in vitro using established mES cell lines. No live animals or human participants were used. All work was conducted in accordance with the institutional regulations of the Universitat Pompeu Fabra.

### Cell culture

All cells of this study are derived from E14Tg2A mES cells and were cultured at 37 °C in 5% CO_2_ in medium containing serum and leukemia inhibitory factor (ES/LIF medium) on gelatin-coated (Sigma-Aldrich, G1890) dishes unless otherwise stated. ES/LIF medium was composed of Glasgow Minimum Essential Medium (Thermo Fisher, 11710-035) supplemented with 15% foetal bovine serum (Thermo Fisher, 10270106), 1× non-essential amino acids (thermo Fisher, 11140-035), 1 mM sodium pyruvate (Thermo Fisher, 11360-039), 2 mM L-glutamine (Thermo Fisher, 25030-024), 0.1 mM 2-mercaptoethanol (Thermo Fisher, 31350010) and 10 ng ml^−1^ LIF (Qkine, Qk018-0100). ES cells were passaged as single cells by trypsin digestion (Life Technologies, 25300-096) every other day, and the medium was exchanged daily. Cells were routinely tested negative for mycoplasma infections. All experiments were performed between passage 12 and 30.

### Generation of WT–mCherry, WT–emiRFP and p53KO–emiRFP clones

All stable fluorescent cell lines were generated from E14Tg2A mESCs at passage 12 using the piggyBac system^44^. Cells were cotransfected with pBase and piggyBac donor constructs using Lipofectamine 3000 (Thermo Fisher, L3000001), and single-cell clones were isolated by FACS into 96-well plates. WT–mCherry cells express EF1α–H2B–mCherry and WT–emiRFP cells express CAG–H2B–emiRFP670^45^. For *Trp53* knockout, WT–emiRFP cells were cotransfected with FUCas9Cherry (Addgene, #70182) and a single guide RNA (*5*′*-GGCAACTATGGCTTCCACCT-3*′) as previously described^46^. p53 loss of function was selected by 3-day treatment with 10 µM Nutlin-3a (Quimigen, HY-10029), followed by single-clone derivation, genomic sequencing and western blot verification. 

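In the GRCm38 genome, the guide GGCAACTATGGCTTCCACCT matches the coding strand of Trp53 on chromosome 11 from position 69587570 to 69587589 and is followed by the PAM GGG. The match lies in exon 4 of the 11 exons of transcript Trp53-201, inside its coding sequence, and in 5 of the 6 annotated Trp53 transcripts. The expected cleavage, 3 nt from the PAM, falls between positions 69587586 and 69587587, at coding base 311 and codon 104 of 387.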

The chosen p53KO clone (A12-8) carries a homozygous +1 frameshift in *Trp53* exon 4. Normal 40 XY karyotypes of parental E14Tg2A cells, WT–mCherry, WT–emiRFP and p53KO–emiRFP clones were validated by GTG banding in 20 metaphases each. Alkaline phosphatase assays were performed according to the manufacturer’s protocols (Sigma-Aldrich, 86R-1KT).

### Generation of other overexpression and knockout clonal cell lines

For inducible *Bcl2* overexpression, cells were cotransfected with pBase, pPB-CAG-rtTA3G-IRES2-NeoR and pPB-TRE3G-Bcl2-IRES-TagBFP (PuroR replaced with TagBFP, original construct gifted by Dr Tristan Rodriguez). TagBFP expression was induced with 1 µg ml^−1^ doxycycline, and single clones were FACS-isolated and chosen for high inducible expression without basal leakiness.

*Fas*-- and *FasL*-knockout clones were generated by CRISPR–Cas9-mediated dual-guide excision using 2X_pX458_pSpCas9(BB)-2A-GFP (Addgene, #172221). For *Fas* knockout in WT–mCherry cells, the guides *5*′*-CAGTTAAGAGTTCATACTCA-3*′ and *5*′*-GGCATGGTTGACAGCAAAAT-3*′ excised the majority of exon 2. For *FasL* knockout in p53KO–emiRFP cells, the guides *5*′*-CTGTCTACCCAGAAGATCTG-3*′ and *5*′*-TCAGCTCTTCCACCTGCAGA-3*′ excised parts of exon 1 including its 3′ exon junction. For *Fadd* knockout in WT–mCherry cells, the guide *5*′*-CAGCACCAGGAATGGGTCCA-3*′ targeting exon 1 was used. The creation of frameshifts and premature stop codons was verified by sequencing for all clones.

Brachyury-knockout (BraKO), Eomes-knockout (EomesKO) and Brachyury/Eomes-dKO cells are based on the same E14Tg2A background and were characterized previously^41,42^.

Membrane-labelled WT-GPI-RFP cells used for YAP analysis have been described previously^33^.

### Generation of OsTIR-based p53-degron system

The auxin-inducible OsTIR1(F74G) degron system^47,48^ degrades mAID2-tagged proteins upon addition of 5-Ph-IAA, a derivative of auxin. A piggyBac plasmid expressing CAG-OsTIR1(F74G)-t2A-H2B-emiRFP670 was synthesized by VectorBuilder. After cells were cotransfected with pBase and this plasmid, a single clone was FACS-isolated (‘OsTIR parent’). A mAID2-tag was inserted at the endogenous *Trp53* locus immediately upstream of the stop codon, by Cas9-mediated cut and homology-directed repair using the gRNA *5*′*-GTGATGGGGACGGGATGCAG-3*′ and a synthesized donor plasmid containing mAID2 and homology arms. Correct clones were enriched by cotreatment with 30 µM Nutlin-3a (Quimigen, HY-10029) and 100 nM 5-Ph-IAA (Sigma Merck, SML3574) and confirmed by sequencing. Unimpaired p53 function was revalidated by Nutlin-3a-induced death in absence (but not presence) of 5-Ph-IAA. In gastruloids, 5-Ph-IAA was administered at 100 nM if not otherwise stated, while even 1,000 nM had effects on growth or cell competition in non-degron clones. For washout/pulse experiments, four sequential 150-µl medium exchanges reduced 5-Ph-IAA to ~0.2 nM, which does not cause detectable p53 degradation.

### SDS–PAGE and western blot

Whole-cell lysates were generated and analysed by western blot as previously described^49^ under omission of the n-dodecyl β-D-maltoside detergent. In short, cells were lysed in RIPA buffer (Thermo Fisher, 89900) supplemented with complete protease inhibitors (Roche, 11836170001). Chromatin was sheared by sonication, lysates were precleared by centrifugation at 15,000*g* for 10 min at 4 °C, and protein content was determined using a Protein Assay Kit (Bio-Rad, 500-0006). Samples were boiled and reduced in Laemmli buffer (Bio-Rad, 1610747) supplemented with β-mercaptoethanol, and 5 µg protein per sample was separated by SDS–PAGE. After wet transfer, nitrocellulose membranes were analysed by Ponceau staining and subsequently blocked with 5% milk powder in PBS-T (phosphate-buffered saline (PBS) containing 0.1% Tween-20). Primary antibodies against p53 (1:1,000; Leica, NCL-L-p53-CM5p) and β-actin (1:2,000; Santa Cruz, sc-47778) were incubated overnight at 4 °C. HRP-conjugated secondary anti-rabbit (Santa Cruz, sc2357) and anti-mouse (Santa Cruz, sc-516102) antibodies were incubated for 1 h at room temperature (RT), and bands were visualized using the ECL Prime chemiluminescence system and imaged on a ChemiDoc MP (Bio-Rad). p53 and β-actin staining was sequentially conducted on the same membranes.

### Transwell assays

Transwell assays were performed in 24-well plates with WT–emiRFP or p53KO–emiRFP cells in the bottom well and WT–mCherry cells seeded into polyethylene terephthalate transwell inserts with high-density 0.4-µm perforations (Corning, 353495). Wells and inserts were coated for at least 2 h at 37 °C with 0.1% gelatin (Sigma-Aldrich, G1890) for naive conditions, or 2 µg cm^−^^2^ fibronectin (Bio-Techne, 1918-FN-02M) for primed conditions. After rinsing once with Dulbecco’s PBS (DPBS) −/−, 10,000 cells were seeded at the bottom well and 1,600 cells into the insert, to maintain equivalent seeding densities. Cells were cultured in ES/LIF (naive condition) or N2B27 (Takara, XA0530) + 12 ng ml^−1^ bFGF2 (Preprotech, 450-33) + 25 ng ml^−1^ Activin A (QKine, Qk005-100ug) (primed condition). Medium was exchanged daily, and WT–mCherry cells from inserts were dissociated and counted at 48 h, 96 h and 144 h after seeding using a Countess 3 (Thermo Fisher Scientific).

### Mosaic gastruloid formation

Gastruloids were generated as previously described^25^, unless otherwise mentioned. In brief, ES cells grown in ES/LIF medium (described above) were seeded at 45,000 cells per 6-well plate 3 days before gastruloid formation, and medium was exchanged daily. On the day of gastruloid seeding, cells were washed with DPBS without Ca^2+^ and Mg^2+^ (PBS^−/−^) and enzymatically dissociated using prewarmed trypsin for 1.5 min. Cells were gently pipetted up and down to form a single-cell suspension, and trypsin was inactivated by adding an excess of ES medium, followed by pelleting the cells at 200*g* for 2 min. Cells were washed twice with PBS^−/−^ and resuspended in N2B27 (NDiff227-custom, Takara, XA0530). Cells were counted and resuspended in a master mix to yield the desired number of cells per gastruloid in 40 µl per U-bottom 96-well plate (ultralow-attachment plates Greiner, 650970). For single-culture gastruloids, 300 cells were seeded per well, except for p53-KO cells, for which seeding 50 cells produced gastruloids of comparable size at 120 h after aggregation. For mosaic gastruloids, 50% of these numbers were used, resulting in 150 + 150 cells of WT + WT cell mosaics, and 150 + 25 cells of WT + KO mosaic gastruloids. Gastruloids were not perturbed for the first 48 h after aggregation. At 48 h, 150 µl of fresh N2B27 containing 3 µM of ChIR (Chi99021, Sigma, SML1046-5MG) was added. At 72 h, 96 h and 120 h each, 150 µl of medium was removed and exchanged with fresh 150 µl N2B27.

### Microwell gastruloid cocultures

For coculture of gastruloids in a shared medium without direct cell–cell contacts, we used commercially available ‘Gri3D’ hydrogel microcavity plates with 7 microwells per 96-well plate (InSphero, Gri3D-96IBI-S-96-1600). Gastruloids from individual clones or mosaic mixes were aggregated in ultralow-attachment 96-well plates as described above, followed by transfer of individual gastruloids into microwell cavities of the Gri3D plates under a dissection microscope at 48 h. After 120 h of total growth time, central WT–mCherry gastruloids were collected using a p1000 pipette and dissociated for image analysis-based counting of cells as described below.

### Morphological feature analysis

The size and aspect ratio of gastruloids at 120 h were quantified from phase-contrast and widefield fluorescence images using Fiji (ImageJ) in batch mode. For each image, the intensities of the mCherry and emiRFP fluorescence channels were summed, and a Gaussian blur with sigma 0.6 was applied, followed by intensity thresholding using the maximum entropy method and conversion to binary masks. The Analyze Particles function was used with a size threshold of 5000-infinity pixels to exclude artefacts while selecting gastruloids as the region of interest. After using the Clear Outside, and Fill Holes functions, the size (area in 2D) and aspect ratio were measured. Gross morphology of gastruloids—single-axis, multi-axis or non-elongated—was categorized by visual inspection.

### Dissociation and image-analysis based quantification of cell numbers per gastruloid

This method was adapted following ref. ^32^. Individual gastruloids were transferred to Eppendorf tubes, washed in PBS^−/−^ and incubated in 50 µl Accutase (Capricorn Scientific, ACC-1B; prewarmed for 1 min) without agitation for 15 min at RT. The enzymatically loosened but not disintegrated gastruloids were transferred with the Accutase to a 96-well flat-bottom PhenoPlate (PerkinElmer, 6055302) and pipetted up and down 20 times. After inspection, additional pipetting was performed for 96–144-h gastruloids as needed. Pipette tips were prewetted in Accutase before handling gastruloids or cells. Cells were fixed in the same well by adding 100 µl of 1% paraformaldehyde (PFA) in PBS^−/−^ without aspiration. PhenoPlates were tile-imaged using an Opera Phenix (Revvity/PerkinElmer) to detect the H2B–mCherry or H2B–emiRFP670 nuclei. Unlabelled clones were detected by adding Hoechst dye before imaging. Tile images were stitched, and nuclei were automatically segmented and counted using an ImageJ macro. For each condition or timepoint, a minimum of four gastruloids were used as technical repeats, and all conditions were repeated in multiple independent experiments.

### Signalling modulator treatments

Gastruloids were either treated from 48 to 72 h after aggregation with a pulse of 3 μM ChIR (Chi99021, Sigma, SML1046-5MG), or received alternative treatments in the absence of ChIR. Alternative treatment regimens were conducted as follows: 48–72 h Activin A (100 ng ml^−1^, QKINE, Qk005); 48–120 h IWP-2 (1 μM, Sigma, I0536); 48–120 h XAV-939 (1 μM, Tocris, 3748); 48–120 h SB431542 (10 μM, Tocris, 1614); 48–120 h BMP4 (1 ng ml^−1^, R&D, 5020-BP); 48–120 h LDN193189 (100 nM, Tocris, 6053); 48–120 h Fgf2 (12.5 ng ml^−1^, Peprotech, 450-33); 48–120 h PD0325901 (1 μM, Sigma, Pz0162).

### Glucose limitation and metabolic perturbation

Glucose limitation experiments were conducted as described above, but in a custom glucose-free and pyruvate-poor N2B27 medium. Five-hundred millilitres of this N2B27 medium were made by mixing 242.5 ml Neurobasal-A Medium, no D-glucose, no sodium pyruvate (Fisher Scientific, A2477501), 245 ml SILAC Advanced DMEM/F-12 Flex Media, no glucose, no phenol red (Fisher Scientific, A2494301), 5 ml B27 supplement with vitamin A (Gibco, 17504-044), 2.5 ml N2 supplement (Gibco, 17502-048), 5 mL L-glutamine (Gibco, 25030-024), and 0.5 ml β-mercaptoethanol (50 mM, Life Technologies, 31350010). Varying glucose levels were established by adding glucose (Life Technologies, A2494001) to this base medium as annotated.

Inhibition of glycolysis was performed by treating gastruloids in commercial N2B27 medium with 6 mM of 2-deoxyglucose (Sigma Merck, D8375) from 24 to 48 h of gastruloid formation. Inhibition of oxidative phosphorylation was performed by treating gastruloids with 1 mM of sodium azide (NaN_3_; Sigma Merck, S8032) from 24 to 48 h of gastruloid formation.

### Heterochronic gastruloids

Pure single-culture gastruloids were generated from 300 WT–emiRFP cells, 300 WT–mCherry cells or 75 p53KO–emiRFP cells per well as described above, on different days, and left to grow until indicated timepoints. For example, to create 24 h + 48 h heterochronic mixes, gastruloids of two different clones were aggregated 24 h and 48 h before heterochronic mixing respectively, with the 48-h population always being the constant reference. On the day of heterochronic assembly, gastruloids were collected and pooled, rinsed once in warm PBS^−/−^ and incubated for 5 min in Accutase cell detachment solution (LabClinics, ACC-1B) at 37 °C under agitation. For each condition, a single-cell suspension was obtained by pipetting up and down ~15 times. Single cells were pelleted by 3-min centrifugation at 200*g*, resuspended in 100–250 μl N2B27 and counted. Different heterochronic conditions were generated by mixing cells originating from gastruloids of varying timepoints, centred around a population of interest at 48 h. The individual seeding numbers for each clone during heterochronic reaggregation followed previously determined counts of each clone at 48 h with 10% excess to account for loss during reaggregation. Cell mixes were seeded into 96-well ultralow-attachment plates in 150 μl volume, which were centrifuged for 1 min at 150*g* to assure rapid reaggregation and placed back in the incubator. Fresh N2B27 was added to the gastruloids every 24 h until the 48-h reference population had reached 120 h.

### EpiGastruloids

The protocol for generating EpiGastruloids was first established in the doctoral thesis of Shlomit Edri^50^. mES cells in ES/LIF medium were seeded on fibronectin (2 µg cm^−^^2^) (Bio-Techne, 1918-FN-02M) or vitronectin (0.5 µg cm^−^^2^) (Fisher Scientific, A14700) coated wells. The following day, medium was exchanged for N2B27 (Takara, XA0530) supplemented with 12 ng ml^−1^ bFGF2 (Preprotech, 450-33) and 25 ng ml^−1^ Activin A (QKine, Qk005-100ug). Twenty-four hours later, colonies were lifted as clumps using 0.5 mM EDTA in PBS^−/−^ and passaged onto a freshly coated well in the same medium. After three passages, the cells reached a state of Epi-like cells (EpiLC), a transition state towards Epi-stem cells (EpiSCs, ~E7.5 (ref. ^51^)). In this stage, cells were transcriptionally comparable to 48–72-h gastruloids (high *Fgf5*, *Otx2*, *Oct6*, *Sox3* and *Dnmt3b*). These cells were dissociated using Accutase and seeded as 5 × 10^4^ cells per 6-well plate in N2B27 + AA + FGF supplemented with 5 µM ROCK inhibitors (Y-27632, Selleckchem, S1049-10MG). On day 2, the medium was exchanged to N2B27 + 20 ng ml^−1^ bFGF2. On day 3, the medium was changed to N2B27 + 20 ng ml^−1^ bFGF2 + 3 µM ChIR (Chi99021, Sigma, SML1046-5MG), comparable to ChIR pretreatment of human gastruloids^52^. After 24 h, these caudal epiblast-like cells (EpiCE)^53^ were dissociated using Accutase, washed with PBS^−/−^, resuspended in EpiGastruloid medium (N2B27 + 20 ng bFGF +3 µM ChIR) and counted. EpiGastruloids were aggregated as 600 cells in 40 µl per ultralow-attachment U-bottom 96-well plate (Greiner, 650970). WT + WT and WT + KO mosaic EpiGastruloids were seeded as 300 + 300 and 300 + 50 cells, respectively. Twenty-four hours after aggregation, 150 µl fresh EpiGastruloid medium was added, followed by daily exchange of 150 µl medium. The 72-h EpiGastruloids are temporal equivalents to 120-h classical gastruloids, but with enrichment in *Neurog2*, *Sox1*, *Sox2*, *Foxg1* and *En1* expression, indicating spinal cord and brain trajectories, and a shift towards posterior late hox genes (less *Hoxa1*, *Hoxb1* and *Hoxd1*, and more *Hoxa10*, *Hoxc10* and *Hoxa11*).

### Microscopy

Epifluorescence widefield microscopy was conducted on live cells at 37 °C and 5% CO_2_ using a Zeiss AxioObserver. For immunofluorescence staining and confocal microscopy, gastruloids were collected at indicated timepoints and washed once in PBS +Ca^2+^/+Mg^2+^ (PBS^+/+^) followed by fixation in 4% PFA (Aname EMS, 15710) overnight at 4 °C. Gastruloids were washed three times in PBS^−/−^ with 0.2% Triton X-100 (Sigma, T8787) (PBS-T) the following day and blocked in PBS-T with 10% bovine serum albumin (BSA, Merck Life Science, 3117332001) for 1.5 h at RT. Primary antibodies were diluted in PBS-T + 2% BSA and incubated with gastruloids at 4 °C overnight under agitation. Gastruloids were washed 6 × 10 min in PBS-T the following day. Fluorophore-conjugated secondary antibodies were diluted 1:500 in PBS-T + 2% BSA together with 1 μg ml^−1^ 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher, D1306) and incubated with gastruloids at 4 °C overnight under agitation. Gastruloids were washed 6 × 10 min in PBS-T the following day and mounted in Vectashield antifade mounting medium (Palex Vector, H-1000-10). Microscopy was conducted using a Zeiss LSM980 confocal laser scanning (Airyscan) microscope.

Alternatively, for high-throughput imaging, immunostained gastruloids were transferred in PBS^−/−^ into 96-well PhenoPlates (Revvity/PerkinElmer, 6055302) with up to 12 gastruloids per well, followed by automated *Z*-stack tile imaging on an Opera Phenix (Revvity/PerkinElmer) in spinning disk configuration.

The following antibodies were used for indirect immunofluorescence: mouse anti-p53 (1:4,000, clone 1C12; Cell Signaling, 2524S), rabbit anti-phospho-histone 3 (1:1,600, clone D2C8, Cell Signaling, 3377), rabbit anti-cleaved caspase 3 (1:5,000, clone 5A1E, Cell Signaling, 9664), rabbit anti-YAP (1:200, clone D8H1X, Cell Signaling, 14074), goat anti-E-Cadherin (1:1,000, R&D, AF648), rabbit anti-N-Cadherin (1:200, Abcam, ab18203), rabbit anti-FoxA2 (1:400, clone D56D6, Cell Signaling, 8186), goat anti-Tbx6 (1:200, R&D, AF4744), goat anti-Brachyury (1:100, R&D, AF2085), rabbit anti-Sox2 (1:200, Abcam, ab92494), goat anti-Otx2 (1:200, R&D, AF1979), rabbit anti-Sox3 (1:300, Invitrogen, PA5-35983), rat anti-Nanog (1:250, Invitrogen, 14-5761-80), goat anti-Pecam1 Alexa Fluor 488-conj. (1:400, R&D, FAB3628G-025), mouse anti-SSEA-1 Alexa Fluor 405-conj. (1:400, R&D, FAB2155V-100UG), donkey anti-Goat Alexa Fluor 488-conj. (1:500, Invitrogen, A-11055), goat anti-rabbit Alexa Fluor 488-conj. (1:500, Invitrogen, CA-11034), goat anti-rat Alexa Fluor 488-conj. (1:500, Invitrogen, A-11006) and donkey anti-mouse Alexa Fluor 488-conj. (1:500, Invitrogen, A-32766).

### Flow cytometry from gastruloids

Gastruloids were collected, washed in DPBS^−/−^ and enzymatically dissociated using Accutase (Lab Clinics Capricorn Scientific, ACC-1B) at 37 °C in a water bath under agitation. After 5 min, flow buffer (PBS^−/−^, 2% BSA, 2 mM EDTA) was added, followed by gentle mechanical dissociation using a p1000 pipette. Cells were washed once in flow buffer, and single-gastruloid flow cytometry was conducted using live cells at this step. For antibody-stained flow cytometry, multiple gastruloids were pooled, dissociated and stained together. For this, single cells were fixed 15 min in 4% PFA, washed three times in flow buffer and blocked in 10% BSA in PBS^−/−^ containing 0.1% Triton X-100 for 30 min at room temperature. After setting aside 10% of the sample as negative and secondary antibody controls, cells were incubated with primary antibodies diluted in 2% BSA in PBS^−/−^ with 0.1% Triton X-100 (staining buffer) for 1 h shaking at RT, followed by three washes in staining buffer. Fluorophore-conjugated secondary antibodies were diluted 1:500 in staining buffer and incubated with cells for 30 min at RT shaking. After three more washes with staining buffer, cells were analysed using a BD Bioscience LSRFortessa system. Antibodies used for flow cytometry: mouse anti-p53 (1:2,000, clone 1C12, Cell Signaling, 2524S), rabbit anti-phospho-histone 3 (1:1,600, clone D2C8, Cell Signaling, 3377) and rabbit anti-cleaved caspase 3 (1:5,000, clone 5A1E, Cell Signaling, 9664).

Apoptosis and necrosis staining was performed using a commercial Annexin V kit (Invitrogen, A13201) in combination with DAPI staining.

Cell cycle analysis was performed using a Click-iT Plus EdU Flow Cytometry Kit (Thermo Fischer Scientific, C10632) according to the manufacturer’s protocol. In short, gastruloids were incubated with 10 µM of EdU diluted in N2B27 at 37 °C for 1 h. Full penetrance of EdU to the centre of gastruloids was validated by microscopy. After EdU incorporation, gastruloids were dissociated as described above, fixed, stained according to the manufacturer’s protocol and incubated with 1 µg ml^−1^ Hoechst33342 for 30 min at RT. Samples were analysed using a BD Bioscience LSRFortessa system, measuring DNA content on a linear scale.

### Transcriptomic data preprocessing and analysis

The quality of the raw sequencing files was assessed using FastQC (v.0.11.9) (Andrews, 2010; https://qubeshub.org/resources/fastqc). Adapter trimming and low-quality filtering were conducted with TrimGalore! (v.0.6.7) (Felix Krueger, https://github.com/FelixKrueger/TrimGalore), removing reads with a Phred score below 20. After trimming, the cleaned reads were reevaluated with FastQC.

Processed sequencing data were aligned to the mouse genome (GRCm38.p6) using Gencode annotation (v.25) and the STAR aligner (v.2.7.11b)^54^. Alignments were performed with default settings, and uniquely mapped read counts were generated using the --quantMode option in STAR. A total of 3,695,039,036 uniquely mapped reads were obtained, which served as input for downstream analyses. The final count matrix was created by concatenating the assembled reads in a Python 3.12.8 environment. Raw counts were normalized using the PyDESeq2 module (v.0.4.0), applying median ratio normalization followed by a log1p transformation for downstream analyses.

For dimensionality reduction, highly variable genes were selected and subjected to principal component analysis using the scikit-learn library (v.1.2.2).

To temporally align gastruloid samples with in vivo data, a pseudobulk expression matrix was generated from the Pijuan-Sala dataset (E6.5–E8.5)^55^. Euclidean distances between gastruloid and embryonic samples were computed and visualized as a heatmap.

For spatial comparisons, data from a published embryo atlas^56^ containing dissected anterior and posterior portions of E8.5 embryos were used as anterior and posterior references. These anterior and posterior transcriptomes were mixed at different proportions to generate a pseudobulked anterior-to-posterior signature gradient. Transcriptomes of 120-h gastruloid samples were then embedded into this gradient via principal component analysis to assess closest spatial correspondence.

Visualizations were created using seaborn (v.0.13.2) and matplotlib (v.3.9.2).

The complete code is available via GitHub at https://github.com/stembryo-lab/cell_competition_gastruloids.

GSEA was conducted using the GSEA_4.3.3 desktop application. After loading normalized reads of all samples, GSEA was performed using the mh.all.v2025.1.Mm mouse gene set collection. Analyses used 1,000 phenotype permutations with weighted enrichment statistics, excluded gene sets with fewer than 15 genes, ranked gene sets by Signal2Noise and used a false discovery rate *q* value <0.1 as the cut-off.

### 3D image segmentation for image analysis

The 3D cell segmentation was performed using the Python package qlivecell (https://github.com/dsb-lab/qlivecell). We used the 2d\_versatile\_fluo pretrained StarDist 2D model^57^ and the Cellpose cyto3 model^58,59^, and 3D segmentation masks were generated by concatenating the results of 2D segmentations across *z*-planes using qlivecell.

Segmented objects were classified as cells on the basis of two criteria: (1) presence in at least two consecutive *z*-planes and (2) an area exceeding a minimum size threshold in the centre plane.

The centre plane of each object was defined as the *z*-plane with the highest summed fluorescence intensity within the mask. The 2D centroid of the mask in this plane was computed and used, together with the corresponding *z*-coordinate, as the cell centre for all subsequent analyses. Fluorescence quantifications were performed in the centre plane of each cell to minimize crosstalk (Supplementary Fig. 3a–c). The minimum size threshold was determined from the distribution of mask areas measured in the centre plane across all segmented objects. To this end, a kernel density estimate was fitted to the area histogram using the smallest kernel bandwidth that yielded a single local minimum (Supplementary Fig. 3d). This minimum (31.75 ± 2.8 µm^2^) was used to discriminate segmented cells from debris. An upper size threshold of 200 µm^2^ was applied.

### Classification and quantification of apoptotic events for image analysis

Apoptotic events were quantified on the basis of the segmentation of cleaved caspase-3 (Casp3) immunostaining, followed by manually curation using the qlivecell software to ensure accurate identification. Apoptotic cells were classified into three stages based on a combination of nuclear morphology and Casp3 staining patterns: (1) early apoptosis (intact nucleus surrounded by cytoplasmic Casp3 staining); (2) mid-apoptosis (with nuclear membrane disintegration, Casp3 signal overlapping the nucleus, formation of chromatin granules, and a more intense, fragmented nuclear signal); and (3) late apoptosis (reduced nuclear size and fully compacted chromatin). Examples in Extended Data Fig. 7b. This classification is based on ref. ^60^, where early apoptosis corresponds to stages 1 and 2, mid-apoptosis to stages 3 and 4, and late apoptosis to stage 5. Early and mid-apoptotic events were segmented manually, whereas late apoptotic events were segmented using StarDist, while applying intensity- and size-based thresholds to distinguish apoptotic debris, following an approach similar to the above-described kernel density estimation approach. The intensity threshold was defined as above the 90th percentile of the mean Casp3 signal measured in early apoptotic events. Apoptotic cells were subsequently assigned to mCherry or emiRFP populations based on their nuclear fluorescence in these channels, after normalization of the mean fluorescent intensities in both channels

### Radial distribution of cells for image analysis

Because gastruloids exhibit irregular 3D shapes, we defined a relative radial position metric (*P*) for each cell. For a cell *i*, we computed the distance to the 3D centroid of the gastruloid, $${D}_{{\rm{c}}}^{i}$$, and to the closest gastruloid edge, $${D}_{{\rm{e}}}^{i}$$. The relative position was defined as

$$\,{P}^{i}=\frac{{D}_{{\rm{c}}}^{i}}{{D}_{{\rm{c}}}^{i}+{D}_{{\rm{e}}}^{i}}.$$

Cells located at the centroid have $$P=0$$, whereas cells located at the gastruloid boundary have $$P=1$$ (Supplementary Fig. 3e). Distances were computed in three dimensions using the cell centre coordinates. The gastruloid edge was identified independently for each *z*-plane using the scikit-image implementation of morphological active contours without edges (Chan–Vese model)^61^.

### Local cell density and neighbourhood composition for image analysis

Local cell density ($${\rho }_{\mathrm{local}}$$) was estimated using a nearest-neighbours approach. For each cell *i*, we identified its *n* closest neighbours in three dimensions using the *k*-nearest neighbours algorithm^62^. Let $${d}_{{ij}}$$ denote the Euclidean distance between cell *i* and its *j*th neighbour. The local density was defined as the inverse of the cubic mean distance to the neighbours:

$${\rho }_{\mathrm{local}}^{i}={\left(\frac{1}{n}\mathop{\sum }\limits_{j=1}^{n}{d}_{{ij}}^{3}\right)}^{-1}.$$

To avoid artefacts, neighbouring cells located closer than 0.25 cell diameters were excluded from the neighbourhood before quantification.

Neighbourhood composition was defined as the fraction of neighbouring cells belonging to a given population within the local neighbourhood of each cell. Neighbourhoods were determined using the *k*-nearest neighbours algorithm^62^ in three dimensions.

### YAP quantification for image analysis

Plasma membranes and nuclei of each cell were segmented separately, using GPI–RFP and DAPI signals respectively (Extended Data Fig. 7j). The cytoplasmic mask was defined as the membrane mask excluding the nuclear region. Before YAP quantification, background subtraction was performed independently for the nuclear and cytoplasmic compartments using YAP signal intensity from secondary-antibody-only samples. YAP analysis resulted in the ratio of nuclear to cytoplasmic fluorescence intensity. Cells and their intensities were classified into two populations, based on the H2B–emiRFP channel, which exhibited a clear bimodal distribution.

### p53 quantification for image analysis

Nuclear p53 levels were quantified from the mean nuclear fluorescence intensity in the p53 immunostaining channel.

Nuclei were segmented using the H2B–mCherry and H2B–emiRFP channels. The resulting nuclear masks were used to extract per-pixel intensities from all channels.

We corrected for spectral spillover by using a linear compensation model calibrated on p53 secondary-antibody-only controls, where true p53 signal is absent. Let $${C}_{\mathrm{obs}}\left(z\right)$$ denote the observed p53 intensity and $$B\left(z\right)$$ the H2B–mCherry intensity at a pixel in plane *z*; on in-cell pixels of the control we fitted

$${C}_{\sec }\left(z\right)={b}_{0}\left(z\right)+{sB}\left(z\right)$$

and took the slope *s* (spillover coefficient) as global for the session. Because the p53 baseline varies with depth, for each image stack we estimated a per-plane offset $${b}_{0}\left(z\right)$$ by computing a robust baseline (median) of the residuals $${C}_{\mathrm{obs}}\left(z\right)-{sB}\left(z\right)$$ over in-cell pixels at each *z*. All experimental images were then corrected per pixel as

$${C}_{\mathrm{corr}}\left(z\right)={C}_{\mathrm{obs}}\left(z\right)-{b}_{0}\left(z\right)-{sB}\left(z\right),$$

and per-cell nuclear p53 was defined as the mean of $${C}_{\mathrm{corr}}$$ over the pixels inside each nuclear mask.

We verified that the dependence of p53 on H2B–mCherry intensity was removed by the correction (that is, slope of $${C}_{\mathrm{corr}}$$ versus $$B$$ ~0 and distribution of $${C}_{\mathrm{corr}}$$ in secondary-only images ~0 across *z*; Supplementary Fig. 3f). Cells with abnormally high p53 were classified using a robust, per-plane threshold based on Tukey fences: for each *z*, letting $${{\mathscr{M}}}_{{\mathcal{z}}}=\left({m}_{i,z}\right)$$ be the distribution of p53 values on all cells (mean $${C}_{\mathrm{corr}}$$), we calculated $$Q{1}_{z}$$, $$Q{3}_{z}$$, and $$\mathrm{IQ}{\mathrm{R}}_{\mathrm{z}}=Q{3}_{z}-Q{1}_{z}$$, and set

$${\tau }_{z}=Q{3}_{z}+4.5\mathrm{IQ}{\mathrm{R}}_{{\mathrm{z}}}.$$

Cells were labelled p53-high if their p53 intensity exceeded $${\tau }_{z}$$. Thresholds were computed independently for each plane. Some cells were segmented in both fluorescence channels, as indicated by detectable mCherry signal in cells segmented in the emiRFP channel and vice versa. To correct for this, cells were clustered using *k*-means clustering (*k* = 2) based on their mCherry and emiRFP fluorescence intensities. Cells whose segmentation channel did not match their cluster assignment were excluded from further analysis (Supplementary Fig. 3g).

### Statistics and reproducibility

Unless otherwise stated, all statistical comparisons of exactly two samples were conducted by two-sided *t*-test, and all comparisons containing more than two samples were conducted by one-way analysis of variance (ANOVA) with Tukey’s post-hoc multiple comparisons test, or two-way ANOVA with Tukey’s or Šidák’s post-hoc multiple comparisons test, depending on the dimensionality and nature of the dataset. Data throughout this Article are depicted as mean ± standard error of the mean (s.e.m.) unless otherwise stated. Data distribution was assumed to be normal, but this was not formally tested. All experiments have been conducted in at least three independent repeats, except for one timepoint in Fig. 8i, with only two repeats due to our laboratory closure. Individual gastruloids were excluded from the analysis only in the case of technical failure during processing, such as loss of cells during dissociations, and never for other reasons. No statistical method was used to predetermine sample size. The experiments were not randomized. Data collection and analysis were not performed blind to the conditions of the experiments. All microscopy micrographs in this Article are representatives of at least three independent repeats. Western blot membranes in Figs. 1a and 8a are representative of two independent repeats, and Fig. 8e depicts single experiments. No statistical analyses were derived from western blot data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-026-01923-x.

## Supplementary information

Supplementary Information Supplementary Figs. 1–3 and supplementary figure legends.

Reporting Summary

Peer Review File

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

Source Data unprocessed Western blots Unprocessed western blots from Figs. 1 and 8 and Extended Data Fig. 1. Clearly labelled, together in one file.

## Data Availability

RNA sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE294530. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: Mosaic gastruloids reveal a temporal restriction for developmental cell competition
**Source:** Nat Cell Biol. 2026 Apr 1;28(5):875–89. doi: 10.1038/s41556-026-01923-x
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–3 and supplementary figure legends.

# Mosaic gastruloids reveal a temporal restriction for developmental cell competition

---

In the format provided by the  
authors and unedited

---

**a** Nutlin 3a kill curve in mouse ESCs

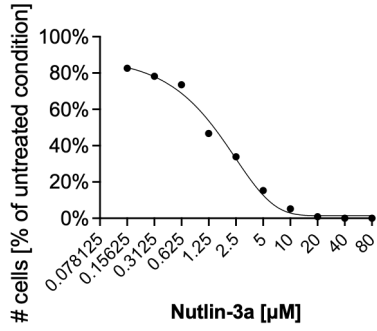

**b**

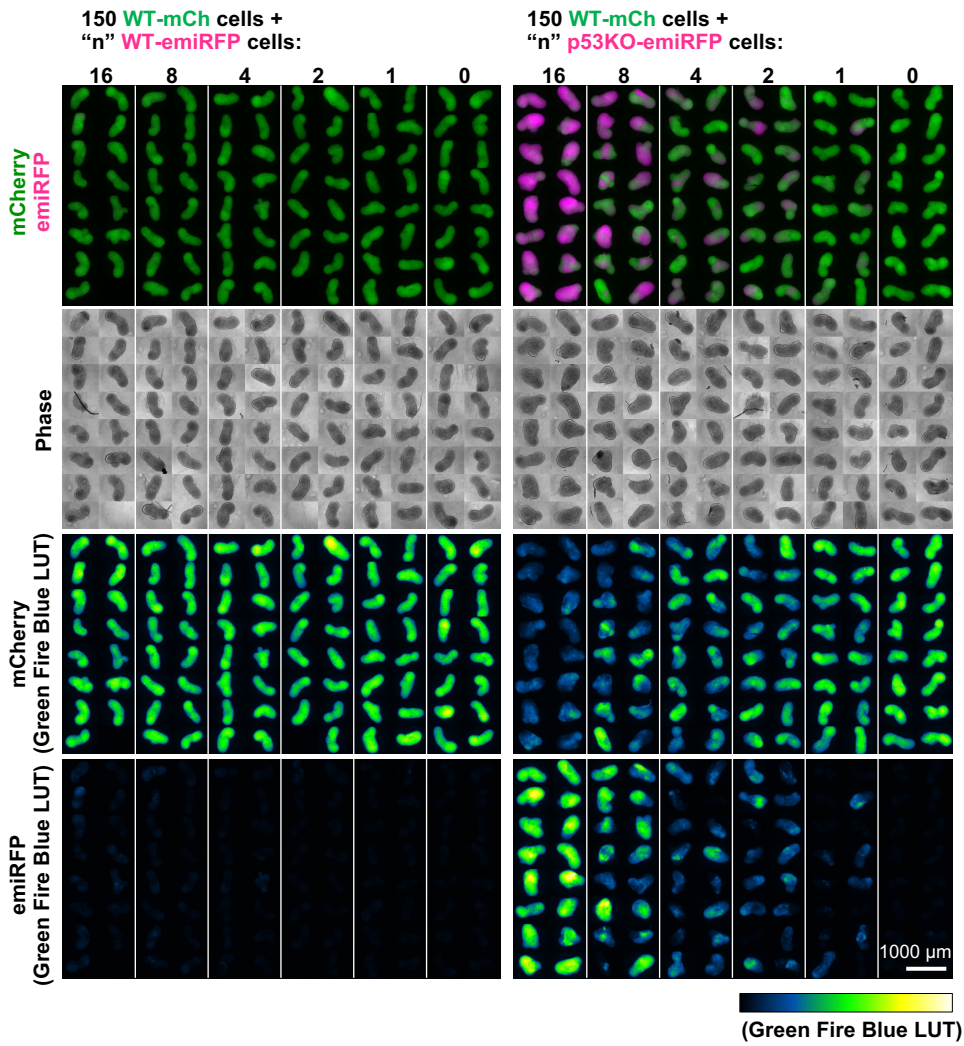

**c**

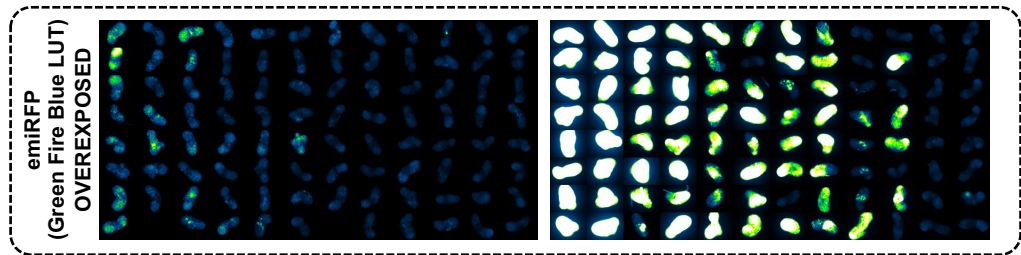

**Supplementary Figure 1.**

**a**, Nutlin-3a dose-response kill curve showing viability of WT E14Tg2A mESC cells after 96h treatment with varying Nutlin-3a concentrations, expressed as percent viable cells of untreated control.

**b**, Corresponds to Fig. 1f. Cell number titration of 0-16 WT-emiRFP (left) or p53KO-emiRFP (right) cells seeded in mosaic gastruloids with 150 WT-mCherry cells each. Representative widefield fluorescence microscopy of 120h gastruloids. Montages depicted as merged mCherry+emiRFP channels, phase contrast, and single channels displayed with a Green-Fire-Blue look-up-table (LUT).

**c**, Purposely overexposed emiRFP channel in Green-Fire-Blue LUT to visualize rare emiRFP cells at low seeding numbers.

Scale bar denotes 1,000  $\mu\text{m}$ .

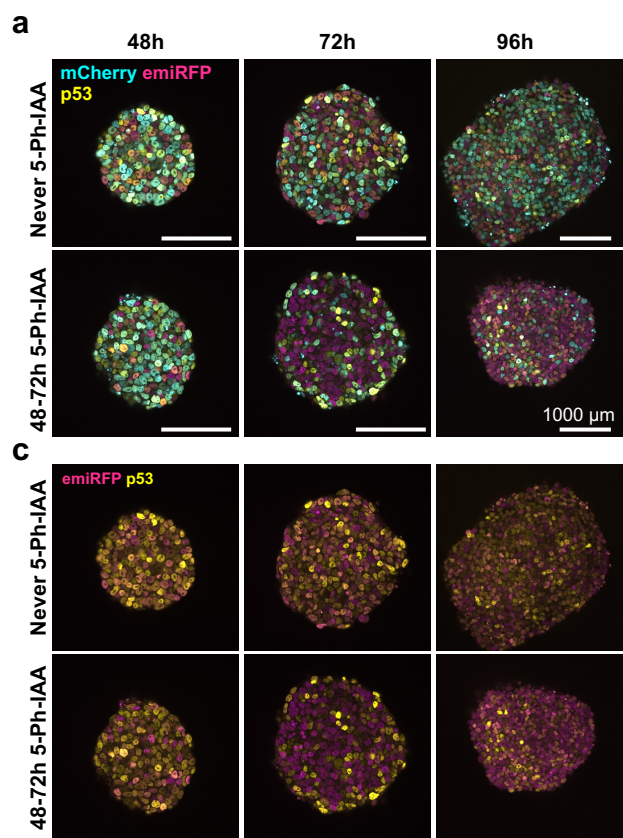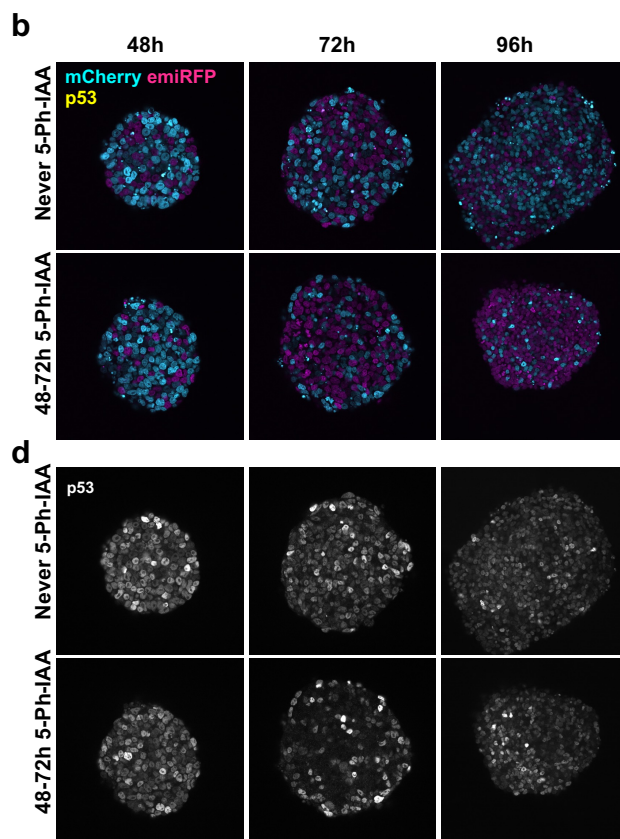

**Supplementary Figure 2. Single and double channel overlay images of degron gastruloids.**  
**a-d**, Representative confocal images of p53-immunostained WT+p53degron gastruloids at indicated times (top label) in presence or absence of 100 nM 5-Ph-IAA treatment during 48-72h after aggregation. Merged overlays of all channels (**a**), of mCherry (cyan) with emiRFP (magenta) (**b**), of emiRFP with p53 (yellow) (**c**), or single gray scale p53 channel (**d**) displayed. Overlay of emiRFP and p53 channels (**c**) serves to demonstrate absence of double positive nuclei at 72h after 5-Ph-IAA treatment. Corresponds to Fig. 8h. Scale bars denote 1,000  $\mu\text{m}$ .

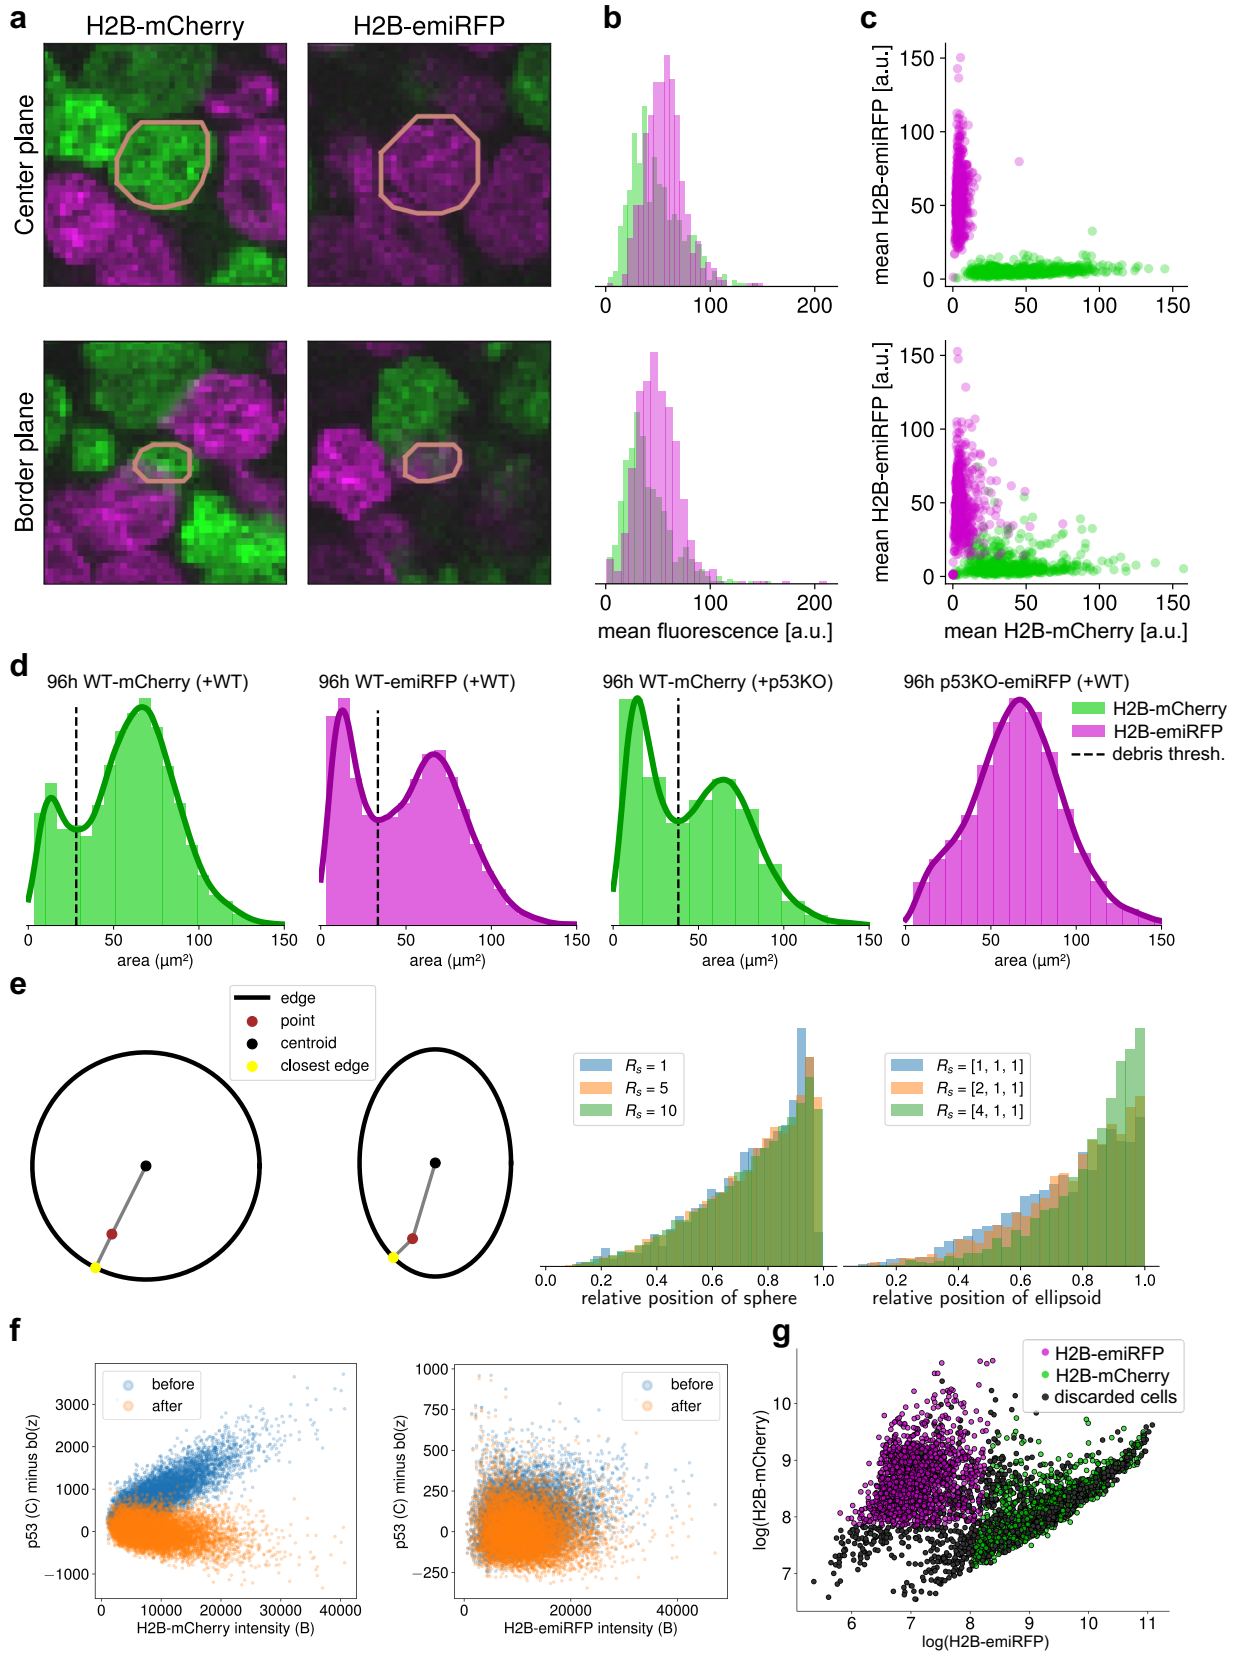

**Supplementary Figure 3. Image analysis pipeline quality controls and details.**

- a**, Examples of WT-mCherry (left) and WT-emiRFP (right) segmented nuclei at their center (top) or edge (bottom) plane. Brown outline denotes the image analysis detected nuclear region.
- b**, Fluorescence quantification of the segmented channel for each of the populations.
- c**, Visualization of signal overlap at the center (top) and the edge (bottom) of the nuclei. Conversely to panel (b), here we quantify both channels for each segmented cell.
- d**, Size (area) distributions of segmented nuclei from 96h gastruloids for different experimental conditions. The vertical dash line represents the threshold between debris and true cells. p53KO cells do not have an apparent debris peak.
- e**, Schematic representation of the sphere and ellipsoid tests in 2d (left) and distributions of relative distances for spheres and ellipsoids (right).
- f**, Example of spillover correction between the p53 channel and the mCherry (left) or the emiRFP (right).
- g**, Example of H2B-mCherry vs. H2B-emiRFP misclassification.

# Supplementary material for: Mosaic gastruloids reveal a temporal restriction for developmental cell competition
**Source:** Nat Cell Biol. 2026 Apr 1;28(5):875–89. doi: 10.1038/s41556-026-01923-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FlowJo (version 10.10.0), BD FACS Diva (version 6.2), Zeiss ZEN (version 3.11), Zeiss ZEN Blue (version 3.2), Harmony PhenoLOGIC (version 5.2), EPview (version v2.9.22), FastQC (version 0.11.9), TrimGalore (version 0.6.7), STAR aligner (version 2.7.11b)                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | ImageJ2 (version 2.14.0/1.54f), GraphPad Prism (version 10.4.1(532)); RNAseq analysis: Python (version 3.12.8), PyDESeq2 (version 0.4.0), scikit-learn library (version 1.2.2), seaborn (version 0.13.2), matplotlib (version 3.9.2); Image analysis: Python (version 3.9.13), qlivecell (version 0.7 available at <a href="https://github.com/dsb-lab/qlivecell">https://github.com/dsb-lab/qlivecell</a> ), GSEA (version 4.3.3)<br><br>Custom code available under: <a href="https://github.com/stembryo-lab/cell_competition_gastruloids">https://github.com/stembryo-lab/cell_competition_gastruloids</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA sequencing datasets generated in this study have been deposited and are publicly available in the Gene Expression Omnibus under accession no. GSE294530.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method were used to predetermine the samples sizes, but each result was repeated in at least 3 independent experiments, containing several technical repeats per biological repeat. Numbers of independent repeats and number of gastruloids per repeat are annotated in each figure legend.              |
| Data exclusions | Individual gastruloids were only excluded from quantitative analysis of cell number counts if their counts were unreliable due to technical problems like loss of cells during the handling procedure of dissociation. No other data was excluded.                                                                       |
| Replication     | All experiments were replicated in at least 3 independent experiments. RNAseq samples were collected from 3 temporally separate independent experiments. Within each independent experiment multiple gastruloids were analyzed.                                                                                          |
| Randomization   | Gastruloids were not specifically chosen for any experiment and individual gastruloids for quantification were picked randomly from 96 well plates without prior analysis or preference to specific gastruloids. Sequencing data was analyzed without human intervention in an unbiased fashion.                         |
| Blinding        | Data collection and analysis were not performed blind to the conditions of the experiments. Blinding was not required for this study since it is not an intervention study and does not contain subjective or qualitative assessment. All samples were analyzed using the same uniform parameters in an unbiased manner. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies            |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Primary antibodies:

p53 (WB) (Leica, Cat# NCL-L-p53-CM5p, 1:1000), p53(IF, Flow)(Cell Signaling, Cat# 2524S, clone 1C12, 1:4,000), beta-actin (Santa Cruz, Cat# sc-47778, 1:2000), E-Cadherin (R&D, Cat# AF648, 1:1000), N-Cadherin (Abcam, Cat# ab18203, 1:200), FoxA2 (Cell Signaling, Cat# 8186, 1:400), Tbx6 (R&D, Cat# AF4744, 1:200), T/Brachyury (R&D, Cat# AF2085, 1:100), Sox2 (Abcam, Cat# ab92494, 1:200), Otx2 (R&D, Cat# AF1979, 1:200), Sox3 (ThermoFisher, Cat# PA5-35983, 1:300), Nanog (Invitrogen, Cat# 14-5761-80, 1:250), phospho-Histone3 (Cell Signaling, Cat# 3377, 1:1600), cleaved Caspase3 (Cell Signaling, Cat# 9664, 1:500), YAP (Cell Signaling, Cat# 14074, clone D8H1X, 1:200), CD31/PECAM-1 AlexaFluor 488 conjugated (R&D, Cat# FAB3628G-025, 1:400), SSEA-1 AlexaFluor 405 conjugated (R&D, Cat# FAB2155V-100UG, 1:400).

Secondary antibodies: HRP-conjugated mouse anti-rabbit (Santa Cruz, Cat# sc2357, 1:2000), HRP-conjugated m-IgGk BP anti-mouse (Santa Cruz, Cat# sc-516102, 1:2000), Alexa Fluor 488 Donkey anti-Goat (Invitrogen, Cat# A-11055, 1:500), Alexa Fluor 488 Goat anti-Rabbit (Invitrogen, Cat# A-11034, 1:500), Alexa Fluor 488 Goat anti-Rat (Invitrogen, Cat# A-11006, 1:500).

## Validation

## Antibodies were validated by their manufacturers:

p53 antibody for Western blot: <https://shop.leicabiosystems.com/ihc-ish/ihc-primary-antibodies/pid-p53-protein-cm5>  
 p53 antibody for Immunofluorescence and Flow cytometry: <https://www.cellsignal.com/products/primary-antibodies/p53-1c12-mouse-monoclonal-antibody/2524>  
 beta-actin antibody: <https://www.scbt.com/p/beta-actin-antibody-c4>  
 E-Cadherin antibody: [https://www.rndsystems.com/products/human-mouse-e-cadherin-antibody\\_af648](https://www.rndsystems.com/products/human-mouse-e-cadherin-antibody_af648)  
 N-Cadherin antibody: <https://www.abcam.com/en-us/products/primary-antibodies/n-cadherin-antibody-intercellular-junction-marker-ab18203>  
 FoxA2 antibody: <https://www.cellsignal.com/products/primary-antibodies/foxa2-hnf3b-d56d6-xp-rabbit-mab/8186>  
 Tbx6 antibody: [https://www.rndsystems.com/products/human-tbx6-antibody\\_af4744](https://www.rndsystems.com/products/human-tbx6-antibody_af4744)  
 Brachyury antibody: [https://www.rndsystems.com/products/human-mouse-brachyury-antibody\\_af2085](https://www.rndsystems.com/products/human-mouse-brachyury-antibody_af2085)  
 Sox2 antibody: <https://www.abcam.com/en-us/products/primary-antibodies/sox2-antibody-epr3131-ab92494>  
 Otx2 antibody: [https://www.rndsystems.com/products/human-otx2-antibody\\_af1979](https://www.rndsystems.com/products/human-otx2-antibody_af1979)  
 Sox3 antibody: <https://www.thermofisher.com/antibody/product/SOX3-Antibody-Polyclonal/PA5-35983>  
 Nanog antibody: <https://www.thermofisher.com/antibody/product/Nanog-Antibody-clone-eBioMLC-51-Monoclonal/14-5761-80>  
 Phospho-Histone3 antibody: <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-d2c8-xp-rabbit-mab/3377>  
 Cleaved Caspase 3 antibody: <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-mab/9664>  
 YAP: <https://www.cellsignal.com/products/primary-antibodies/yap-d8h1x-rabbit-monoclonal-antibody/14074>  
 PECAM-1 Alexa Fluor 488-conjugated antibody: [https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alexa-fluor-488-conjugated-antibody\\_fab3628g](https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alexa-fluor-488-conjugated-antibody_fab3628g)  
 SSEA-1 Alexa Fluor 405-conjugated antibody: [https://www.rndsystems.com/products/human-mouse-ssea-1-alexa-fluor-405-conjugated-antibody-mc-480\\_fab2155v](https://www.rndsystems.com/products/human-mouse-ssea-1-alexa-fluor-405-conjugated-antibody-mc-480_fab2155v)  
 Donkey anti-Goat IgG Alexa Fluor 488 conjugated antibody: <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11055>  
 Goat anti-Rabbit IgG Alexa Fluor 488 conjugated antibody: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11034>  
 Goat anti-Rat IgG Alexa Fluor 488 conjugated antibody: <https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11006>  
 HRP-conjugated m-IgGk BP anti-mouse: <https://www.scbt.com/p/m-igg-kappa-bp-hrp>  
 HRP-conjugated mouse anti-rabbit : <https://www.scbt.com/p/mouse-anti-rabbit-igg-hrp>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

All experiments of this manuscript were conducted in the E14TG2a mouse embryonic stem cell line (<https://www.atcc.org/products/crl-1821>) derived by T Doetschman from 129/Ola mice in 1987. All mutant clones were generated from this parental line in house, with the exception of Brachyury-knockout, Eomesodermin-knockout, and Bra/Eomes-double-knockout cells, which were derived in the laboratory of Dr. Sebastian Arnold, University of Freiburg.

## Authentication

None of the cell lines were authenticated.

Mycoplasma contamination

All cell lines used in this study were regularly tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Gastruloids were collected at indicated timepoints, washed in PBS-/-, and enzymatically dissociated using Accutase (Lab Clinics Capricorn Scientific, Cat# ACC-1B). Optimal dissociation was achieved by warming tubes containing gastruloids and Accutase to 37C in a water bath while shaking and eventually flicking the tubes during a time course of 5 minutes. Gastruloids were further dissociated mechanically using a p1000 pipette while adding flow buffer (PBS-/-, 2% BSA, 2mM EDTA). Resulting single cell suspensions were washed in flow buffer and pelleted by centrifugation at 200 xg for 3 minutes. Single gastruloid flow as depicted in Figure 2 of this manuscript was conducted by analyzing the dissociated gastruloids live at this step of the protocol.

For antibody stained flowcytometry multiple gastruloids of the same time point and batch were pooled and stained together. Single cells were washed one more time in PBS-/- followed by fixation in 4% PFA for 15 minutes. Fixed cells were washed 3 times in flow buffer, followed by blocking in 10% BSA in PBS-/- containing 0.1% Triton X-100 for 30 minutes at room temperature. After setting aside a fraction of the sample for use as negative or secondary antibody control, primary antibodies were diluted in 2% BSA in PBS-/- with 0.1% Triton X-100 (staining buffer). Cells were incubated with primary antibodies for 1 hour shaking at room temperature, followed by 3 washing steps in staining buffer. Fluorophore-conjugated secondary antibodies were diluted 1:500 in staining buffer unless otherwise stated and used to stain cells for 30 minutes at room temperature shaking. Cells were washed 3 times in staining buffer again and transferred to flow cytometry tubes for analysis.

Instrument

All samples were analyzed using a BD Bioscience LSRFortessa system.

Software

Analysis was conducted using: FlowJo (version 10.10.0) and BD FACS Diva (version 6.2)

Cell population abundance

Flow cytometry was used primarily as final readout and not to generate input of experimental starting material, with the exception of RNAseq samples isolated from mosaic gastruloids. Due to the temporal constraints of analysing sorted cells quickly before loss or change of RNA quality, purity of these samples was not validated after FACS isolation.

Gating strategy

All flow cytometry analysis started with pre-gating of cells vs debris using FSC-A vs SSC-A channels. This was followed by an exclusion of doublets using FSC-A vs FSC-H and SSC-A vs SSC-H. For population percentages, mCherry-positive and emiRFP670-positive events were then quantified. For phosho-Histone 3, SSEA-1, Pecam-1 staining, cells were pre-gated for mCherry or emiRFP670 positivity, and then analyzed separately in their respective stained channels.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Mosaic gastruloids reveal a temporal restriction for developmental cell competition
**Source:** Nat Cell Biol. 2026 Apr 1;28(5):875–89. doi: 10.1038/s41556-026-01923-x
**Supplement:** Supplementary file 22 — Unprocessed western blots from Figs. 1 and 8 and Extended Data Fig. 1. Clearly labelled, together in one file.

# Unprocessed membranes of Figure 1a and Extended Data Figure 1d

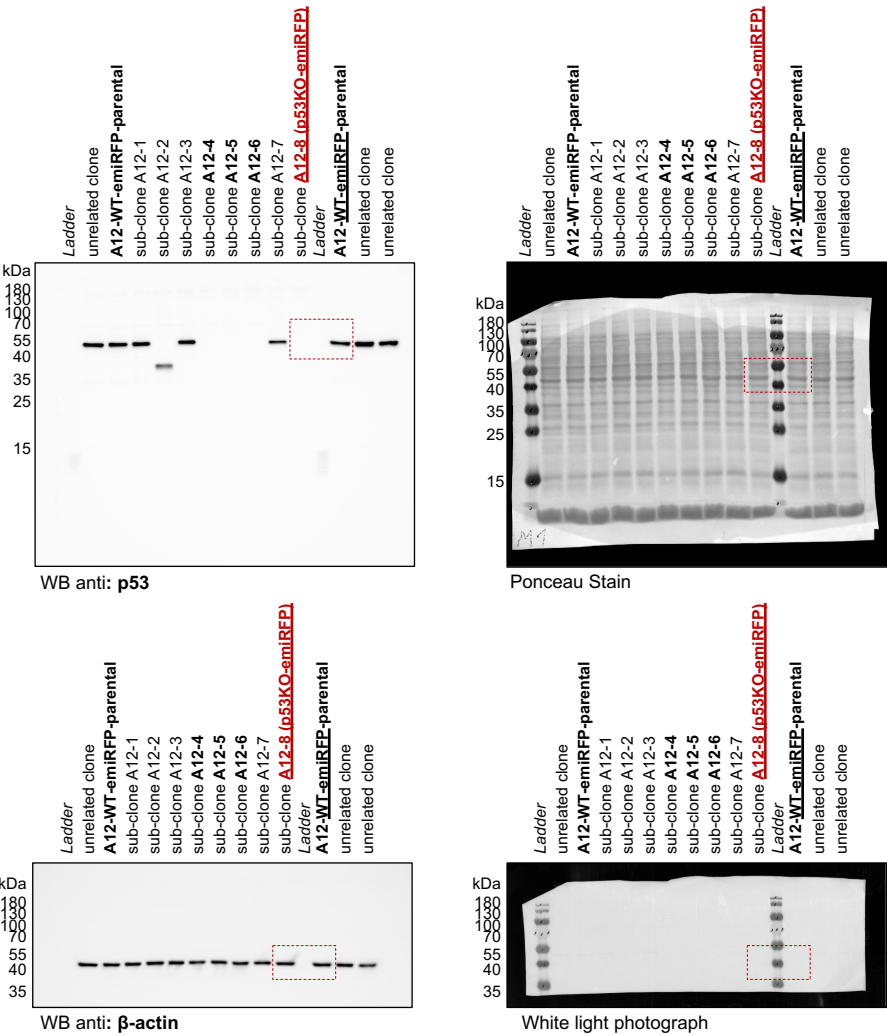

Red dashed box indicates the cropped region depicted in Fig. 1a. The same membrane was stained against p53 and the loading control  $\beta$ -actin sequentially. The same membranes are depicted under white light (right) and as exposed chemiluminescence (left).

Unprocessed membranes of Figure 8a

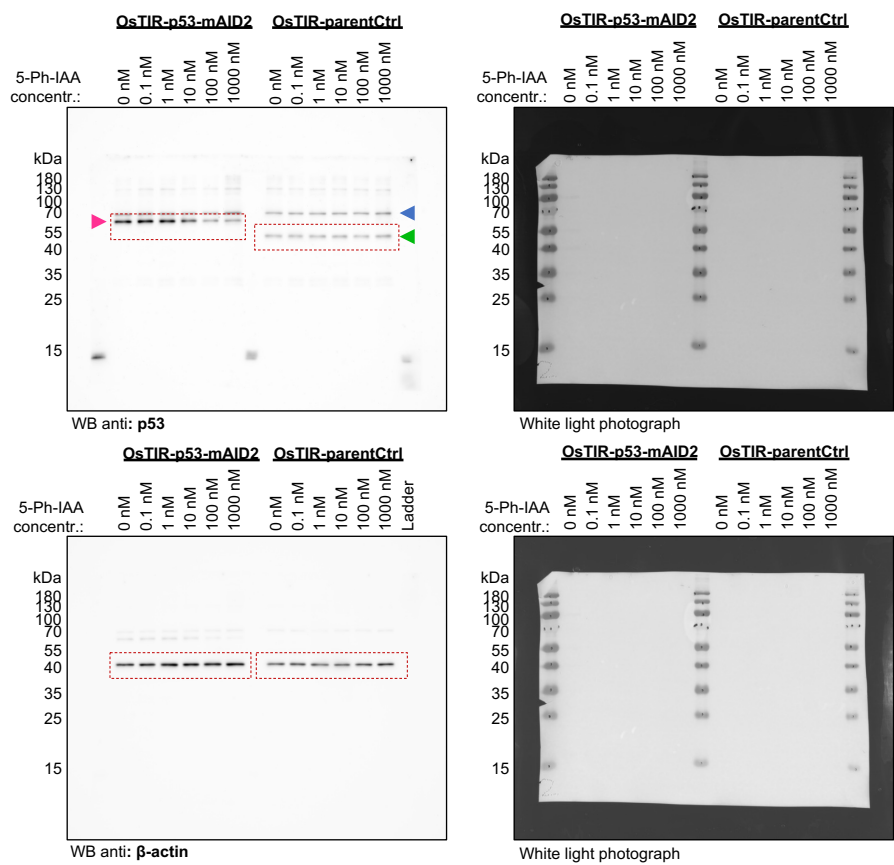

Unprocessed membranes of Figure 8e

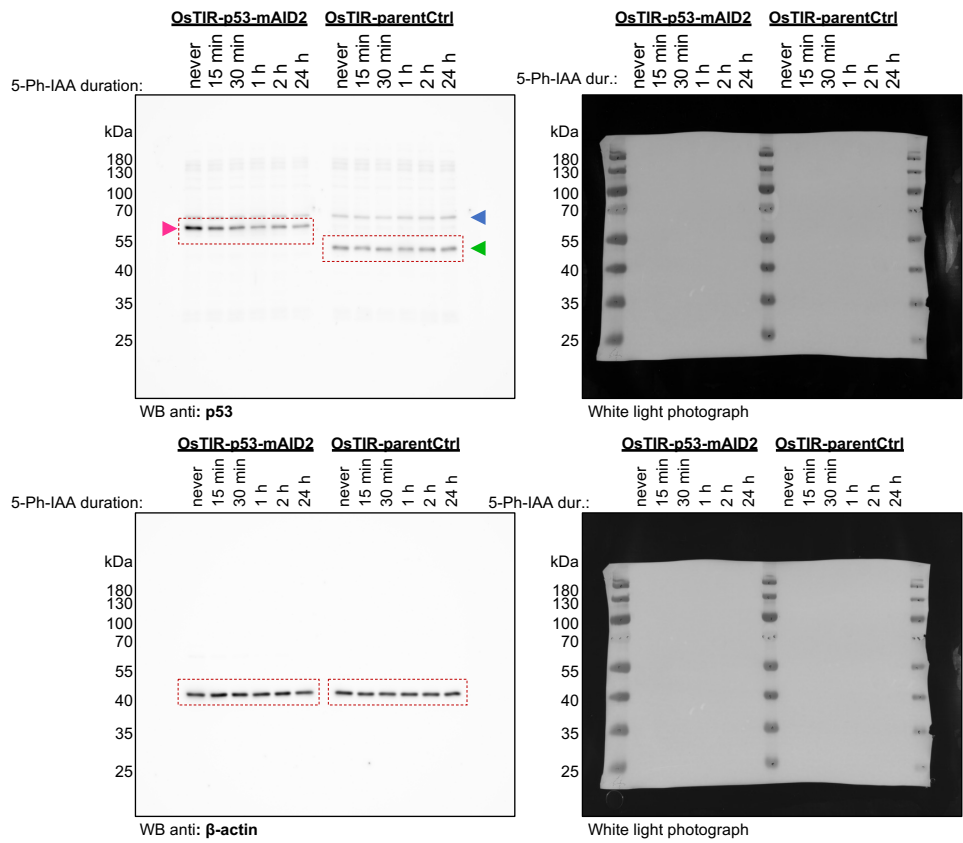

Red dashed box indicates the cropped regions depicted in Fig. 8a and Fig. 8e. The same membranes were stained against p53 and the loading control  $\beta$ -actin sequentially. The same membranes are depicted under white light (right) and as exposed chemiluminescence (left). Magenta arrowheads mark p53-mAID2 with size shift due to the degron tag. Green arrowheads mark wildtype p53 as detected in the *OsTIR-parentCtrl* clone that does not have a mAID2 tag in the genome. Blue arrowheads mark an off-target band that is unchanged in all conditions.

How the deposited data were processed for this re-analysis (not part of the article)

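The data are bulk RNA sequencing counts of 69 libraries, 3 replicates of each of 23 conditions: the mES cell clones WT–mCherry, WT–emiRFP and p53KO–emiRFP at 0 h, and the WT–mCherry, WT–emiRFP and p53KO–emiRFP cells sorted from WT + WT and WT + p53KO mosaic gastruloids at 48, 72, 96, 120 and 144 h. The values are raw counts per gene, which the authors made by trimming the reads, aligning them to the mouse genome with STAR and counting uniquely mapped reads. The deposited table holds 55367 gene symbols, of which 42280 have at least 1 count, and all its columns were used. Its total is that of the uniquely mapped reads the paper gives. In the annotation used here, Gencode on GRCm38, 96.4% of the symbols were found. Between replicates at most 6.31% of genes had the same count.

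The median library had 53098728 counts. The gene with the largest share of a library was Eef1a1, with at most 1.70%. With 3 replicates per group, a fit of the 12 libraries of a time point leaves 8 residual degrees of freedom, and an exact test of 3 against 3 could not give a p under 0.1. Fas and Fasl had few counts, and no p53KO–emiRFP library had more than 3 counts of Fasl at 120 h.

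Size factors were medians of ratios over all 69 libraries. Genes were filtered per fit with edgeR's filterByExpr by group. The fits used R 4.3.3, edgeR 4.0.16 with the quasi-likelihood test, limma 3.58.1 for the rotation test fry and the competitive test camera, and DESeq2 1.42.0 as an alternative. The p values were adjusted by the Benjamini-Hochberg method over the genes of a test or the lists of a family, with a threshold of 0.05. WT cells in the time course are the mean of the 3 sorted WT populations, and at 0 h of both WT clones. The principal component analysis used log1p of the normalized counts of the 2000 most variable genes, and distances over 10 components were divided by the spread of replicates.

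The comparisons were WT–mCherry cells beside p53KO against beside WT cells, p53KO–emiRFP against WT–emiRFP cells, and the 2 clones of WT + WT gastruloids, each within a time point. Replicate numbers were taken from the sample labels. After removal of group means, same-numbered libraries of a time point correlated at 0.196 to 0.421. The genes named in the text are those that the paper names for RNA sequencing, and up to 5 of the largest rises and up to 5 of the largest falls past the threshold. The latter were taken for WT–mCherry cells by neighbour at each time point and for p53KO–emiRFP cells at 48 and 120 h, among genes with a mean log2 CPM of at least 1 and the same direction in all 3 same-numbered pairs. Members of the 3 lists of p53 targets, ribosome biogenesis genes and Myc targets, and cell cycle genes are given as counts and means.

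The alternatives were TMM normalization, no low-count filter, the replicate number as a block, only the compared groups or all 23 groups in a fit, DESeq2, a minimum absolute log2 fold change of 1, camera, other gene choices for the principal components, each replicate left out, and subtractions of emiRFP RNA estimated from H2bc14 and from H2bc21. The steps were tested on simulated data with 200 genes changed 2-fold. There edgeR called 86.5% of them, with 4.74% of its calls on unchanged genes, and 0 genes where nothing was changed. DESeq2 called 86.5%, with 10.5% on unchanged genes. The fry p was 1.0e-08 for a shifted list and 0.21 for an unshifted one. The simulated counts had no effect shared by same-numbered libraries, so they cannot judge the fits with and without the block. The percentages of changed genes called hold for 2-fold changes only.

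Left out were the EpiLC and EpiGastruloid samples, the embryo reference and the gene set collection of the authors' GSEA, which were not used here, and the experiments other than RNA sequencing, which were not analysed here.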

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

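The results of this part were raised because an effect differs between 2 groups or time points, or because they come from data that the paper does not analyse. The tests of gene length on the difference between time points, of whole chromosomes at 0 h alone, of the Y chromosome, of normalization on the ribosome biogenesis genes, of WT RNA on Cdkn1a, of the subtraction of WT RNA and of the direction in single replicates were chosen only after the result was seen.

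After 0 h, p53KO–emiRFP cells came from WT + p53KO and WT–emiRFP cells from WT + WT gastruloids. Their difference, called the p53KO effect below, does not tell genotype apart from the gastruloid in which the cells grew. In the fit of all 69 libraries, the difference between p53KO–emiRFP and WT–emiRFP cells itself differed between 48 and 120 h, by an interaction term, for 7727 of 21132 genes, of which 3857 were higher and 3870 lower at 120 h. Over the alternatives the number lay between 3078 and 8668. Genotype labels of same-numbered samples were exchanged in all 32 ways, and 2 of the 32 gave as many genes, the real one included. The other one, with 7980 genes, exchanged no pair at 48 h and all 3 at 120 h. Exchanges that keep or exchange all labels of a time keep the size of its effect, so they do not test the difference between the times. Across genes, which are not independent, the Spearman correlation of the difference with exonic length was 0.155, under the limit of 0.2 chosen for gene length bias, and at 120 h that of the p53KO effect was 0.106. For WT cells or WT RNA in the sorted p53KO–emiRFP samples, the percentage of Trp53 against WT–emiRFP cells exceeded that at 0 h by more than the larger SD of the 2 times at 1 of 5 gastruloid time points. The rises from 48 to 144 h were 1.57, 0.973, 0.900, 0.755 and −1.47 points, with an SD of 1.24 at 0 h and of 0.252, 0.291, 0.352, 1.04 and 0.643 at these times. When the share of WT RNA that would give such a rise, the rise over the difference of the Trp53 percentage at 0 h from 100%, 1.74% at 48 h and 0.837% at 120 h, was subtracted from the p53KO–emiRFP samples, 7791 genes passed the threshold, and 7717 of these had passed it before. The difference between time points is therefore not fully explained by WT RNA of this share.

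For the 54 ribosome biogenesis genes and Myc targets, the mean p53KO effect was 0.24 at 72 h and −0.23 at 144 h. The difference between these time points was raised as a mean log2 of −0.47 (limma fry adjusted p = 1.0e-12, 3.5e-15 with the replicate block), with 2 of 54 genes higher at 144 h. Of 32 exchanges of labels 1, the real one, gave a difference as large, and the next had −0.34. These exchanges test the labels at either time and not the change between the times alone. With TMM normalization the difference was −0.48. Library size was not tested for it, and no biological explanation was tested.

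Of 16 stress and apoptosis genes, 6 changed over an interval by a log2 fold change that differed between p53KO–emiRFP and WT cells by more than 1, in the same direction in 3 of 3 replicates for each value given here. For Cdkn1a the difference was −2.55 (edgeR adjusted p = 1.8e-15, 2.6e-96 to 1.5e-07 over its alternatives) from 0 to 48 h, 3.42 (edgeR adjusted p = 1.4e-22, 5.1e-208 to 1.8e-11 over its alternatives) from 48 to 72 h, −1.21 (edgeR adjusted p = 4.5e-10, 2.0e-38 to 3.2e-05 over its alternatives) from 96 to 120 h and −1.01 (edgeR adjusted p = 1.4e-06, 2.1e-21 to 0.0034 over its alternatives) from 120 to 144 h. For Ddit3 it was −1.35 (edgeR adjusted p = 7.0e-06, 2.0e-23 to 0.0078 over its alternatives) from 0 to 48 h, and for Foxo3 1.08 (edgeR adjusted p = 1.8e-10, 1.3e-30 to 9.2e-05 over its alternatives) from 72 to 96 h. Myc fell by 1.00 more on the log2 scale in p53KO–emiRFP than in WT cells from 72 to 96 h (edgeR adjusted p = 3.0e-09, 7.3e-24 to 6.0e-05 over its alternatives). Cdh1 had −1.12 (edgeR adjusted p = 1.1e-11, 4.5e-46 to 1.1e-06 over its alternatives) from 96 to 120 h. Fasl had −2.18 (edgeR adjusted p = 0.0028, 0.0026 to 0.058 over its alternatives) from 96 to 120 h. All its p53KO–emiRFP libraries had at most 3 counts at 120 h, so the size of this difference is uncertain. It was −2.60 to −1.88 over the fits that left out a replicate.

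WT cells or WT RNA in the sorted p53KO–emiRFP samples were weighed for Cdkn1a at 72 h. Cdkn1a stood at 38.5% of WT–emiRFP cells, while the percentage of Trp53 had risen by 0.973 points from 0 h. The rise of Cdkn1a at 72 h is therefore not accounted for by WT RNA, and a rise without p53 is a hypothesis that comes from the data it was tested on. For the other genes no technical explanation was tested one by one.

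The paper does not analyse differential expression between the mES cell clones. At 0 h 1123 of 18323 genes differed between p53KO–emiRFP and WT–emiRFP cells, 362 higher and 761 lower. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 gave as many genes, the real one, and 4 splits cannot set a result apart. The 6 other splits part fewer same-numbered pairs and gave 0 genes. For a gain or loss of one of the chromosomes 1 to 19 or X, the largest distance of a chromosome's median log2 fold change from that of all genes was 0.0433 at 0 h and 0.114 over both comparisons of clones at all time points, under the limit of 0.25. For the 13 tested genes of the Y chromosome the distance at 0 h was 0.199, also under it, and 4 of them were higher and 0 lower past the threshold. The 40 p53 targets had a mean log2 fold change of −1.54 at 0 h (limma fry adjusted p = 5.8e-05, 0.00025 with the block), with 2 higher. Of these genes 32 passed the threshold, which argues against other differences between clones as the source for this list. The p53KO cells are a single clone derived from the WT–emiRFP line. Replicates therefore repeat the experiment and not the knockout, and the p values do not measure the spread between clones. For the other genes, the loss of p53 cannot be told apart here from other differences between clones.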

How the results depend on the processing

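All alternatives were chosen before the data were examined, apart from 2 subtractions of emiRFP RNA, estimated from H2bc14 and from H2bc21, which were chosen only after the result was seen. A number of genes is called the same within 1.5 times, a mean with the same sign on the same side of the threshold, and a distance when it moved by less than the SD of the pairs. Of the 25 results of this part that the subtractions were applied to, 25 stayed the same with H2bc14 and 24 with H2bc21, where the other was 0.27 for the caudal epiblast markers by neighbour at 120 h (limma fry adjusted p = 0.53, 4.7e-12 to 0.53 over its alternatives). The 25 include means of the p53 targets, which a subtraction could only raise. They also include results at 48 h, where almost nothing was taken out. For these the subtraction was no test. Outside these 25, the intermediate mesoderm markers by neighbour at 120 h did not pass the threshold after either subtraction, with 0.52 and 0.33 (limma fry adjusted p = 0.083 and 0.37, 0.040 before). With TMM normalization 54 results were the same and 2 moved.

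With a minimum absolute log2 fold change of 1, the numbers of genes were 0, 5, 54, 213 and 718 for WT–mCherry cells by neighbour at 48, 72, 96, 120 and 144 h, 417, 524, 822, 980, 3195 and 5326 for p53KO–emiRFP against WT–emiRFP cells at 0, 48, 72, 96, 120 and 144 h, 213, 128, 54, 38 and 688 for the WT clones at 48, 72, 96, 120 and 144 h and 3124 for the difference of the p53KO effect between 48 and 120 h. DESeq2's Wald test with this minimum gave 0, 4, 34, 195 and 595 for WT–mCherry cells by neighbour at 48, 72, 96, 120 and 144 h, 412, 463, 768, 884, 3098 and 5203 for p53KO–emiRFP against WT–emiRFP cells at 0, 48, 72, 96, 120 and 144 h, 154, 91, 42, 32 and 585 for the WT clones at 48, 72, 96, 120 and 144 h and 3078 for the difference of the p53KO effect between 48 and 120 h. The 0 genes at 48 h stand beside 1068 with an unadjusted p under 0.05. Without a minimum, DESeq2 gave 51, 279 and 1230 for WT–mCherry cells by neighbour at 48, 72 and 96 h and 760 and 650 for the WT clones at 96 and 120 h, and its other 14 results were the same.

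Without the low-count filter the numbers were 89, 322, 1507 and 1865 for WT–mCherry cells by neighbour at 48, 72, 96 and 120 h and 1045 and 844 for the WT clones at 96 and 120 h. With the replicate block they were 869, 402, 3830 and 3826 for WT–mCherry cells by neighbour at 48, 72, 96 and 120 h, 1799, 7262 and 7078 for p53KO–emiRFP against WT–emiRFP cells at 0, 48 and 96 h and 5102, 2865, 2929 and 2040 for the WT clones at 48, 72, 96 and 120 h, and, among the lists whose means are results of this part, those that newly passed the threshold were −0.75 for the endoderm markers in p53KO–emiRFP cells at 120 h (limma fry adjusted p = 0.0020), −0.25 for the primordial germ cell markers by neighbour at 120 h (limma fry adjusted p = 0.049), 0.85 for the endoderm markers by neighbour at 120 h (limma fry adjusted p = 0.00034), −0.062 for the ribosome biogenesis and Myc targets by neighbour at 120 h (limma fry adjusted p = 0.032) and −0.039 for the cell cycle genes by neighbour at 48 h (limma fry adjusted p = 0.026). Outside these, −0.057 for the pluripotency and gastrulation markers by neighbour at 120 h (limma fry adjusted p = 0.024) and −0.11 for the neural crest markers in p53KO–emiRFP cells at 120 h (limma fry adjusted p = 0.012) newly passed it with the block and 0.38 for the somite markers in p53KO–emiRFP cells at 120 h (limma fry adjusted p = 0.086) no longer did. With only the 2 compared groups in the fit the numbers were 5, 44, 275 and 531 for WT–mCherry cells by neighbour at 48, 72, 96 and 120 h and 553, 164 and 66 for the WT clones at 72, 96 and 120 h, and the lists that newly passed were −0.040 for the ribosome biogenesis and Myc targets by neighbour at 72 h (limma fry adjusted p = 0.022) and −0.043 for the cell cycle genes by neighbour at 72 h (limma fry adjusted p = 0.022). With all 23 groups in one fit they were 4 and 55 for WT–mCherry cells by neighbour at 48 and 72 h, 2909 for p53KO–emiRFP against WT–emiRFP cells at 0 h and 513 for the WT clones at 120 h, with −0.25 for the primordial germ cell markers by neighbour at 120 h (limma fry adjusted p = 0.0069) and 1.07 for the endoderm markers by neighbour at 120 h (limma fry adjusted p = 0.041). Under these settings, in this order, 44, 34, 38 and 41 results stayed the same.

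With the competitive test camera, which sets the genes of a list against all other genes, those of these lists that newly passed the threshold had 0.028 for the p53 targets by neighbour at 48 h (limma camera adjusted p = 0.0097), −0.040 for the ribosome biogenesis and Myc targets by neighbour at 72 h (limma camera adjusted p = 0.0028), −0.062 for the ribosome biogenesis and Myc targets by neighbour at 120 h (limma camera adjusted p = 0.0018), −0.039 for the cell cycle genes by neighbour at 48 h (limma camera adjusted p = 0.0021) and −0.043 for the cell cycle genes by neighbour at 72 h (limma camera adjusted p = 0.00058). Outside these, −0.059 for the pluripotency and gastrulation markers by neighbour at 120 h (limma camera adjusted p = 0.0092) newly passed it, and 0.72 for the lateral plate mesoderm markers in p53KO–emiRFP cells at 120 h (limma camera adjusted p = 0.42), −0.22 for the brain markers in p53KO–emiRFP cells at 120 h (limma camera adjusted p = 0.50), −0.090 for the spinal cord markers in p53KO–emiRFP cells at 120 h (limma camera adjusted p = 0.50), 0.38 for the somite markers in p53KO–emiRFP cells at 120 h (limma camera adjusted p = 0.50) and −0.041 for the cell cycle genes in p53KO–emiRFP cells at 120 h (limma camera adjusted p = 0.54) no longer did. Of the results of this part 26 stayed the same.

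The distance of p53KO–emiRFP from WT–emiRFP cells over the spread of replicates became 5.96 at 0 h, 11.5 at 48 h, 8.16 at 72 h, 7.92 at 96 h, 11.8 at 120 h and 13.6 at 144 h with the 500 most variable genes. It became 3.44 at 0 h, 6.37 at 48 h, 6.57 at 72 h, 6.13 at 96 h, 9.15 at 120 h and 11.6 at 144 h with all genes of at least 10 normalized counts on average. It was 11.2 at 48 h and 7.96 at 96 h with TMM normalization, and 12.0 at 48 h, 7.71 at 96 h, 12.7 at 120 h and 13.3 at 144 h with the gastruloid samples alone.

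Without replicate 1 31 results stayed the same, without replicate 2 38 and without replicate 3 38. Across these 3 fits, the genes that differed in WT–mCherry cells by neighbour numbered 0 to 6 at 48 h, 0 to 39 at 72 h, 0 to 576 at 96 h, 140 to 604 at 120 h and 2313 to 3035 at 144 h. Between p53KO–emiRFP and WT–emiRFP cells they numbered 247 to 1812 at 0 h, 1779 to 2751 at 48 h, 2629 to 4290 at 72 h and 1843 to 3453 at 96 h, and between the WT clones 340 to 985 at 48 h, 167 to 1412 at 72 h, 30 to 315 at 96 h, 18 to 310 at 120 h and 2172 to 2917 at 144 h. The means of lists, with limma fry adjusted p values, were 1.10 to 1.51 for the paraxial mesoderm markers by neighbour at 120 h (0.00043 to 0.064), 0.45 to 0.67 for the caudal epiblast markers by neighbour at 120 h (0.025 to 0.064), −0.67 to −0.56 for the haematoendothelial markers by neighbour at 120 h (0.00022 to 0.071), 0.19 to 0.28 for the p53 targets by neighbour at 120 h (0.014 to 0.11), −0.11 to −0.068 for the ribosome biogenesis and Myc targets by neighbour at 96 h (0.0092 to 0.11), −0.051 to −0.028 for the cell cycle genes by neighbour at 48 h (0.033 to 0.48), −0.055 to −0.032 for the cell cycle genes by neighbour at 72 h (0.028 to 0.48) and −0.13 to −0.094 for the cell cycle genes by neighbour at 144 h (0.011 to 0.058). The distances over the spread of replicates were 6.64 to 8.07 at 0 h, 9.98 to 21.1 at 48 h, 8.39 to 12.6 at 72 h, 7.82 to 14.7 at 96 h, 10.9 to 19.1 at 120 h and 12.2 to 19.7 at 144 h.

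Among 87 results of single genes with 609 alternatives, 573 were the same, 25 no longer passed the threshold, 3 newly passed it and 8 reversed. The change of Dnm1l from 0 to 48 h in WT cells became 0.026 (0.70) with TMM normalization, 0.041 (0.68) without replicate 2 and 0.040 (0.54) without replicate 3, with edgeR adjusted p values in brackets that lay between 0.17 and 1.00 over its alternatives. That of Bbc3 in p53KO–emiRFP cells became −0.12 (0.68) without replicate 2 (−0.12 to 0.26 and 0.19 to 0.68 over the 3 fits and its alternatives), and that of Myc in these cells 0.017 (0.93) without replicate 1 (−0.12 to 0.017 and 0.30 to 0.93). The difference of Myc at 120 h became −0.0021 (0.99) with TMM normalization, −0.021 (0.90) without replicate 1 and −0.042 (0.73) without replicate 2 (−0.042 to 0.097 and 0.49 to 1.0). The cause of these changes was not tested.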

Differences from the paper's values

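The tests of the distance in the plane of the first 2 principal components and of the subtraction of emiRFP RNA were chosen only after the result was seen. The paper gives the numbers of differentially expressed genes of 3 comparisons in the source data of Extended Data Fig. 3b. With an adjusted p under 0.05, WT–mCherry cells by neighbour had 13 at 48 h (the paper's 0), 99 at 72 h (the paper's 6), 720 at 96 h (the paper's 51), 1123 at 120 h (the paper's 229) and 4954 at 144 h (the paper's 787) genes. Between p53KO–emiRFP and WT–emiRFP cells there were 3899 at 48 h (the paper's 467), 5147 at 72 h (the paper's 787), 4267 at 96 h (the paper's 978), 9626 at 120 h (the paper's 3327) and 12687 at 144 h (the paper's 5558), and between the WT clones 1573 at 48 h (the paper's 206), 1354 at 72 h (the paper's 160), 395 at 96 h (the paper's 63), 233 at 120 h (the paper's 53) and 4620 at 144 h (the paper's 698).

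Of the alternatives set before the data were examined, a minimum absolute log2 fold change of 1 brought all 15 within 1.5 times of the paper's values, with 0, 5, 54, 213 and 718 by neighbour, 524, 822, 980, 3195 and 5326 for p53KO–emiRFP and 213, 128, 54, 38 and 688 for the WT clones. DESeq2's Wald test with this minimum did so for 13, and not for the WT clones at 72 and 120 h, with 91 and 32 genes. This minimum together with the replicate block did not do so by neighbour at 48 and 96 h, with 7 and 122 genes. Nor did it for the WT clones at 48, 96 and 120 h, with 314, 104 and 88 genes. With only the 2 compared groups in the fit, 1 of the 15 came within this range, 66 for the WT clones at 120 h. Without replicate 1 this held for 0 by neighbour at 48 h and 167 for the WT clones at 72 h, and without replicate 2 for 0 by neighbour at 48 h and for 237 and 66 for the WT clones at 72 and 96 h. TMM normalization, no low-count filter, the replicate block, all 23 groups in one fit, DESeq2's Wald test alone and the fit without replicate 3 left all 15 outside it. At 48 h 1068 genes by neighbour had an unadjusted p under 0.05.

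The paper states that Fas is absent from p53KO cells, and here Fas had 8.52 ± 0.590 normalized counts at 72 h in p53KO–emiRFP cells (SD, n = 3). It states that Fasl is highest in p53KO cells at its peak. Here p53KO–emiRFP cells had the highest mean at 96 h, with a log2 fold change against WT–emiRFP cells of 0.58 in the direction of 3 of 3 pairs that did not pass the threshold (edgeR adjusted p = 0.16, 0.085 to 0.47 over its alternatives).

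The paper states that WT–mCherry cells beside p53KO cells differ very little in lineage markers at 120 h. Its discussion also reports a very mild bias of neighbouring cells to caudal epiblast and to paraxial and intermediate mesoderm. The means of these lineages had the same direction here. By the test used here 26 of 72 tested markers differed, a number that does not measure the size of the differences. Of 13 lineage lists 6 passed the threshold, with mean log2 fold changes of 1.27 for paraxial mesoderm, 0.59 for caudal epiblast, 0.59 for intermediate mesoderm, −0.59 for haematoendothelial, 0.47 for somite and −0.34 for spinal cord markers. The other 7 did not, with 0.02 for cardiac, −0.06 for pluripotency and gastrulation, 0.12 for neural crest, −0.20 for brain, −0.25 for primordial germ cell, 0.49 for lateral plate mesoderm and 0.84 for endoderm markers. With the replicate block 3 of these 7 passed it, with −0.057 for the pluripotency and gastrulation markers (limma fry adjusted p = 0.024), −0.25 for the primordial germ cell markers (limma fry adjusted p = 0.049) and 0.85 for the endoderm markers (limma fry adjusted p = 0.00034), and same-numbered libraries of these groups correlated at 0.424 across genes. After subtraction of emiRFP RNA estimated from H2bc14 and from H2bc21, the mean of the paraxial mesoderm markers was 1.17 and 0.92. That of the caudal epiblast markers was 0.49 and 0.27 (limma fry adjusted p = 0.014 and 0.53). The intermediate mesoderm markers had 0.52 and 0.33 (limma fry adjusted p = 0.083 and 0.37). The paraxial mesoderm, haematoendothelial, somite and spinal cord lists passed the threshold after both.

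The paper states that Bcl2 rises from 96 h. Here it had 30.8 ± 4.93 normalized counts at 0 h, 115 ± 3.28 at 48 h, 321 ± 38.1 at 72 h and 463 ± 43.1 at 96 h in WT–emiRFP cells (SD, n = 3 each). It states that Dnm1l falls and Bbc3 rises in primed pluripotency. In the mean of the WT populations Dnm1l changed by −0.01 from 0 to 48 h and −0.08 from 48 to 72 h, neither past the threshold, and by −0.16 from 72 to 96 h, past it. In p53KO–emiRFP cells Dnm1l changed over these intervals by −0.15 (edgeR adjusted p = 0.15, 0.048 with the block), −0.08 (0.50 and 0.36) and −0.17 (0.11 and 0.032). Bbc3 changed in the WT populations by 0.24 from 0 to 48 h and −0.44 from 48 to 72 h, both past the threshold. In p53KO–emiRFP cells it changed by 0.95 from 72 to 96 h, past it.

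The paper states that Myc falls progressively and stays up for longer in p53KO cells. Here p53KO–emiRFP cells had more than WT–emiRFP cells at 48, 72 and 144 h and less at 96 h, with 1772 ± 43.4 normalized counts against 2537 ± 186 (SD, n = 3 each). The WT–mCherry clone had 3677 ± 402 at 0 h, and WT–mCherry cells beside WT cells had 2159 ± 227 at 48 h, 2611 ± 264 at 120 h and 2402 ± 299.8 at 144 h (SD, n = 3 each).

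The paper states that all clones cluster together until 72 h, after which p53KO cells diverge. Over 10 principal components, p53KO–emiRFP lay from WT–emiRFP cells at 11.1, 9.40, 8.08, 13.1 and 14.1 times the spread of replicates from 48 to 144 h, and the WT clones of WT + WT gastruloids at 8.17, 4.52, 3.01, 3.12 and 4.45 times. In the plane of the first 2 components, chosen after the plot was seen, the distances were 5.22, 6.23, 17.6, 47.3 and 59.5 for p53KO–emiRFP and 11.5, 9.40, 3.31, 4.18 and 14.3 for the WT clones. In this plane the distance of p53KO–emiRFP was smaller than that of the WT clones at 48 and 72 h and larger from 96 h, and over 10 components it was larger at each time.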

Other observations

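The tests of emiRFP RNA in the sorted WT–mCherry samples, with both subtractions, and of the naive pluripotency genes, their splits included, were chosen only after the results were seen.

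H2bc14 in the WT–mCherry clone was 0.0729% of the WT–emiRFP clone at 0 h, so its counts in sorted WT–mCherry cells can serve as a measure of RNA of emiRFP cells. As a share of the emiRFP cells of the same gastruloids, H2bc14 in WT–mCherry cells beside p53KO cells was 0.254 ± 0.0393% at 48 h, 0.993 ± 0.867% at 72 h, 2.24 ± 1.11% at 96 h, 5.60 ± 2.37% at 120 h and 9.37 ± 7.26% at 144 h (SD, n = 3 each). Beside WT cells it was 0.531 ± 0.113% at 48 h, 0.652 ± 0.327% at 72 h, 0.736 ± 0.410% at 96 h, 1.53 ± 0.467% at 120 h and 1.23 ± 1.01% at 144 h (SD, n = 3 each). H2bc21, of which the WT–mCherry clone had 3.12% of the WT–emiRFP clone, gave larger shares beside p53KO cells, 14.6 ± 9.08% at 120 h and 13.9 ± 9.68% at 144 h, against 4.44 ± 1.35% and 4.78 ± 2.93% beside WT cells (SD, n = 3 each). H2bc7 gave 5.11 ± 2.24% and 6.97 ± 5.04% and H2bc3 4.03 ± 2.79% and 7.95 ± 6.28% at these times beside p53KO cells (SD, n = 3 each), nearer to H2bc14 than to H2bc21. These shares can come from RNA of emiRFP cells in the sorted WT–mCherry samples, and cells that were sorted together and free RNA were not told apart. Trp53 in WT–mCherry cells beside p53KO cells was 101 ± 1.57% of that beside WT cells at 48 h, 95.0 ± 1.44% at 72 h and 96.5 ± 3.39% at 96 h. It was 85.0 ± 3.49% at 120 h and 87.2 ± 1.62% at 144 h (SD, n = 3 each). RNA of p53KO–emiRFP cells would lower it, as would a fall in the WT–mCherry cells themselves. The larger shares from H2bc21 at 120 and 144 h therefore remain open.

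When the RNA estimated from H2bc14 was subtracted from the counts, 773 genes by neighbour passed the threshold at 96 h, 975 at 120 h and 6476 at 144 h, and 709, 941 and 4790 of these had passed it before. At 120 h the mean log2 fold changes after subtraction were 1.17 for paraxial mesoderm, 0.49 for caudal epiblast and −0.58 for haematoendothelial markers. For the p53 targets they were 0.23 at 96 h, 0.29 at 120 h and 0.44 at 144 h. With the RNA estimated from H2bc21, 854, 808 and 7117 genes passed at 96, 120 and 144 h. The means at 120 h were then 0.92 for paraxial mesoderm, 0.27 for caudal epiblast and −0.53 for haematoendothelial markers, and those of the p53 targets 0.25, 0.37 and 0.50 at 96, 120 and 144 h. The caudal epiblast mean fell from 0.59 to less than 0.5 times its size by this estimate (limma fry adjusted p = 0.53), and passed the threshold after the subtraction with H2bc14 (0.014), so that for these markers the outcome depends on the gene that measures the RNA. The other differences by neighbour named here are not fully explained by emiRFP RNA of these shares. For the p53 targets the subtraction could only raise the mean, so it was no test. In p53KO–emiRFP against WT–emiRFP cells they had −1.59, −1.39 and −1.39 at 96, 120 and 144 h. RNA of p53KO–emiRFP cells would therefore lower them, opposite to the rise seen. Across genes, which are not independent, the slope of the changes by neighbour on those of p53KO–emiRFP cells was −0.11 at 144 h, where an admixture of p53KO RNA would give a positive slope. It was −0.012 at 48 h and −0.047 at 72 h. At 96 h it was 0.028 and at 120 h 0.14, of the sign that such an admixture gives. The slope also holds the changes of the WT–mCherry cells themselves, so its sign cannot exclude an admixture at any of these times. At 144 h, where the slope was negative, H2bc14 gave a share of 9.37% beside p53KO cells. Trp53 then had a log2 fold change by neighbour of −0.20 (edgeR adjusted p = 0.040). After libraries were thinned to equal totals, the number of genes by neighbour was at the lowest 74.7% of that before, at 72 h.

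The 6 naive pluripotency genes had a mean log2 fold change in WT–mCherry cells beside p53KO cells of −0.28 at 48 h (limma fry adjusted p = 0.00064, 0.0023 with the replicate block, 0.00086 with TMM normalization) and −0.28 at 72 h (0.00093, 0.0051 and 0.0023), with 1 of 6 genes higher at each. Nanog and Esrrb, which are among the largest falls at 48 h, are 2 of the 6, so that the test at 48 h partly repeats these falls. Without them the mean was −0.19 at 48 h (limma fry adjusted p = 0.026, 0.025 with the block) and −0.33 at 72 h (0.0049 and 0.023), and at 96, 120 and 144 h it did not pass the threshold. The mean of all 6 was −0.24 at 96 h (0.040, 1 of 6 higher), −0.30 at 120 h (0.040, 0 of 6 higher) and 0.19 at 144 h (0.21, 5 of 6 higher). After subtraction of emiRFP RNA estimated from H2bc14 and from H2bc21 it was −0.23 and −0.22 at 96 h and −0.24 and −0.12 at 120 h, not past the threshold, and at 144 h 0.31, not past it, and 0.39, past it. At 48 and 72 h the means were −0.28 and −0.28 after the subtraction with H2bc14, −0.28 and −0.28 after that with H2bc21 and −0.28 and −0.28 after thinning of the libraries. At 48 h the shares beside p53KO cells were only 0.254% from H2bc14 and 0% from H2bc21. These subtractions took out almost nothing there, so the unchanged mean at 48 h adds nothing to the small shares. Of the 4 splits that part all 3 same-numbered pairs, 1 gave a mean as large at 48 and at 72 h, the real one, and 4 splits cannot set a result apart. The largest mean, without its sign, was 0.15 and 0.18 among the other 3 of these, and 0.14 and 0.14 among the 6 splits that part fewer pairs. The paper does not report this difference. The gastruloids also differed in seeded emiRFP cells, 25 p53KO–emiRFP against 150 WT–emiRFP, so the genotype of the neighbours was not told apart from their number.

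For all 16 numbers of genes of the 3 comparisons, for the number of lineage markers that differed in p53KO–emiRFP cells, for the 5 lineage means of each comparison at 120 h and for the p53 targets in p53KO–emiRFP cells at 6 time points, 1 of the 4 splits that part all 3 same-numbered pairs gave a result as large, the real one. The same held for the p53 targets by neighbour at 96, 120 and 144 h and for both other lists by neighbour at 5 time points. For the p53 targets by neighbour 3 of 4 splits gave a mean as large at 48 h and 2 of 4 at 72 h. The other splits of the 6 samples part fewer same-numbered pairs. They gave 0 genes for every number of genes. For means, the splits as large among these 6 were 1 for the endoderm markers by neighbour at 120 h, 5 for the p53 targets by neighbour at 48 h, 1 for the p53 targets by neighbour at 72 h, 5 for the ribosome biogenesis and Myc targets by neighbour at 48 h, 1 for the ribosome biogenesis and Myc targets by neighbour at 120 h, 2 for the cell cycle genes by neighbour at 48 h and 1 for the endoderm markers in p53KO–emiRFP cells at 120 h, and 0 for the other means. For the time course, 1 of 24 draws with shuffled time labels, the real one, called as many pairs of gene and interval (110), and the next called 11. Shuffled groups mix time points, which widens their spread, so these draws could hardly call genes and test no single interval.

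At 48 h, 12 of 12 mitochondrially encoded genes were lower in p53KO–emiRFP than in WT–emiRFP cells, with a mean log2 fold change of −0.51 (−0.53 with TMM normalization), and 9 passed the threshold. Their share of the counts was 0.974 ± 0.122% and 1.32 ± 0.0784% (SD, n = 3 each). At the other times 0 of these genes passed the threshold. The means were then −0.16 at 0 h, −0.01 at 72 h, −0.04 at 96 h, −0.14 at 120 h and 0.13 at 144 h. No explanation was tested.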
